# Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation

**DOI:** 10.1038/s41422-022-00652-8

**Published:** 2022-04-15

**Authors:** Chenfei Wang, Chuan Chen, Xiaoyu Liu, Chong Li, Qiu Wu, Xiaolan Chen, Lingyue Yang, Xiaochen Kou, Yanhong Zhao, Hong Wang, Yawei Gao, Yong Zhang, Shaorong Gao

**Keywords:** Reprogramming, Epigenetics

## Abstract

Chromatin remodeling is essential for epigenome reprogramming after fertilization. However, the underlying mechanisms of chromatin remodeling remain to be explored. Here, we investigated the dynamic changes in nucleosome occupancy and positioning in pronucleus-stage zygotes using ultra low-input MNase-seq. We observed distinct features of inheritance and reconstruction of nucleosome positioning in both paternal and maternal genomes. Genome-wide de novo nucleosome occupancy in the paternal genome was observed as early as 1 h after the injection of sperm into ooplasm. The nucleosome positioning pattern was continually rebuilt to form nucleosome-depleted regions (NDRs) at promoters and transcription factor (TF) binding sites with differential dynamics in paternal and maternal genomes. NDRs formed more quickly on the promoters of genes involved in zygotic genome activation (ZGA), and this formation is closely linked to histone acetylation, but not transcription elongation or DNA replication. Importantly, we found that NDR establishment on the binding motifs of specific TFs might be associated with their potential pioneer functions in ZGA. Further investigations suggested that the predicted factors MLX and RFX1 played important roles in regulating minor and major ZGA, respectively. Our data not only elucidate the nucleosome positioning dynamics in both male and female pronuclei following fertilization, but also provide an efficient method for identifying key transcription regulators during development.

## Introduction

After the sperm penetrates into the oocyte, the chromatin of highly specialized male and female pronuclei (PN) undergoes remarkable reprogramming, which supports the transition from meiosis to mitosis and the reactivation of transcription in embryos.^1^ In mammals, the oocyte finishes its second meiotic division and exits the meiosis to form the female pronucleus, and the sperm undergoes chromatin de-condensation and protamine-histone replacement to form the male pronucleus.^1,2^ Recently, the dynamics of maternal-to-zygotic transition after fertilization in mammals have been characterized according to specific epigenetic features and the transcription machinery, including DNA modification, histone modification, high-order chromatin architecture, and RNA polymerase II (Pol II) binding.^3–8^ These studies provide new insights into the chromatin remodeling after fertilization and valuable resources for investigating the mechanisms of transcriptional activation in early embryos. However, the detailed process of protamine-to-histone transition in the paternal genome as well as the dynamics of chromatin state in the maternal genome shortly after fertilization remains to be elucidated.

Nucleosomes are the basic units of chromatin structure and serve multiple cellular functions; they have a compact structure which inhibits the access of sequence-specific proteins. The genome-wide pattern of nucleosome positioning is determined by the combination of DNA sequence, ATP-dependent chromatin remodeling enzymes, and transcription factors (TFs).^9,10^ In the eukaryotic genome, nucleosome-depleted regions (NDRs) are observed at regulatory elements, including many promoters, enhancers, and terminator regions.^10–12^ RNA Pol II passaging results in upstream trafficking of histone proteins and the formation of a typical NDR at the transcription start site (TSS),^13^ and the nucleosome unit downstream or upstream of the NDR is referred to as the +1 nucleosome or –1 nucleosome, respectively. Meanwhile, nucleosomes also serve as barriers for RNA Pol II elongation and impact the gene activation logic and expression noise.^14^ In recent years, different regulatory models of zygotic genome activation (ZGA) after fertilization were proposed, in which tight temporal coupling between chromatin reorganization and minor/major waves of ZGA was widely discussed but still under debate.^7^ The recently published landscapes of RNA Pol II binding in mouse embryos reveal that Pol II is preferentially loaded to CG-rich promoters and accessible distal regions in one-cell embryo, and the loading of Poll II to future gene targets occurs earlier before genome activation.^8^ However, the detailed patterns of chromatin remodeling especially on the view of nucleosome positioning shortly after fertilization remain unclear. Moreover, whether Poll II or certain pioneer TFs coordinate with other chromatin remodelers to participate in NDR formation and how this process affects downstream gene expression as well as ZGA at the early stages remain a long-standing question.

Here, we optimized micrococcal nuclease digestion-based high-throughput sequencing (MNase-seq) to elucidate the nucleosome organization dynamics during the first 12 h after fertilization. We investigated the dynamics of nucleosome establishment and re-positioning in the male and female pronuclei, respectively. Importantly, through integrative analyses of the NDR formation pattern on TF motifs, we identified novel regulators of ZGA for mouse early embryos.

## Results

### Mapping nucleosome remodeling in mouse pronuclei

To study the chromatin remodeling of parental pronuclei, we developed an ultra low-input MNase-seq (ULI-MNase-seq) method using a single tube for micrococcal nuclease digestion^15^ and subsequent library construction (Supplementary information, Fig. S1a). We first validated the nucleosome profiles of mouse embryonic stem cells (mESCs) using 100 cells, 5 cells, or a single cell per reaction. Reassuringly, lengths of the mapped reads were enriched at ~147 bp (Supplementary information, Fig. S1b), corresponding with the mono-nucleosome size.^16^ In addition, the genome-wide profiles from 5 or 100 mESCs were highly consistent with the published data from bulk samples^17^ (Supplementary information, Fig. S1c–e). Furthermore, we observed precisely positioned +1 and –1 nucleosomes as well as clear NDRs at TSSs, enhancers, and CTCF-binding sites in 5-cell and 100-cell samples (Supplementary information, Fig. S1f–h). All these results demonstrated that our ULI-MNase-seq procedures could detect the genome-wide position of nucleosomes with as few as 5 cells. In addition, we developed a computational workflow called NEPTUNE (i**N**tegrat**E**d **P**ipeline **T**o analyze **U**ltra low-input **N**ucleosome s**E**quencing data), which could analyze ULI-MNase-seq data systematically (Supplementary information, Fig. S2).

To avoid heterogeneity due to differences in the timing of fertilization, we used intracytoplasmic sperm injection (ICSI) to approximately establish the same starting time point for 5–8 embryos per group (Fig. 1a). We observed the formation of parental pronuclei and dynamic changes occurring after ICSI (Supplementary information, Fig. S3a) and injected H2B-RFP mRNA into oocytes before ICSI to detect the protamine-histone replacement shortly after fertilization. We found that the H2B-RFP signal appeared as early as 1 h post fertilization (hpf) (Fig. 1b), and the parental pronuclei were formed at ~3 hpf (Supplementary information, Fig. S3a), which was corresponding to the PN1 stage.^18^ The pronuclei further developed to the PN3 stage at 6 hpf and reached each other at 12 hpf. Based on these observations, we collected parental pronuclei using micromanipulation at different time points (from 0.5 to 12 hpf) and performed ULI-MNase-seq to detect the chromatin state of the pronuclei from formation to fusion (Fig. 1a). Meanwhile, we performed round spermatid injection (ROSI) as a negative control for histone-to-protamine transition in the paternal genome, as the round spermatid (RS) possesses nucleosome-based chromatin instead of protamines.^19^ In these experiments, 10–15 pronuclei were used for each reaction. We applied NEPTUNE on these ULI-MNase-seq datasets, and as shown, the biological replicates presented high reproducibility, with exceptions of sperm and 0.5-hpf male PN samples (Supplementary information, Fig. S3b, c). The length distribution of nucleosome reads showed a preference for ~147 bp in the oocyte, RS, and most PN samples (Supplementary information, Fig. S3d). However, a large fraction of short DNA fragments (5–50 bp) was observed in sperm and 0.5-hpf male PN, but they were not observed in the oocyte, RS, or other PN samples (Supplementary information, Fig. S3e), which was consistent with the spermatid-specific DNA packaging structures detected by MNase digestion in previous studies.^15,20^ To exclude the possibility of overdigestion,^15^ we applied MNase digestion with different concentrations and durations to the sperm samples and confirmed that short fragments were observed in all conditions (Supplementary information, Fig. S3f). In agreement with the previous discovery revealed by DNA FISH,^20^ the distribution preference of short (5–50 bp) and long (120–180 bp) fragments were distinct from each other (Supplementary information, Fig. S3g). The proportion of short fragments remained high in 0.5-hpf male PN, which was dramatically decreased in 1-hpf male PN, suggesting that the sperm-specific DNA packaging structures were largely remodeled in the paternal genome; the remodeling occurred in conjunction with or after the removal of protamines, which was detected at 25–35 min post fertilization by imaging.^21^

**Fig. 1:**
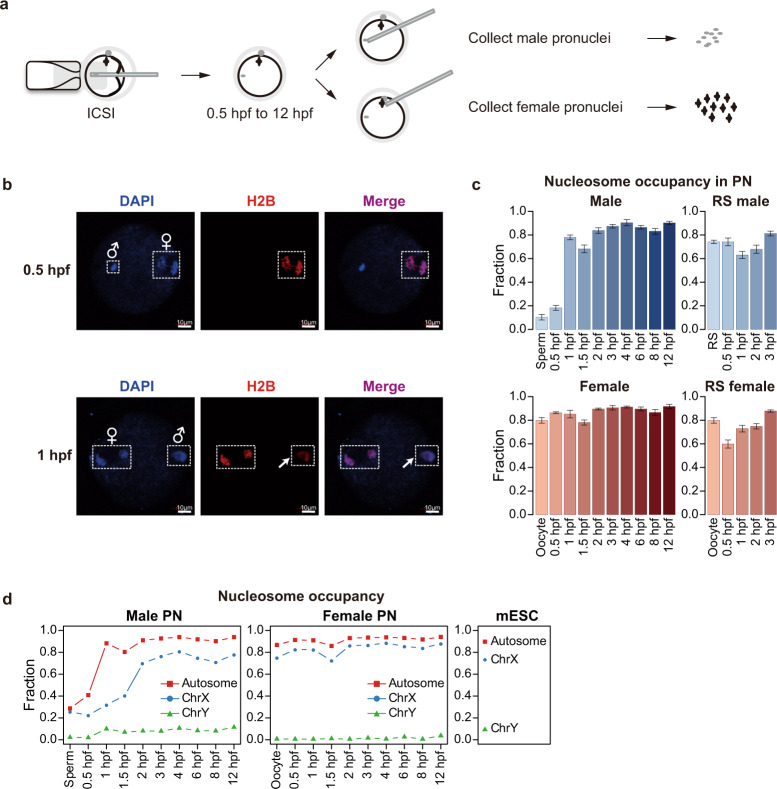
Nucleosome occupancy is quickly established in mouse male pronuclei after fertilization. **a** Schematic representation showing the collection of pronucleus samples for ULI-MNase-seq. **b** Confocal microscopy images of H2B-RFP mRNA-injected embryos shortly after fertilization. Newly incorporated H2B was present in the male PN (arrowhead) as early as 1 hpf. **c** Bar plots showing the fraction of nucleosome-occupied 1-kb bins in each PN sample. Error bars represent 1.96 × SD. **d** Line charts showing the fraction of nucleosome-occupied 1-kb bins in sex chromosomes and autosomes of each PN and ESC samples. Chr, chromosome.

### Nucleosome occupancy is quickly established in the male pronuclei after fertilization

To characterize the chromatin remodeling process, NEPTUNE first identified nucleosome-occupied regions using a consecutive window approach; the resolution was set to 1 kb due to the sparseness of nucleosomes in PN samples (see Materials and Methods). Genome-wide nucleosome occupancy in oocytes and sperm was quite different from that of the PN samples, even in 0.5-hpf male PN and female PN (Supplementary information, Fig. S3h). We next evaluated the nucleosome positioning dynamics in gametes and PN samples. In line with the previous study,^22^ only 10%–20% of the genome was occupied by nucleosomes in sperm and 0.5-hpf male PN, but this proportion dramatically increased to nearly 80% in 1-hpf male PN, indicating that nucleosomes were globally deposited into the paternal genome quickly at ~1 hpf (Fig. 1c). Importantly, this rapid de novo establishment process did not occur in female PN or parental PN from ROSI embryos (Fig. 1c), suggesting that this global nucleosome establishment was corresponding to the protamine-to-histone transition in the paternal genome after fertilization. In addition, we compared the genome-wide distribution of newly established nucleosomes for each stage. Consistently, the newly gained nucleosomes in PN stages were quite different from the nucleosomes in gametes. Retained nucleosomes in sperm were slightly enriched in promoters, short interspersed nuclear elements (SINEs) and telomeres, but the newly established nucleosomes in PN stages were more enriched in long interspersed nuclear elements (LINEs) (Supplementary information, Fig. S4a). These results indicate that genome-wide chromatin remodeling occurs in both the paternal and maternal genomes after fertilization.

To investigate the function of nucleosome-occupied regions, we identified nucleosome-occupied promoters in sperm and promoters with newly established nucleosomes in 1-hpf and 6-hpf male PN (Supplementary information, Fig. S4b). Gene ontology (GO) analysis showed that most genes with sperm-retained nucleosomes were associated with developmental process and cell differentiation (Supplementary information, Fig. S4c), consistent with the discovery that sperm-retained histone modifications are enriched in promoters of developmental genes.^23^ Genes obtaining nucleosome occupancy at 1 hpf in male PN were closely related to metabolic processes that are essential for cell replication and early embryonic development. Nucleosomes established at 6 hpf in male PN were enriched in genes involved in later organismal development such as sensory perception (Supplementary information, Fig. S4c), which were rarely expressed at PN stages, indicating that the global nucleosome assembly occurred even at silent regions.

We next sought to investigate the difference of nucleosome establishment among different chromosomes. The percentage of nucleosome-occupied regions was lower in sex chromosomes than that in autosomes (Fig. 1d). Interestingly, the global establishment of nucleosome occupancy was also delayed on X chromosomes in the paternal genome, which occurred at 2 hpf. An earlier study suggested that oocyte TH2A/B variants were enriched in zygotes, especially in X chromosomes, which contributed to the activation of the paternal genome by inducing an open chromatin structure.^24^ We hypothesized that the delay of the nucleosome occupancy in X chromosomes might result from the assembly of TH2A/B variants. We first validated the nucleosome occupancy on mESC-identified TH2A/TH2B peaks in all samples and found a higher MNase digestion sensitivity around the peak centers in sperm and the earlier stages of male PN, especially in X chromosomes (Supplementary information, Fig. S4d). These results suggested a highly dynamic nucleosome assembly process at TH2A/TH2B peak regions. Moreover, the correlation between nucleosome occupancy and TH2A/B signal in X chromosomes appeared to be relatively high in 1-hpf male PN, but became negative in later male PN stages and all female PN stages (Supplementary information, Fig. S4e), which also indicated the incorporation of TH2A/B variants in the paternal genome at earlier stages and a switch from TH2A/B to canonical nucleosome subunits at later male PN stages. Taken together, our results suggest that the acquisition of nucleosome occupancy in male PN is globally rapid and could be controlled by different histone variants.

### Distinct remodeling dynamics of NDRs in the paternal and maternal genomes

NDRs are usually highly accessible and corresponding to DNase I hypersensitive sites (DHSs) in the eukaryote genome, and they are typically located at regulatory regions including promoters, enhancers, and origins of DNA replication.^10^ The characteristic NDRs around TSSs provide binding hubs for transcription complex and are closely related to the regulation of gene expression.^9^ A recently published study in mice revealed that the chromatin accessibility around TSSs was increased greatly from gametes to zygotes, and nucleosome was strongly positioned downstream of the +1 nucleosomes at the 2-cell stage.^4^ However, when and how these proximal NDRs are established after fertilization remain to be unclear. We used NEPTUNE to generate profiles of average nucleosome density (see Materials and Methods) around TSSs for each sample (Fig. 2a). To our surprise, the dynamics of nucleosome positioning showed remarkable differences in maternal and paternal genomes. In male PN, the proximal NDR pattern appeared as early as 1.5 hpf, which was then enhanced and became more evident after 6 hpf (Fig. 2a). We observed a similar trend on the nucleosome phasing in male PN, in which the phasing periodicity was lost before 1 hpf and gradually rebuilt from 1.5 hpf (Fig. 2b, c; Supplementary information, Fig. S5a). For the maternal genome, both the proximal NDRs and the nucleosome phasing were established at 3 hpf and became more obvious later at 6 hpf, and the nucleosome profiles became similar in the parental pronuclei after 6 hpf (Fig. 2a–c; Supplementary information, Fig. S5a). These observations suggested that the nucleosome depletion pattern at promoters was generated earlier in the paternal genome than that in the maternal genome.

**Fig. 2:**
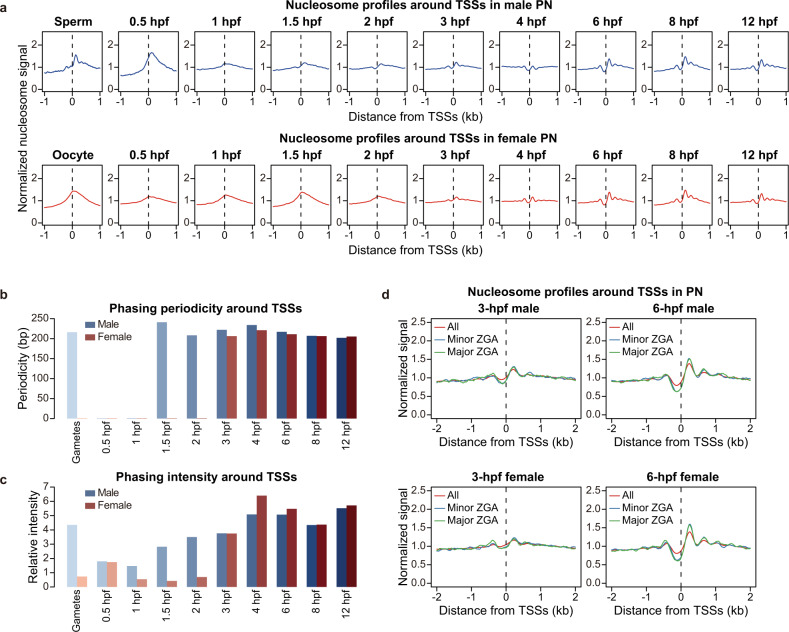
Asynchronous establishment of canonical nucleosome positioning in mouse parental pronuclei. **a** Nucleosome profiles around TSSs of Refseq genes at each PN stage. **b**, **c** Bar plots showing the nucleosome phasing periodicity (**b**; illustrated in Supplementary information, Fig. S5a) or phasing intensity (**c**; calculated as the spectral intensity corresponding to the periodicity after fast Fourier transform) around TSSs of Refseq genes at each PN stage. **d** Nucleosome profiles around TSSs of all Refseq genes and ZGA genes in 3-hpf and 6-hpf parental PN.

As the nucleosome depletion pattern in parental genomes becomes generally comparable for promoter regions, we asked whether this is true for other genomic loci, such as imprinted control regions (ICRs) and imprinted genes. The nucleosome profiles and NDRs are generally comparable between paternal and maternal genomes on ICRs (Supplementary information, Fig. S5b). To quantify the nucleosome positioning dynamics, we calculated nucleosome depletion scores (NDR scores) and phasing scores (POS scores) for different gene sets, which evaluated the depth of NDRs and the periodicity of well-phased nucleosome arrays, respectively (see Materials and Methods). Interestingly, we observed an increase in NDR scores at 2 hpf for maternally imprinted genes especially in the maternal genome, and a decrease in NDR scores for paternally imprinted genes especially in the maternal genome (Supplementary information, Fig. S5c), indicating that the imprinting control TFs such as CTCF might access the genome and initiate chromatin loops at this time. We also examined the formation of distal NDRs in enhancer regions. Considering that the enhancers in mouse pre-implantation embryos were established at relatively late stages, we identified these regions using ATAC-seq data from late 2-cell and inner cell mass (ICM) samples.^25^ No significant NDRs were observed on late 2-cell-defined enhancers in either male or female PN (Supplementary information, Fig. S5d), indicating that the chromatin remodeling on ZGA-related enhancers might be transient and occur after 12 hpf. Surprisingly, NDRs near the centers of ICM-defined enhancers were established as early as 6 hpf in parental PN (Supplementary information, Fig. S5e), which was much earlier than the ICM stage when these functional enhancers were identified, suggesting that the pioneer factors regulating cell fates might start binding to the chromatin at as early as the PN stages. Unlike the distinct features of proximal NDRs, the dynamics of distal NDRs in the paternal and maternal genomes were much more similar.

We then analyzed whether the formation of NDRs was linked to gene expression. In mice, previous studies reported that the first wave of ZGA (designated the minor ZGA) began during the S and G2 phases at the 1-cell stage, and the second wave of ZGA (designated the major ZGA) occurred during the G1 phase at the mid-to-late 2-cell stage.^7,26^ We thus defined the significantly upregulated genes in zygotes compared to oocytes as minor ZGA genes, and upregulated genes in 2-cell-stage embryos compared to zygotes as major ZGA genes (see Materials and Methods). The NDR pattern was more obvious on promoters of both minor and major ZGA genes compared to all genes at 6 hpf when the minor ZGA begins (Fig. 2d). Strikingly, the NDR and nucleosome phasing patterns on ZGA genes were already more obvious at 3 hpf (Fig. 2d) when the genome should be quiescent and no transcription occurs, suggesting a priming effect of chromatin remodeling. Consistent with the previous observations, ZGA genes showed higher NDR scores and POS scores than average after 3 hpf in both male and female PN, and this difference became more significant at 6 hpf (Supplementary information, Fig. S5f, g). These results suggest that the nucleosome positioning on promoters of ZGA genes is more strongly remodeled than other genes, which occurs before the start of transcription activation and might be important for ZGA initiation.

### GC content is a major determinant of nucleosome occupancy at PN stages

Since the genome in male PN is quickly occupied by nucleosomes at 1 hpf, and the nucleosome positioning pattern also showed a remarkable difference between PN and gamete samples, we next explored the driving force responsible for rapid nucleosome occupation and remodeling. Multiple factors, including intrinsic sequence features, DNA and histone modifications, active processes such as DNA replication and transcription, as well as activities of ATP-dependent chromatin remodelers, were found to impact nucleosome positioning.^10,27^ We first analyzed the sequence features of newly established nucleosomes at each stage and found that nucleosomes established earlier tended to have higher GC content (Fig. 3a), suggesting that nucleosomes preferred to occupy regions with high GC content, which was consistent with their intrinsic DNA sequence preference.^28^ This trend was significant in the paternal genome, but not in the maternal genome or ROSI embryos, possibly due to the absence of the dramatic de novo nucleosome occupation in female PN or ROSI embryos (Fig. 3a; Supplementary information, Fig. S6a, b). We next asked whether the chromatin state and histone modifications in sperm could impact the early establishment of nucleosome occupancy after fertilization. We calculated the partial correlation between normalized nucleosome occupancy and chromatin accessibility as well as DNA methylation state in early male PN. However, neither of them showed a strong correlation as GC content (Supplementary information, Fig. S6c). These results suggest that the GC content, rather than the chromatin state of sperm, is the major determinant of nucleosome occupancy in early male PN. Next, we evaluated whether a higher GC content was also required for the establishment of promoter NDRs after fertilization. However, the correlation between newly established promoter NDRs and GC content was pretty low (Supplementary information, Fig. S6d), suggesting that the NDR establishment on promoters was not mainly determined by intrinsic DNA sequence features. Additionally, neither the chromatin accessibility nor the DNA methylation level was correlated with the formation of promoter NDRs (Supplementary information, Fig. S6e). The above analyses suggest that the intrinsic DNA sequence features might be essential for the nucleosome establishment, but have little effect on the nucleosome remodeling.

**Fig. 3:**
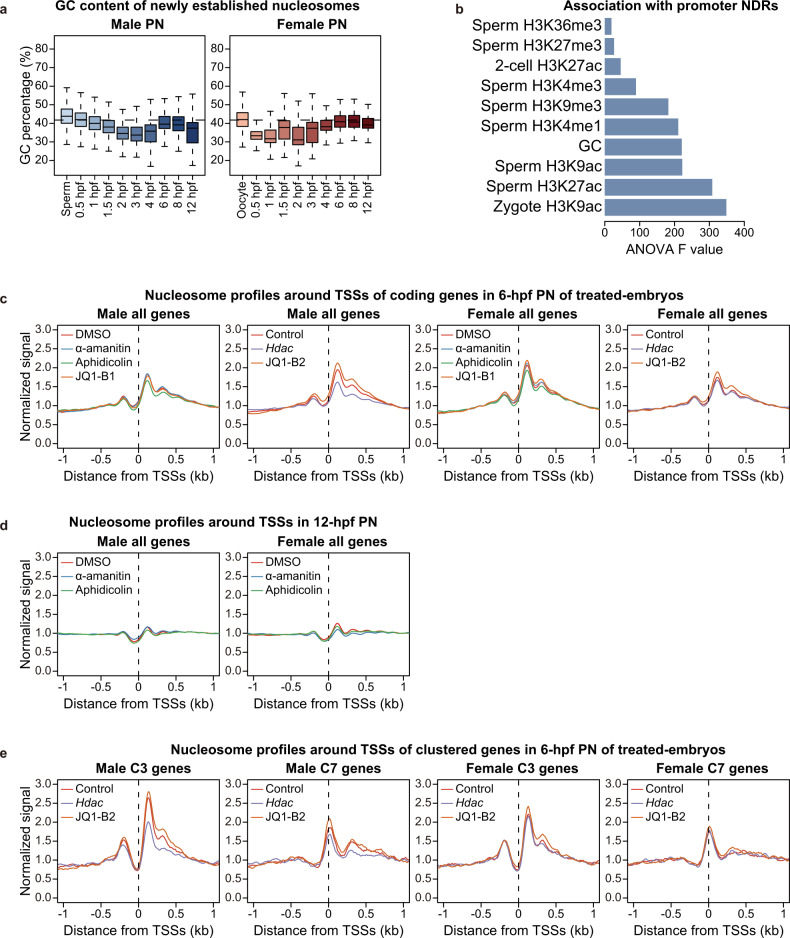
GC content and the histone acetylation level influence nucleosome establishment and repositioning in mouse pronuclei, respectively. **a** Boxplots showing the GC content of newly established nucleosome regions at each PN stage. Dashed lines represent the average GC content in genome. **b** Bar plot showing the association of different histone modifications and GC content with promoter NDR scores. **c**–**e** Nucleosome profiles around TSSs of all Refseq genes at 6 hpf (**c**) and 12 hpf (**d**), or genes of the indicated promoter NDR clusters at 6 hpf (**e**; defined in Supplementary information, Fig. S6f) in parental PN from groups under different treatments. JQ1-B1, JQ1 batch 1; JQ1-B2, JQ1 batch 2; DMSO, 0.05% dimethyl sulfoxide-treated; control, water-injected.

### Histone acetylation influences the establishment of NDRs in male PN

Next, we investigated the potential determinants of nucleosome repositioning after fertilization. We first characterized all genes based on NDR scores of promoters using k-means clustering, which revealed 7 clusters with differential NDR dynamics in male PN (referred to as C1–C7; Supplementary information, Fig. S6f). The NDR scores of C1 and C5 were stable since sperm and were inherited in later stages; C2, C3, and C4 showed de novo establishment of NDRs at 1.5 hpf, 1 hpf, and 0.5 hpf, respectively; C6 and C7 showed weak NDRs in general. ANOVA analysis indicated that sperm- or zygote-identified histone acetylation was highly associated with NDR establishment (Fig. 3b), and clusters with high NDR scores (C3 and C4) also showed the highest level of H3K9ac and H3K27ac in both sperm and zygotes (Supplementary information, Fig. S6g). These results suggest that histone acetylation might influence the establishment of NDRs at PN stages.

It was recently reported that in mouse embryos, blocking the elongation of RNA Pol II-mediated transcription by α-amanitin drastically compromised the openness of wider proximal NDRs.^4^ Therefore, we treated embryos with α-amanitin or aphidicolin after ICSI to block transcription or DNA replication, respectively, considering that these two processes occur at PN stages.^29^ To evaluate the potential role of histone acetylation in the establishment of NDRs, we injected the mRNA of histone deacetylase genes *Hdac1* and *Hdac2* into MII oocytes and then performed ICSI. In addition, we used JQ1 to disrupt the binding of bromodomain proteins to acetyl-lysines.^30,31^ Inhibition of transcription or DNA replication in corresponding groups was confirmed by EU or EdU staining at 12 hpf, respectively (Supplementary information, Fig. S6h–j). We then collected parental PN at 6 hpf from embryos under different treatments and performed ULI-MNase-seq with 2 or 3 biological replicates (Supplementary information, Fig. S6k). We also collected α-amanitin- or aphidicolin-treated samples at 12 hpf, when the transcription and DNA replication should have occurred in control samples (Supplementary information, Fig. S6l). All of the above treatments had no significant influence on the global nucleosome occupancy compared to the control group, indicating a relatively stable protamine-to-nucleosome exchange (Supplementary information, Fig. S7a, b). To our surprise, we observed little difference in nucleosome profiles of parental PN from α-amanitin- or aphidicolin-treated groups, and the promoter NDR scores were almost comparable to those of the control group at both 6 hpf and 12 hpf (Fig. 3c, d; Supplementary information, Fig. S7c, d). The results were consistent on promoters of ZGA genes (Supplementary information, Fig. S7e, f), although the transcription activity of ZGA genes was supposed to be blocked in the α-amanitin-treated group. In summary, these analyses suggest that the de novo establishment of NDRs is not mainly determined by transcription elongation or DNA replication activities in the first 12 h after fertilization.

We then analyzed the nucleosome profiles of parental PN at 6 hpf from *Hdac* mRNA-injected or JQ1-treated groups. Interestingly, we found that after *Hdac* overexpression, the nucleosome positioning pattern on promoters was significantly changed with a decreased signal in +1 and +2 nucleosomes, and this disruption was more evident in male PN (Fig. 3c; Supplementary information, Fig. S7g). Since the relative signal of the –1 and +1 nucleosome peaks is essential for defining the presence of a typical NDR, these observations suggest that *Hdac* overexpression might impede the formation of NDRs, which might further negatively regulate the transcription activity. The effects of JQ1 treatment in nucleosome profiles were not stable though, as JQ1-treated group showed higher promoter NDR scores compared to the DMSO-treated group in the first batch of data, but showed no significant difference compared with the control in the second batch of data (Fig. 3c; Supplementary information, Fig. S7c). These results were further confirmed by nucleosome profiles on promoters of ZGA genes (Supplementary information, Fig. S7e, g). In addition, nucleosome profiles of the JQ1-treated group highly resembled the control in both batches (Fig. 3c). *Hdac* overexpression causes a global reduction in histone acetylation and may lead to an altered chromatin state which is required for NDR formation, whereas JQ1 only inhibits Brd4-mediated recruitment of the preinitiation complex (PIC) on acetylated TSSs. Therefore, JQ1 might cause a weaker effect on the chromatin state compared to the genome-wide loss of histone acetylation. We further generated the nucleosome profiles on promoters showing de novo NDR establishment in male PN after fertilization (C3), and compared them with profiles of promoters with weak NDRs throughout the PN stages (C7). Reassuringly, the signal of +1 nucleosomes on C3 promoters was significantly decreased in male PN upon *Hdac* overexpression, but C7 promoters did not share this change, and the nucleosome signal remained relatively stable on both C3 and C7 promoters in female PN (Fig. 3e). Taken together, our analyses suggest that histone acetylation, but not DNA replication or transcription, potentially guides the establishment of NDRs during the nucleosome incorporation process in male PN.

### NDR establishment on motif regions reveals TF binding dynamics in zygotes

The binding of TFs triggers transcriptional activation of the targeted genes by recruiting chromatin remodelers and RNA polymerase to promoter or enhancer regions.^9,10,32,33^ Although a subset of TFs can directly bind to nucleosomal DNA, many TFs have to compete with histones for binding to the motifs and creating open chromatin regions.^9,11^ In addition, previous studies suggested that NDRs and well-positioned nucleosomes were located around the TF binding sites, which were found to be correlated with the transcription activity of the targeted genes.^12^ During the first cell cycle after fertilization, nucleosome remodeling permits the access of TFs to DNA, which could be important for the subsequent ZGA. Although several studies used DNase-seq or ATAC-seq to identify open regions in chromatin at zygote and 2-cell stages,^3,25^ it is still not feasible to draw conclusions about the roles of TFs in nucleosome repositioning due to the insufficient input materials and limited sensitivity of these methods.

Our nucleosome profiling enabled us to examine the nucleosome repositioning process in TF motif regions shortly after fertilization, which might predict the binding status of specific TFs in the genome. In nucleosome profiles of mESC samples, strong NDRs and well-positioned nucleosome arrays around the motifs of CTCF have been observed (Supplementary information, Fig. S1h), and these patterns were believed to be crucial for organizing chromatin structures in human embryos.^34^ To our surprise, in male PN, typical NDRs on CTCF motif centers first appeared at 1.5 hpf (Fig. 4a), suggesting that CTCF might bind to its targets in the paternal genome at as early as 1.5 hpf. However, this process was delayed in the female PN which occurred at around 3 hpf (Fig. 4a), similar to the distinct formation of proximal NDRs around TSSs (Fig. 2a). Therefore, the NDR dynamics might suggest the potential binding of TFs on their motif sites. We then extended the analysis and calculated the NDR scores on motif centers of 122 TFs which were expressed at the zygote stage.^35^ According to the dynamics of NDR scores, we divided these TFs into three clusters using k-means clustering (Fig. 4b). For cluster-1 TFs, the NDR scores on their motifs remained low in all stages, indicating that the binding sites of these TFs were exclusively covered by nucleosomes (Supplementary information, Fig. S8a). In contrast, motifs of cluster-2 TFs maintained high NDR scores, on which nucleosomes were depleted throughout the PN stages (Supplementary information, Fig. S8b). We further found that the high or low abundance of nucleosomes on motifs of cluster-1 or cluster-2 TFs might be determined by the GC content of these motif sequences (Supplementary information, Fig. S8c). Interestingly, for motifs of cluster-3 TFs including CTCF, although the GC content was as high as motifs of cluster-1 TFs (Supplementary information, Fig. S8c), the NDR scores increased after fertilization in both the paternal and maternal genomes, with the paternal genome increased earlier (Fig. 4b), indicating that an active nucleosome repositioning process created NDRs at these TF binding sites. These results indicate that cluster-3 TFs might access the genome and be involved in chromatin remodeling or even transcription activation at the zygote stage.

**Fig. 4:**
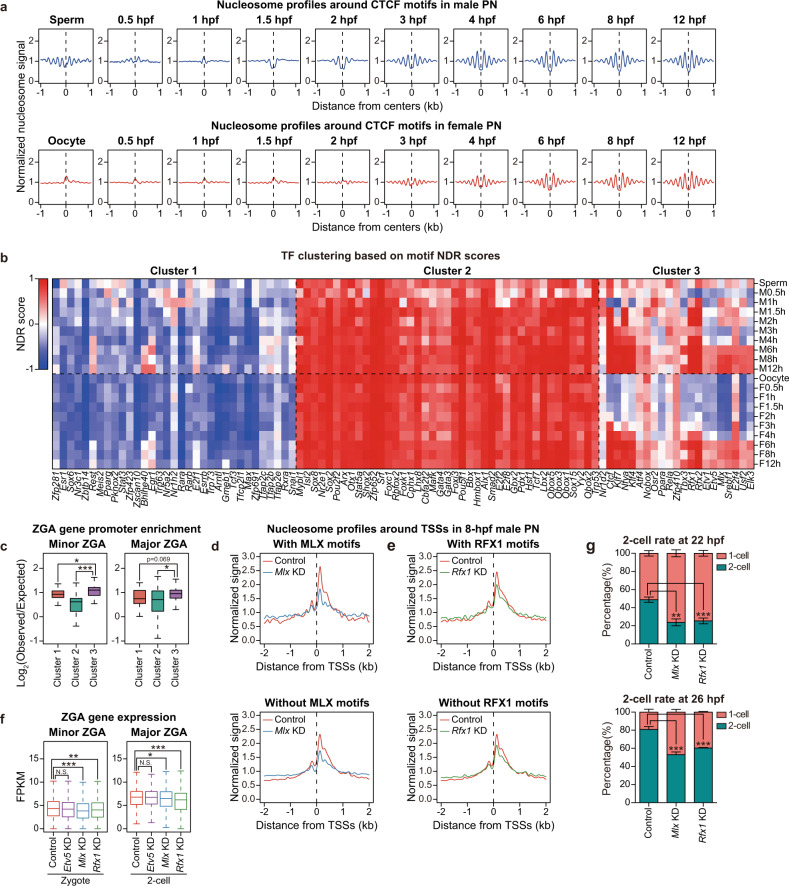
Dynamics of nucleosome organization on motif regions predict TF binding landscapes in mouse pronuclei. **a** Nucleosome profiles around CTCF motifs at each PN stage. **b** Heatmap showing the k-means clustering (*k* = 3) of TFs based on NDR scores on motifs at each PN stage. M, male PN; F, female PN; h, hpf. **c** Boxplots showing the enrichment of ZGA gene promoters on motifs of TFs in different clusters defined in **b** (***P < 0.001; *P < 0.05). **d**, **e** Nucleosome profiles around TSSs of different classes of genes in 8-hpf male PN from KD groups. Genes were classified according to whether motifs of MLX (**d**) or RFX1 (**e**) are present in promoters. **f** Boxplots showing the expression level of ZGA genes in KD embryos (*P < 0.05; **P < 0.01; ***P < 0.001; N.S., *P* > 0.05). **g** Stacked bar plots showing the percentage of 1-cell and 2-cell embryos in KD groups at the indicated time points. *n* = 3 biological replicates with ~50 embryos each. Error bars represent SD.

### MLX and RFX1 promote NDR establishment in zygotes and ZGA

We speculated that cluster-3 TFs, which seemed to access chromatin at as early as PN stages, were related to the regulation of ZGA. To validate this hypothesis, we first calculated the enrichment of ZGA-associated promoters on TF motifs for each cluster. As expected, compared to cluster-1 and cluster-2 TFs, promoters of minor and major ZGA-related genes were significantly more enriched on motifs of cluster-3 TFs (Fig. 4c). We further identified 13 candidate TFs from cluster 3 whose motifs showed significant enrichment of ZGA-associated promoters (Supplementary information, Fig. S8d), including NFYA which is proved to contribute to the ZGA process and the formation of DHSs at the 2-cell stage.^3^ Therefore, the predicted candidates whose binding sites showed similar nucleosome positioning dynamics to NFYA might also play a role in regulating ZGA. To further narrow down the candidates, we compared the expression pattern of these TFs during mouse embryonic development (Supplementary information, Fig. S8e). As an important regulator in ZGA, *Nfya* was highly expressed in oocytes and zygotes, indicating that NFYA was maternally stored. However, only 7 of the 13 candidates including *Nfya* showed a relatively high maternal storage (*Etv1*, *Nfya*, *Usf2*, *Klf7*, *Srebf1*, *Mlx*, *Rfx1*; Supplementary information, Fig. S8e). Among these predicted TFs, we selected a minor ZGA-related TF MLX and a major ZGA-related TF RFX1 for further verification. MLX is a glucose-sensing TF which translocates from the cytoplasm to the nucleus and binds to specific DNA motifs in response to the glucose stimulus, leading to an increased histone H4 acetylation level at target promoters and activation of corresponding genes.^36^ RFX1 regulates various kinds of genes including ribosomal genes, tissue-specific genes and cellular communication-associated genes.^37–40^ Importantly, homozygous knockout of *Rfx1* leads to early embryonic lethality before implantation,^41^ suggesting an indispensable role of *Rfx1* in early development. As shown, the nucleosome depletion pattern appeared at ~6 hpf around the binding motifs of MLX and RFX1, and these two factors were both maternally expressed (Supplementary information, Figs. S8e and S9a, b). Here, we also used ETV5 as a negative control, the motif of which showed a high enrichment of ZGA-associated promoters but was barely expressed in oocytes or zygotes (Supplementary information, Fig. S8d, e).

To reduce the impact of maternal proteins, we injected siRNAs targeting random sequences or TFs into GV-stage oocytes and performed ICSI after in vitro maturation. We first applied ULI-MNase-seq to parental PN of knockdown (KD) embryos at 8 hpf (Supplementary information, Fig. S9c) and evaluated the effect on NDR establishment. To reduce the noise generated by differences in embryo culturing and KD efficiency, we prepared 2–3 biological replicates for each KD group and averaged the nucleosome profiles for downstream analyses. Surprisingly, KD of *Mlx* and *Rfx1* altered the nucleosome profiles on promoters of male PN, but had little effect on those of female PN (Fig. 4d, e; Supplementary information, Fig. S9d, e), which might be caused by the differential time course and/or protein participation of chromatin remodeling in parental PN. Moreover, promoters possessing motif sequences for MLX or RFX1 showed greater changes on the nucleosome profiles in male PN, with more severely decreased +1 and –1 nucleosomes (Fig. 4d, e; Supplementary information, Fig. S9f). We further evaluated the nucleosome profiles on promoters of minor and major ZGA genes, and observed a decrease in +1 and –1 nucleosomes compared to other genes in male PN of KD embryos (Supplementary information, Fig. S9g, h). In summary, the decreased signal of +1 and –1 nucleosomes in KD embryos suggest a reduction in NDR formation and transcription activity, indicating that in male PN, MLX and RFX1 might be responsible for creating NDRs on promoters of ZGA genes.

We next asked whether the reduction in NDR formation at promoters of male PN would affect ZGA in mice. 

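Mouse embryos were profiled by RNA-seq after a knockdown (KD) that began in the oocyte. Oocytes at the germinal vesicle stage, before meiosis resumes, received siRNAs against Etv5, Mlx or Rfx1, or a control siRNA (siCtrl), and were then matured in vitro and fertilized by sperm injection. ETV5 is a transcription factor of the ETS family. MLX is the binding partner of the glucose-sensing Mondo factors at E-box elements, and RFX1 is a winged-helix factor that binds X-box elements. Each group had 3 libraries at the zygote stage and 3 at the 2-cell stage, apart from siEtv5 2-cell embryos with 2, which made 23 libraries. The paper gives 16 and 40 h post fertilization (hpf) for the collections, and the sample labels give 14 and 36 hpf. The paper states that the RNA-seq experiments were performed repeatedly for each group, and its text does not say whether each used embryos collected separately, so the p-values measure the spread between these libraries, part of which may be technical.

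RNA was reverse-transcribed from an oligo-dT primer, and the amplified cDNA was sheared and made into libraries with a kit that does not mark the strand. The authors aligned the read pairs to mm9 with STAR and computed FPKM of RefSeq transcripts with StringTie. Aligned bases per library, recovered from the ratio of coverage to FPKM, were 580.2 to 756 Mb (median 635) in siCtrl zygotes and 727 to 967 Mb (median 781) in siCtrl 2-cell embryos. They were 556 to 991 Mb (median 797) in siEtv5 zygotes, 484 to 708 Mb (median 525) in siMlx zygotes and 595 to 949 Mb (median 915) in siRfx1 zygotes. In 2-cell embryos they were 792 to 811 Mb for siEtv5, 404 to 741 Mb (median 616) for siMlx and 119 to 174 Mb (median 123) for siRfx1. Table S1 of the paper counts uniquely mapped read pairs instead, with 8.07 to 10.5 M per siCtrl 2-cell library and 2.20 to 3.28 M per siRfx1 2-cell library. By the same table, 46.7 to 52.8% of the pairs mapped uniquely in siCtrl 2-cell embryos and 7.75 to 10.4% in siRfx1 2-cell embryos. Genes at 1 FPKM or more numbered 10567 to 10729 in the former and 7378 to 8071 in the latter.

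FPKM was summed over the transcripts of each gene, and the libraries compared were rescaled by the median ratio over genes at 1 FPKM or more in all of them. Genes with a mean of at least 1 rescaled FPKM were tested as log2(FPKM + 1) by limma with a mean-variance trend. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold above 2. Log2 fold changes below are KD minus siCtrl on this scale, which understates the change of low genes, and SE is their standard error. After rescaling, the median log2 fold change of all genes was -0.30 in Rfx1 KD 2-cell embryos and within 0.1 of no change in the other comparisons. With the FPKM as deposited it was -0.85 in Rfx1 KD and -0.27 in Mlx KD 2-cell embryos, and -0.27, -0.14 and -0.16 in Mlx, Rfx1 and Etv5 KD zygotes. Abundant housekeeping genes such as Rpl26 are listed at exactly 0 in some libraries, so a 0 is reported only as listed, with the value of each library.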

We then collected control, *Etv5*, *Mlx*, or *Rfx1* KD embryos at late 1-cell (16 hpf) and late 2-cell (40 hpf) stages for RNA-seq. We first confirmed that the expression level of these factors was significantly reduced and the replicates were highly consistent (Supplementary information, Fig. S10a, b). 

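The siRNA targets were low in nearly all libraries of their own KD group. Etv5 in 2-cell embryos was 45.9 ± 3.05 FPKM with siCtrl (SD, n = 3) and 7.27 ± 2.43 FPKM with siEtv5 (SD, n = 2), or 15.8% of the control. This is a log2 fold change of -2.52 (SE 0.27, adjusted p = 0.022 from limma), and both siEtv5 libraries were below every control (exact permutation test, two-sided p = 0.2, the smallest that 3 libraries against 2 allow). Rfx1 in zygotes was 3.28 ± 0.232 FPKM with siCtrl and 0.358 ± 0.181 FPKM with siRfx1 (SD, n = 3 each), or 10.9% of the control, and in 2-cell embryos it was 9.16 ± 1.34 and 1.48 ± 0.0514 FPKM, or 16.2%. Mlx in zygotes was 1.84, 3.63 and 4.25 FPKM in the siCtrl libraries and 0.469, 0 and 0.442 FPKM in the siMlx libraries.

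For these latter groups every KD library lay below every control, with an exact permutation p = 0.1 each, the smallest that 3 against 3 allow. Their log2 fold changes did not pass limma over all genes, with -1.57 for Rfx1 in zygotes (SE 0.25, adjusted p = 0.17), -1.49 in 2-cell embryos (SE 0.56, adjusted p = 0.16) and -1.52 for Mlx in zygotes (SE 0.34, adjusted p = 0.053). Without adjustment, as for a single gene chosen beforehand, limma gave these a p of 1.5e-04, 0.030 and 0.0016. With the FPKM as deposited, Rfx1 in 2-cell embryos reached -2.03 (adjusted p = 0.046 from limma) and Mlx in zygotes -1.68 (adjusted p = 0.019 from limma). Etv5 in zygotes lay under the filter on low values, at 2.01, 0.680 and 1.20 FPKM with siCtrl and 0.0792, 0 and 0 FPKM with siEtv5. Mlx in 2-cell embryos overlapped between the groups, at 2.43, 4.42 and 3.74 FPKM with siCtrl and 0.836, 2.26 and 4.05 FPKM with siMlx (log2 fold change -0.36, SE 0.45, adjusted p = 0.69 from limma). The call of Etv5 in 2-cell embryos ended without siCtrl replicate 1, 2 or 3, at an adjusted p from limma of 0.088, 0.063 and 0.062. It also ended without siEtv5 replicate 1 or 2 (adjusted p = 0.095 and 0.20 from limma), which leaves 1 siEtv5 library that is assumed to vary like the controls.

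The targets were also compared across the other KD groups. Rfx1 was 1.16 ± 0.259 FPKM in siMlx zygotes and 2.52 ± 0.577 FPKM in siMlx 2-cell embryos (SD, n = 3 each), or 35.5% and 27.5% of the control, with every siMlx library below every control (exact permutation p = 0.1 each), though neither passed limma (adjusted p = 0.10 and 0.15). It was 4.67 ± 0.387 FPKM in siEtv5 2-cell embryos (SD, n = 2, adjusted p = 0.30 from limma), also with both libraries below every control (exact permutation p = 0.2). Etv5 was 9.50 ± 2.94 FPKM in siRfx1 2-cell embryos (SD, n = 3), or 20.7% of the control, with every library below every control (exact permutation p = 0.1, adjusted p = 0.097 from limma). Mlx was 21.5 FPKM in 1 siRfx1 2-cell library and listed at 0 in the other two. In mm9, Etv5 lies on the minus strand of chromosome 16 from 22381386 to 22439643 and Rfx1 on the plus strand of chromosome 8 from 86590735 to 86620891. Mlx lies on the plus strand of chromosome 11 from 100948604 to 100953521, where it overlaps Psmc3ip on the opposite strand, so reads of the pair cannot be told apart.

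Similarity between replicates was measured as Pearson's r across genes, which are not independent replicates. Over 8909 genes in zygotes, r was 0.949 to 0.966 between siCtrl libraries, 0.902 to 0.943 for siEtv5, 0.923 to 0.958 for siMlx and 0.955 to 0.968 for siRfx1. Over 10758 genes in 2-cell embryos, it was 0.904 to 0.909 for siCtrl, 0.933 for the pair of siEtv5 libraries and 0.861 to 0.928 for siMlx. The siRfx1 2-cell libraries had an r of 0.691 to 0.728 with each other and of 0.680 to 0.749 with the siCtrl libraries.

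**Figure D1:**
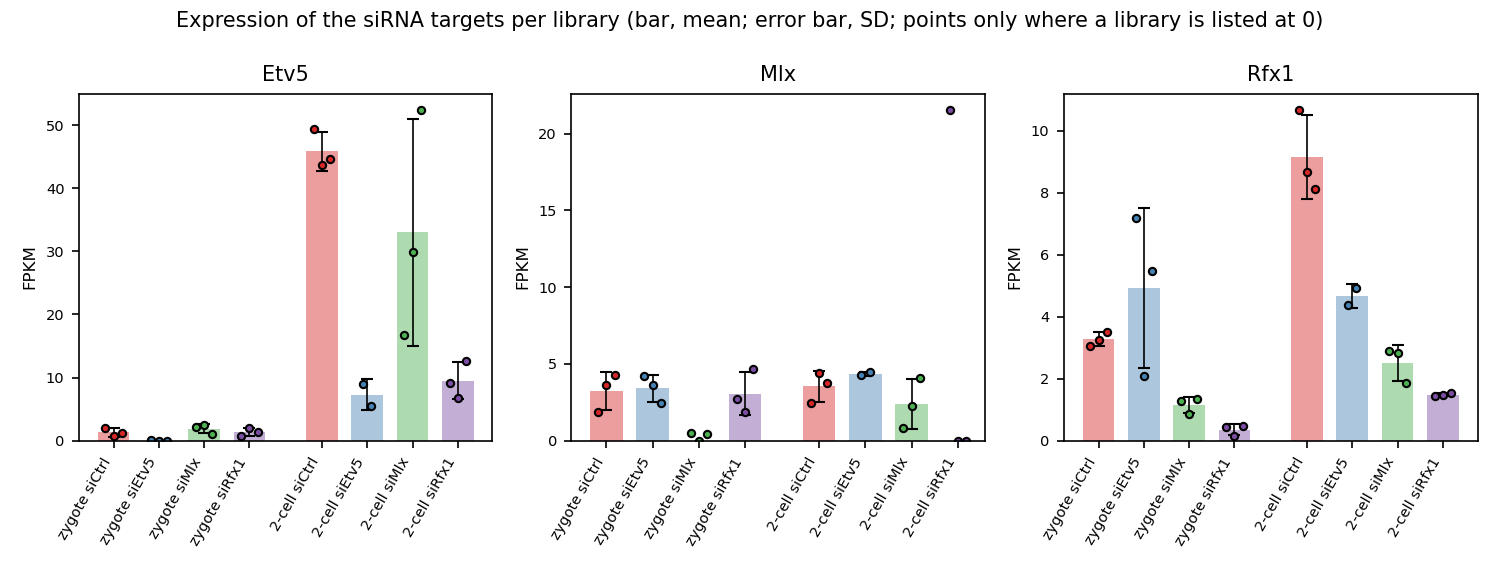
FPKM of Etv5, Mlx and Rfx1 in every KD group, with zygotes and 2-cell embryos along the x axis and FPKM on the y axis. Bars are means and error bars SD, and groups with a library listed at 0 are shown as single points per library. Etv5 reaches 45.9 FPKM in siCtrl 2-cell embryos and 7.27 FPKM in siEtv5 2-cell embryos.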

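In Etv5 KD 2-cell embryos, genes of the 2-cell program were among the few that rose. Of 61 tested genes on a preset list of this program, 5 were higher and 1 lower at an adjusted p under 0.05 from limma. The list's median FPKM as deposited per library overlapped between siEtv5 and siCtrl (exact permutation test, two-sided p = 0.4). Zscan4e, a member of the Zscan4 cluster that is transcribed in 2-cell embryos, was 2.41 ± 1.54 rescaled FPKM with siCtrl (SD, n = 3) and 40.8 ± 1.11 with siEtv5 (SD, n = 2), a log2 fold change of 3.72 (SE 0.44, adjusted p = 0.030 from limma). Gm5039 rose from 24.0 ± 7.36 to 202 ± 4.25 rescaled FPKM (log2 fold change 3.07, SE 0.27, adjusted p = 0.011 from limma), and Gm2016 rose by 2.47 (adjusted p = 0.048 from limma). Zscan4e and Gm2016 belong to families of similar genes that may share reads. H2afx, which encodes the histone variant H2A.X, fell from 497 ± 93.7 to 206 ± 12.1 rescaled FPKM (log2 fold change -1.25, SE 0.17, adjusted p = 0.049 from limma).

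Romo1, a mitochondrial membrane protein gene that overlaps Nfs1 on the opposite strand, was listed at 0 in all 3 controls and at 127 and 151 FPKM with siEtv5. Gpx2, a glutathione peroxidase gene, was at 0.771, 0 and 0 FPKM in the controls and at 24.5 and 24.4 FPKM with siEtv5. Gpr19 and Cd1d1 were listed at 0 in both siEtv5 libraries and at 14.4, 16.0 and 16.5 FPKM and 14.5, 11.1 and 15.8 FPKM in the controls. Fkbp3, which overlaps Prpf39 on the opposite strand, was at 0 and 0.205 FPKM against 17.3, 28.6 and 34.2 FPKM.

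In all, 11 genes were higher and 17 lower of 11171 tested in Etv5 KD 2-cell embryos. In Etv5 KD zygotes no gene of 9025 passed limma, while 1120 had an unadjusted p under 0.05 and 1 gene passed with voom on estimated fragments. The 2-cell count was 1, 16 and 3 without siCtrl replicate 1, 2 and 3 and 1 without either siEtv5 replicate, where the remaining library is assumed to vary like the controls, and it was 11 with a pseudocount of 0.1, 1 without a filter, 5 with all 4 groups in a single fit and 7 with voom. The zygote count was 3 and 2 without siCtrl replicate 1 and 2, and 66 without siEtv5 replicate 2.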

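In Mlx KD zygotes, Gatad2a, Chd4, Phc2 and Nfrkb were among the genes lower than in controls, and Fbxw28, Fbxw14 and Fbxw24 among those higher. Gatad2a and Chd4, which encode subunits of the NuRD deacetylase complex, fell from 67.5 ± 6.40 to 14.9 ± 1.08 and from 23.6 ± 1.48 to 7.98 ± 0.502 rescaled FPKM (SD, n = 3 each), log2 fold changes of -2.10 (SE 0.18, adjusted p = 0.0068 from limma) and -1.46 (SE 0.18, adjusted p = 0.017). The transcript of Phc2, a Polycomb group gene, fell by 1.70 (SE 0.23, adjusted p = 0.021 from limma) and that of Nfrkb, an INO80 complex gene, by 1.74 (SE 0.21, adjusted p = 0.017). Fbxw28, Fbxw14 and Fbxw24, which lie in a family cluster on chromosome 9 of mm9 between 109173639 and 109528571, rose by 2.07, 2.07 and 1.93 (adjusted p = 0.017, 0.017 and 0.016 from limma). Fbxw28 was 176 ± 34.5 rescaled FPKM in controls and 744 ± 157 in Mlx KD zygotes (SD, n = 3 each), and these family members may share reads. Gatad2a lies on chromosome 8 from 72430968 to 72520278 and Chd4 on chromosome 6 from 125046181 to 125080519.

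Among the other largest changes, Atpif1, an inhibitor of the mitochondrial ATP synthase, rose from 6.91 ± 1.60 to 26.9 ± 4.58 rescaled FPKM (log2 fold change 1.82, SE 0.23, adjusted p = 0.020 from limma). Gm13088, Gm4301, Gm10324, Usp17la and Ptp4a1 rose by 1.95, 1.94, 1.91, 1.86 and 1.79, of which Gm4301 has a copy elsewhere and Ptp4a1 overlaps Gm13363. Cox17, a copper chaperone of cytochrome c oxidase, was at 0, 0 and 5.46 FPKM in the controls and at 18.9, 10.4 and 25.9 FPKM with siMlx. Susd3, Zmiz2, Gnb2, Rpl29, Osgin1 and Afap1l2 had log2 fold changes of -1.70, -1.66, -1.60, -1.49, -1.46 and -1.40. Of the factors the paper names, Usf2, a bHLH factor that binds E-boxes, fell from 20.0 ± 0.513 to 8.04 ± 1.37 rescaled FPKM (log2 fold change -1.23, SE 0.20, adjusted p = 0.032 from limma). Rfx2, an RFX factor, fell from 5.99 ± 0.335 to 1.80 ± 0.569 rescaled FPKM (log2 fold change -1.34, SE 0.23, adjusted p = 0.039 from limma).

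In Mlx KD 2-cell embryos, Ndrg1, a stress-responsive gene on chromosome 15 from 66760880 to 66801203, fell from 29.9 ± 4.37 to 2.58 ± 1.64 rescaled FPKM (log2 fold change -3.24, SE 0.44, adjusted p = 0.0497 from limma). Slc10a6, a transporter gene on chromosome 5 from 104034730 to 104058422, fell from 67.9 ± 3.71 to 16.2 ± 1.93 rescaled FPKM (log2 fold change -2.003, SE 0.26), and D5Ertd605e from 54.7 ± 8.51 to 9.81 ± 1.50 (log2 fold change -2.36, SE 0.28). Gstm1, a glutathione transferase gene, and Cx3cl1, a chemokine gene, had log2 fold changes of -2.83 and -2.99, and these 4 genes were also at an adjusted p = 0.0497 from limma. With siEtv5 as the control, Cx3cl1 had a log2 fold change of 0.11. Tex13 was the single gene that rose, from 0.995, 0 and 1.57 FPKM in the controls to 12.8, 13.1 and 16.7 FPKM with siMlx. Mir451 was at 0, 2.03 and 0 FPKM with siMlx against 53.1, 51.5 and 63.4 FPKM in the controls.

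In total, 100 genes were higher and 91 lower of 8959 tested in Mlx KD zygotes, or 71 higher and 612 lower with the FPKM as deposited, and 1 was higher and 10 lower of 10653 in Mlx KD 2-cell embryos. The zygote count of 191 was 27, 9 and 5 without siCtrl replicate 1, 2 and 3, 2 without siMlx replicate 1 and 49 without siMlx replicate 3, and it was 121 with all 4 groups in a single fit, 21 without a filter, 293 with voom and 1 with siEtv5 zygotes as the control. Usf2 and Rfx2 lost their calls with that control, without a filter and without siCtrl replicate 1, 2 or 3 or siMlx replicate 1, and Usf2 also without siMlx replicate 3 (adjusted p = 0.057 from limma). The 2-cell count of 11 was 1, 0 and 0 without siCtrl replicate 1, 2 and 3, and 68, 1 and 376 without siMlx replicate 1, 2 and 3. It was 76 with the FPKM as deposited (12 higher, 64 lower), 3 with siEtv5 as the control and 0 or 1 with a pseudocount of 0.1, no filter, a 5 FPKM filter, all 4 groups in a single fit or voom.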

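Rbm25, Ppig, Zc3h13, Zar1 and Mos were among the genes higher in Rfx1 KD 2-cell embryos, and Rpl26 and Rps27l among those lower. Rbm25, a splicing regulator on chromosome 12 from 84973184 to 85024073, rose from 19.8 ± 6.42 to 519 ± 167 rescaled FPKM (SD, n = 3 each), a log2 fold change of 4.63 (SE 0.39, adjusted p = 0.0051 from limma). Ppig, a nuclear cyclophilin gene on chromosome 2 from 69561145 to 69592116, rose from 29.3 ± 4.94 to 464 ± 93.9 (log2 fold change 3.93, SE 0.30, adjusted p = 0.0041 from limma). Zc3h13, a gene of the m6A methylation machinery on chromosome 14 from 75684180 to 75744233, rose from 27.6 ± 4.06 to 373 ± 36.3 (log2 fold change 3.71, SE 0.28, adjusted p = 0.0041 from limma). Zar1, a maternal-effect gene, rose from 10.6 ± 3.12 to 147 ± 34.6, and Mos, the kinase that holds the egg in meiosis, from 5.69 ± 3.87 to 52.3 ± 8.78 rescaled FPKM (adjusted p = 0.010 and 0.037 from limma). Among the lowered genes, Rpl26, which overlaps Gm15772, was at 0, 0.299 and 0 FPKM with siRfx1 against 73.0, 88.3 and 76.7 FPKM in the controls, and Rps27l at 0, 4.89 and 0 FPKM against 107, 109 and 83.0 FPKM.

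Taf15, an RNA-binding protein gene, Dio3, a thyroid hormone deiodinase gene, and Fam199x rose by 4.95, 4.31 and 3.83 (adjusted p = 0.016, 0.017 and 0.0041 from limma). Palm3, which overlaps Il27ra on the opposite strand, rose by 5.40, Sycp1-ps1, which overlaps Psg19, by 4.61, Slc30a4 by 3.94 and Ccdc112 by 3.89. Usf2 was 0.567 ± 0.590 rescaled FPKM in the controls and 18.4 ± 11.4 with siRfx1 (log2 fold change 3.49, SE 0.74, adjusted p = 0.047 from limma), and its adjusted p ran from 0.0045 to 0.17 over the alternatives. The call ended without siCtrl replicate 1, 2 or 3 (adjusted p = 0.16, 0.12 and 0.17 from limma), without siRfx1 replicate 1 or 3 (adjusted p = 0.057 and 0.058), with siEtv5 as the control, with a pseudocount of 0.1, without a filter, with a 5 FPKM filter and with voom. Coa3, Fkbp3, Fam96b, Isca2, Hmox1, Ndufb9 and Ndufb7 were listed at 0 in all 3 siRfx1 libraries. Coa3, an assembly factor of cytochrome c oxidase, was at 38.4, 39.7 and 25.7 FPKM in the controls, and Ndufb9, a complex I subunit gene, at 14.7, 30.0 and 24.6 FPKM. Isca2, an iron-sulfur cluster assembly gene, was at 19.4, 23.7 and 26.1 FPKM and Hmox1, the heme oxygenase of the stress response, at 12.4, 36.9 and 25.0 FPKM in the controls.

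Rfx1 KD zygotes had 4 genes higher and 1 lower of 9005 tested. Hnrnpab, an RNA-binding protein gene that overlaps Agxt2l2 on the opposite strand, rose from 5.16 ± 0.797 to 34.2 ± 9.09 rescaled FPKM (log2 fold change 2.49, SE 0.23, adjusted p = 0.022 from limma), and Gps1, a COP9 signalosome gene, from 5.48 ± 0.987 to 21.6 ± 4.79 (log2 fold change 1.79, SE 0.22, adjusted p = 0.047). Mir700, which overlaps Rcan3, fell by 2.84 (SE 0.31, adjusted p = 0.039 from limma).

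In Rfx1 KD 2-cell embryos, 227 genes were higher and 182 lower of 10497 tested, or 148 higher and 1183 lower with the FPKM as deposited. Of the 182 lowered genes, 137 were listed at 0 in all 3 siRfx1 libraries. Of 4094 genes at 10 FPKM or more in every siCtrl and siEtv5 2-cell library, 134, 85 and 80 were listed at 0 in the siRfx1 libraries and 6, 1 and 2 in the siMlx libraries. The log2 fold changes rose with transcript length (Spearman rho 0.354 across 6983 genes), from a median of -0.63 in transcripts of up to 1408 bp to 0.63 in those of at least 4387 bp. The 2-cell count of 409 was 0, 0 and 5 without siCtrl replicate 1, 2 and 3 and 710 without siRfx1 replicate 1, and it was 883 with a pseudocount of 0.1, 107 without a filter, 1284 with all 4 groups in a single fit, 617 with voom and 0 with siEtv5 as the control. Over genes of at least 2 kb, a limit chosen after seeing the data, 122 were higher and 25 lower. The zygote count of 5 was 8 without siCtrl replicate 2 and 2 without siRfx1 replicate 3, and 2 (1 higher, 1 lower), 1, 0, 2, 0 and 1 with the FPKM as deposited, voom, no filter, a pseudocount of 0.1, all 4 groups in a single fit and siEtv5 as the control.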

Interestingly, little transcriptome difference was observed when *Etv5* was silenced, but significantly more genes were differentially expressed in *Mlx* KD zygotes, and a large number of genes were downregulated in *Rfx1* KD 2-cell embryos (Supplementary information, Fig. S10c, d). Notably, minor and major ZGA genes were significantly downregulated after *Mlx* or *Rfx1* silencing, respectively (Fig. 4f). 

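Genes that rise between the zygote and 2-cell stages had lower FPKM in Rfx1 KD 2-cell embryos than in controls, as did most other genes. On the FPKM as deposited their median log2 fold change was -1.05, where that of all genes was -0.85. Of 10985 genes tested in siEtv5 embryos, 4217 rose from zygotes to 2-cell embryos and served as the list of major zygotic genome activation (ZGA) genes, since these libraries are not the controls of the other KD groups. With no rescaling, the median of these genes was 16.8 ± 0.498 FPKM in siCtrl 2-cell libraries and 8.72 ± 0.194 FPKM in siRfx1 2-cell libraries (SD, n = 3 each, exact permutation test, two-sided p = 0.1, the smallest these numbers allow). It was 10.4, 14.7 and 16.6 FPKM in the siMlx 2-cell libraries against 16.4, 16.6 and 17.3 FPKM with siCtrl (exact p = 0.2), and 17.5 FPKM in siEtv5 embryos, from which the list was made. In zygotes, before most of these genes are transcribed, the median was 1.38 ± 0.310 FPKM with siCtrl, 1.01 ± 0.0810 FPKM with siMlx and 1.05 ± 0.139 FPKM with siRfx1 (SD, n = 3, exact p = 0.1 each). It was also low in siEtv5 zygotes, at 1.02 ± 0.139 FPKM (SD, n = 3, exact p = 0.2), a value partly fixed by choosing genes that rise in siEtv5 embryos. The siCtrl zygote libraries had 1.74, 1.23 and 1.17 FPKM.

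For the 1012 genes with the largest rises, the number of major ZGA genes in the paper, the median over genes of the mean FPKM as deposited was 47.8 in siCtrl, 47.5 in siEtv5, 43.6 in siMlx and 29.5 in siRfx1 2-cell embryos. A one-sided Wilcoxon rank-sum test across genes, which are not independent replicates, gave an adjusted p = 3.7e-26 for siRfx1 and an adjusted p = 0.0034 for siMlx. By library, the medians were 48.2 ± 2.87 FPKM with siCtrl, 25.1 ± 1.34 FPKM with siRfx1 and 28.1, 44.2 and 50.0 FPKM with siMlx, so the siMlx group was not separated from the controls. In zygotes this list gave an exact p = 0.6 for siMlx and 0.5 for siRfx1.

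After rescaling, the 4038 list members tested in Rfx1 KD 2-cell embryos had a median log2 fold change of -0.46 against -0.30 for all genes, with 2639 negative and 1399 positive. Of these members 98 were lower and 71 higher past a fold of 2, with 119 lower and 82 higher when adjusted over the list alone. The list against other genes had an adjusted p = 0.098 from camera over the 4 KD comparisons and an adjusted p = 0.030 with an estimated correlation. For the 1012 largest rises the median was -0.47 (adjusted p = 0.14 from camera). For a list made from siCtrl embryos, which are also the controls here, it was -0.65 (adjusted p = 6.4e-06 from camera). In Rfx1 KD zygotes the 2267 list members had a median of -0.09 (adjusted p = 0.015 from camera, adjusted p = 0.44 with an estimated correlation), and no member passed limma. In Mlx KD embryos the medians were -0.02 over 2289 genes in zygotes and -0.02 over 4096 genes in 2-cell embryos (adjusted p = 0.56 from camera in both), with 24 higher and 16 lower in zygotes and 1 higher and 8 lower in 2-cell embryos. When adjusted over the list alone, 5 were higher and 2 lower in zygotes and 14 higher and 47 lower in 2-cell embryos.

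The list in Rfx1 KD 2-cell embryos did not pass camera after rescaling, nor with any single library left out (adjusted p = 0.053 to 0.30), and it passed with the FPKM as deposited (adjusted p = 0.0047). With the trend of fold change on transcript length removed from each library, an alternative chosen after seeing the data, the median was -0.07 (adjusted p = 0.46 from camera). That removal also takes out the shift of all genes, whose median was -0.30 before, so the change in the median is not due to length alone. For Rfx1 KD zygotes the camera call ended without siCtrl replicate 1 (median -0.04, adjusted p = 0.53) and without siRfx1 replicate 1 (median -0.07, adjusted p = 0.061). It also ended with a list from siCtrl (median -0.0038, adjusted p = 0.89 from camera). The 1012 largest rises had a median of -0.19 there and passed camera (adjusted p = 3.8e-04), but not with an estimated correlation (adjusted p = 0.81). The minor ZGA genes of the paper, defined with oocyte data, were not analysed here.

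**Figure D2:**
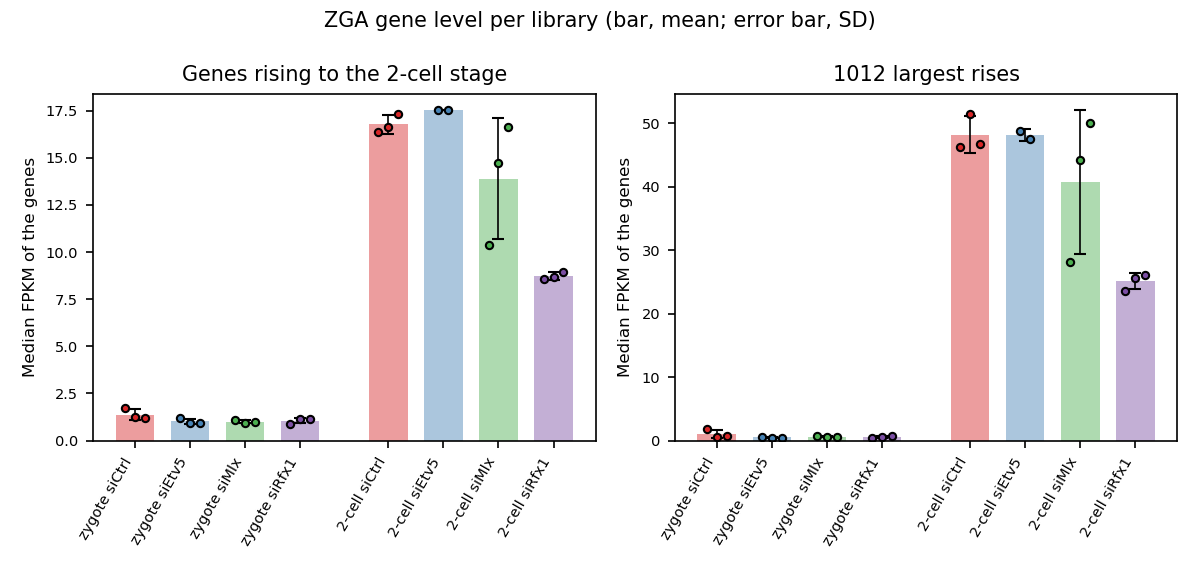
Median FPKM as deposited, without rescaling, per library of genes that rise from the zygote to the 2-cell stage in siEtv5 embryos (4217 genes) and of the 1012 largest rises, by stage and siRNA. Bars are means of the libraries, error bars are SD and the y axis is median FPKM. In 2-cell embryos the siRfx1 bar stands at 8.72 FPKM and the siCtrl bar at 16.8 FPKM for the 4217 genes.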

Functional analyses also suggested that downregulated genes in *Mlx* or *Rfx1* KD embryos were highly enriched in ZGA-associated processes and genes with MLX or RFX1 motifs (Supplementary information, Fig. S10e, f). 

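Genes of the 2-cell program, a preset list of genes transcribed transiently at this stage, lay below other genes in Mlx KD 2-cell embryos and above them in Mlx KD zygotes by camera. Neither call held with an estimated correlation (adjusted p = 0.41 and 0.78). The median FPKM as deposited of its 73 genes was 9.63, 21.5 and 35.4 in the siMlx 2-cell libraries against 41.3, 39.6 and 73.0 with siCtrl (exact permutation test, two-sided p = 0.1). The siRfx1 2-cell libraries also lay below every control, at 14.5, 27.2 and 28.4 FPKM (exact p = 0.1), on a scale where most genes were lower. After rescaling, the list in Rfx1 KD 2-cell embryos had a median log2 fold change of -0.56 and did not pass camera (adjusted p = 0.62). Of its members there, 4 were higher and 2 lower. With the length trend removed, which also takes out the shift of all genes, its median there was 0.05 (adjusted p = 0.40 from camera). In zygotes the libraries overlapped, at 3.87, 2.38 and 4.32 FPKM with siMlx against 4.50, 2.19 and 1.88 FPKM with siCtrl (exact p = 0.6). Within such lists, members are counted as higher or lower at an adjusted p under 0.05 from limma with no fold minimum. After rescaling, the 61 tested members of the 2-cell program in Mlx KD 2-cell embryos had a median log2 fold change of -0.71 (adjusted p = 3.0e-06 from camera, adjusted p = 0.41 with an estimated correlation). None passed limma over all genes, and 5 were lower and none higher when adjusted over the list alone. Tdpoz3, Zscan4d and Zscan4f, which belong to families that may share reads, had the lowest p of its members, with log2 fold changes of -2.43, -1.77 and -1.58 that did not pass limma (adjusted p = 0.052, 0.084 and 0.089). In zygotes its 51 members had a median of 0.69 (adjusted p = 4.0e-05 from camera, adjusted p = 0.78 with an estimated correlation), with 5 higher and none lower, and 18 higher and 1 lower when adjusted over the list alone. C87977, which belongs to such a family, rose from 861 to 2860 rescaled FPKM (log2 fold change 1.72, SE 0.25, adjusted p = 0.025 from limma).

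Chromatin regulators lay below other genes in Mlx KD zygotes, with a median of -0.34 over 51 members (adjusted p = 0.0051 from camera, adjusted p = 0.22 with an estimated correlation). Of them 4 were lower and 1 higher, and 18 lower and 4 higher when adjusted over the list alone. Arid1a, a SWI/SNF subunit gene, fell from 66.2 ± 4.23 to 31.4 ± 3.79 rescaled FPKM (log2 fold change -1.06, SE 0.19, adjusted p = 0.039 from limma), and the transcript of Kmt2b, an H3K4 methyltransferase, fell by 1.08 (adjusted p = 0.046). The candidate factors of the paper, which were chosen in the same study, had a median of -0.54 over 12 members (adjusted p = 0.0064 from camera, adjusted p = 0.22 with an estimated correlation). None was higher and 2 were lower, or 6 lower when adjusted over the list alone, which is not independent evidence of their direction. The paper counts Mlx, the siRNA target, among these candidates (log2 fold change -1.52), and the list was not tested without it.

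Maternal oocyte transcripts in Mlx KD zygotes had a median of 0.38 over 47 members (adjusted p = 0.0033 from camera, adjusted p = 0.71 with an estimated correlation), with 5 higher and none lower, and 13 higher and 3 lower when adjusted over the list alone. Zp1, a zona pellucida gene, and Nlrp14, an oocyte NLRP gene, rose by 1.42 and 1.25 (adjusted p = 0.049 and 0.045 from limma), as did Oog1, which has a copy elsewhere, by 1.54 (adjusted p = 0.034). Genes of oxidative phosphorylation had a median of 0.44 over 59 members (adjusted p = 3.1e-04 from camera, adjusted p = 0.22 with an estimated correlation), with 1 higher, and 5 higher and 1 lower when adjusted over the list alone. Ndufa1, a complex I gene, rose from 25.5 ± 6.54 to 67.7 ± 4.80 rescaled FPKM (adjusted p = 0.032 from limma). Proteasome genes had a median of 0.32 over 28 members (adjusted p = 0.017 from camera, adjusted p = 0.71 with an estimated correlation), with Psmb2 higher by 1.16 (adjusted p = 0.041 from limma), and 4 higher and 1 lower when adjusted over the list alone. The proteasome call ended without siMlx replicate 1 (adjusted p = 0.096 from camera) and without siMlx replicate 3 (adjusted p = 0.12).

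Fold changes in Mlx KD zygotes fell with transcript length (Spearman rho -0.291 across genes), from a median of 0.26 in transcripts of up to 1456 bp to -0.20 in those of at least 4313 bp. The median length was 5137 bp for chromatin regulators, 681 bp for oxidative phosphorylation and 1286 bp for the proteasome, against 2699 bp for all genes tested. With this trend removed from each library, their medians were -0.20, 0.23 and 0.13 and the calls ended (adjusted p = 0.20, 0.077 and 0.33 from camera). The 2-cell program at 0.51, the candidate factors at -0.55 and the maternal transcripts at 0.20 passed (adjusted p = 0.0020, 0.018 and 0.026 from camera), as did cytosolic ribosomal proteins at -0.23 (adjusted p = 0.035). None of these passed with an estimated correlation (adjusted p = 0.46 to 0.78).

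In Mlx KD 2-cell embryos, lists of protein synthesis, protein folding, oxidative phosphorylation and the spliceosome lay above other genes by camera. None of these calls held with an estimated correlation, and no member passed limma over all genes. The median was 0.40 for translation initiation (36 members), 0.26 for cytosolic ribosomal proteins (79), 0.32 for chaperones (28), 0.31 for oxidative phosphorylation (69) and 0.27 for the spliceosome (50). Their adjusted p from camera was 0.0023, 7.0e-04, 0.0056, 0.0049 and 0.010, with an adjusted p = 0.18, 0.18, 0.18, 0.21 and 0.21 with an estimated correlation. When adjusted over the list alone, 1 spliceosome gene was higher and none of the other lists had a call. Ribosome biogenesis (60 members) and the proteasome (31) had medians of 0.17 and 0.18 (adjusted p = 0.0087 and 0.0091 from camera, adjusted p = 0.33 and 0.20 with an estimated correlation). These medians turned to -0.07 each with the FPKM as deposited. The proteasome call ended without siMlx replicate 3 (adjusted p = 0.057 from camera).

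Markers of other cells lay below other genes in Mlx KD 2-cell embryos by camera, though no member passed limma over all genes. The median was -0.98 over 5 blood and stromal markers, with 2 lower when adjusted over the list alone, and -0.91 over 8 cumulus and granulosa cell markers, with 1 lower (adjusted p = 0.012 and 0.040 from camera, adjusted p = 0.21 each with an estimated correlation). Tnfaip6, a gene of the expanding cumulus, had a log2 fold change of -2.95 and Lyz2, a macrophage gene, of -2.42, neither past limma (adjusted p = 0.052 and 0.080). Glycolysis genes had a median of -0.69 over 17 members and ETS targets with FGF feedback genes of -0.47 over 18, with 1 of the latter lower when adjusted over the list alone (adjusted p = 0.043 and 0.047 from camera, adjusted p = 0.41 each with an estimated correlation). Without siCtrl replicate 1 and 2 and siMlx replicate 1, 2 and 3, the adjusted p from camera for the cumulus markers was 0.064, 0.12, 0.057, 0.063 and 0.064. For glycolysis it was 0.055, 0.12, 0.22 and 0.051 without siCtrl replicate 1 and 2 and siMlx replicate 1 and 2, and the call also ended with the FPKM as deposited. For the ETS list it was 0.062, 0.15, 0.12 and 0.14 without siCtrl replicate 1 and 2 and siMlx replicate 2 and 3, and 0.058 with the length trend removed. Published targets of MLX and the Mondo factors had medians of -0.02 over 15 members in zygotes and -0.34 over 27 in 2-cell embryos and did not pass camera (adjusted p = 0.91 and 0.19).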

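Interferon-stimulated genes lay below other genes in Rfx1 KD 2-cell embryos by camera, and maternal oocyte transcripts lay above them. Neither call held with an estimated correlation (adjusted p = 0.32 and 0.10), and the maternal median became -0.01 with the FPKM as deposited. Genes of oxidative phosphorylation and chromatin regulators also stood apart by camera, calls that ended with the trend of fold change on transcript length removed. The 64 tested members of oxidative phosphorylation had a median log2 fold change of -0.95 (adjusted p = 0.0024 from camera, adjusted p = 0.10 with an estimated correlation). None was higher and 5 were lower, or 7 when adjusted over the list alone, among them Ndufb7, a complex I gene listed at 0 in all siRfx1 libraries and at 10.5, 25.7 and 21.5 FPKM in the controls. The 10 interferon-stimulated genes had a median of -1.73, with 2 lower, or 3 when adjusted over the list alone (adjusted p = 0.0094 from camera, adjusted p = 0.32 with an estimated correlation). Ifi35 fell from 56.4 ± 3.98 to 8.76 ± 5.84 rescaled FPKM (log2 fold change -2.71, SE 0.52, adjusted p = 0.038 from limma), and Cxcl10, a chemokine gene, was listed at 0 in all siRfx1 libraries and at 6.26, 7.40 and 6.13 FPKM in the controls.

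The 46 maternal transcripts had a median of 0.66 (adjusted p = 1.4e-07 from camera, adjusted p = 0.10 with an estimated correlation). Of these 7 were higher and none lower, or 10 higher when adjusted over the list alone. H1foo, the oocyte linker histone gene, rose from 20.7 ± 5.55 to 145 ± 39.7 rescaled FPKM (log2 fold change 2.76, SE 0.38, adjusted p = 0.017 from limma). The 56 chromatin regulators had a median of 0.55 (adjusted p = 1.2e-04 from camera, adjusted p = 0.10 with an estimated correlation), which turned to -0.12 with the FPKM as deposited. Of them 2 were higher and none lower, or 6 higher when adjusted over the list alone. Ehmt2, an H3K9 methyltransferase gene, rose from 3.01 ± 0.380 to 22.3 ± 4.56 and Eed, a Polycomb gene, from 27.9 ± 6.46 to 97.0 ± 16.4 rescaled FPKM (adjusted p = 0.046 and 0.041 from limma). Ribosome biogenesis had a median of 0.40 over 60 members (adjusted p = 0.0096 from camera, adjusted p = 0.32 with an estimated correlation), which turned to -0.29 with the FPKM as deposited. Of its members 3 were higher and 1 lower, or 5 higher and 3 lower when adjusted over the list alone, with Gnl3, a nucleolar GTPase gene that overlaps Glt8d1, higher by 2.42 and Fbl, the fibrillarin gene, listed at 0 in all siRfx1 libraries.

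In these embryos fold changes rose with transcript length (Spearman rho 0.354 across genes), and 7.75 to 10.4% of the read pairs had mapped uniquely. The median length was 680 bp for oxidative phosphorylation, 5110 bp for chromatin regulators, 1595 bp for interferon-stimulated genes, 1909 bp for maternal transcripts and 2662 bp for ribosome biogenesis, against 2651 bp for all genes tested. With the trend removed from each library, oxidative phosphorylation had a median of -0.06 and chromatin regulators of 0.46, and neither passed (adjusted p = 0.54 and 0.20 from camera). These and the next medians also lack the shift of all genes, which the removal takes out. Maternal transcripts at 1.50, interferon-stimulated genes at -1.13 and ribosome biogenesis at 0.83 passed (adjusted p = 2.6e-10, 0.0073 and 4.4e-04 from camera, adjusted p = 0.030, 0.21 and 0.21 with an estimated correlation).

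Several lists did not pass camera in these embryos. The spliceosome had a median of 0.17 over 50 members (adjusted p = 0.12 from camera), with 2 higher and none lower, also when adjusted over the list alone. With the length trend removed it passed at 0.57, as did histone variants and chaperones at 0.47 and chaperones of protein folding at 0.45 (adjusted p = 0.0051, 0.015 and 0.044 from camera, adjusted p = 0.18, 0.21 and 0.21 with an estimated correlation). The 79 cytosolic ribosomal proteins had a median of -0.56, with 2 higher and 5 lower, or 5 higher and 15 lower when adjusted over the list alone (adjusted p = 0.24 from camera). Histone variants and chaperones had a median of -0.04 over 27 members, with 4 higher and 1 lower (4 higher and 2 lower when adjusted over the list alone, adjusted p = 0.28 from camera), among them Atrx and Chaf1a, higher by 2.96 and 2.30 (adjusted p = 0.0074 and 0.022 from limma). Stress response genes had a median of -0.19 over 29 members, with 1 higher and 3 lower (3 higher and 8 lower when adjusted over the list alone, adjusted p = 0.56 from camera). Blood and stromal markers had a median of -1.69 over 4 members, sperm transcripts of -1.27 over 6 and cumulus markers of 0.43 over 9 (adjusted p = 0.15, 0.41 and 0.98 from camera). Cilia genes regulated by RFX factors had medians of -0.42 over 25 members in 2-cell embryos and -0.03 over 30 in zygotes (adjusted p = 0.41 and 0.84 from camera).

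In Rfx1 KD zygotes, the 50 cytosolic ribosomal proteins had a median of -0.29 and the 48 maternal transcripts of 0.19 (adjusted p = 0.014 and 0.021 from camera, adjusted p = 0.32 each with an estimated correlation), and no member of either list passed limma over all genes or when adjusted over the list alone. Both of these calls ended with the FPKM as deposited. With the length trend removed, the ribosomal median was -0.40 and passed (adjusted p = 9.5e-05 from camera), though not with an estimated correlation (adjusted p = 0.84). The maternal median was then 0.17 and did not pass (adjusted p = 0.20 from camera). The ribosomal call also ended without siCtrl replicate 1 (adjusted p = 0.084 from camera) and siRfx1 replicate 2 (adjusted p = 0.062), and the maternal call without siCtrl replicate 2 (adjusted p = 0.051) and siRfx1 replicate 2 (adjusted p = 0.21). In 2-cell embryos, the interferon call ended without siRfx1 replicate 2 (adjusted p = 0.070 from camera), and the ribosome biogenesis call without siRfx1 replicate 1 (adjusted p = 0.058) and with the FPKM as deposited.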

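Motifs of MLX and RFX1 were counted in the promoters of the lowered genes, from 1000 bp upstream to 100 bp downstream of the transcription start. An E-box of the MLX type lay in 22 of the 91 promoters of genes lowered in Mlx KD zygotes, or 24.2%, and in 21.7% of the promoters of the other tested genes (odds ratio 1.15, Fisher's exact test, p = 0.61). For genes lowered in Mlx KD 2-cell embryos it lay in 2 of 10, or 20.0%, against 22.4% (odds ratio 0.87, Fisher's exact p = 1). An X-box of the RFX type lay in 7 of the 182 promoters of genes lowered in Rfx1 KD 2-cell embryos, or 3.85%, against 2.60% (odds ratio 1.50, Fisher's exact p = 0.34), and in 0 of 1 for Rfx1 KD zygotes. None passed after adjustment, and with 500 bp either side of the start the odds ratios were 0.917, 0.9003 and 1.01. Promoters came from the transcript starts in the files and the mm9 sequence, which covered 22560 of 22619 genes.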

Consistently, although the overall proportion of embryos able to reach the 2-cell stage in the KD groups was comparable to that of the control group (Supplementary information, Fig. S10g), silencing of *Mlx* or *Rfx1* significantly prolonged the 1-cell stage (Fig. 4g), indicating that the ZGA process was delayed in the KD embryos. 

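The genes that rise between the zygote and the 2-cell stage lay slightly nearer to their zygote level in Rfx1 KD 2-cell embryos than in siCtrl embryos. The groups overlapped once the trend of fold change on transcript length was removed. On an axis from 0, the mean of siEtv5 zygotes, to 1, the mean of siEtv5 2-cell embryos, over 4217 genes, siRfx1 2-cell libraries lay at 0.916, 0.954 and 0.945, all lower than the siCtrl 2-cell libraries at 1.005, 1.018 and 1.016 (exact permutation test, two-sided p = 0.1, the smallest 3 against 3 allow). These siRfx1 libraries stood apart from the rest, with an r of 0.691 to 0.728 between them, 7.75 to 10.4% of read pairs mapped uniquely and fold changes that rose with transcript length (Spearman rho 0.354 across genes). With the length trend removed from each library, an alternative chosen after seeing the data, they lay at 0.987, 1.004 and 0.995, against 0.992, 0.995 and 1.009 with siCtrl (exact p = 0.6). The removal also takes out the shift of all genes. Without that removal the siMlx 2-cell libraries lay at 0.970, 1.014 and 1.036 (exact p = 0.8). In zygotes, siCtrl libraries lay at 0.207, 0.0105 and 0.0110, siMlx libraries at 0.062, 0.045 and 0.048 (exact p = 1) and siRfx1 libraries at 0.0095, 0.022 and 0.030 (exact p = 0.8). The siEtv5 2-cell libraries lie near 1 by construction. On the axis and the list of 4154 genes from siCtrl embryos, whose own 2-cell libraries lay at 0.995, 1.016 and 0.990, siEtv5 2-cell libraries lay at 0.946 and 0.948. The siRfx1 libraries lay there at 0.916, 0.940 and 0.940 (exact p = 0.1) and siMlx at 0.994, 1.018 and 1.006 (exact p = 0.6). The siCtrl 2-cell libraries have a mean of 1 on that axis by construction. A group below them is thus partly built in, and siEtv5 lay nearly as low as siRfx1.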

Taken together, our data demonstrate that the predicted factors MLX and RFX1 are possibly required for the timely completion of ZGA through regulating the establishment of promoter NDRs on corresponding genes.

## Discussion

In this study, we analyzed the dynamic changes in genome-wide nucleosome occupancy and positioning in mouse embryos during the first 12 h after fertilization. We traced the differential changes in the parental genome and started our observations as early as 30 min after fertilization by ICSI. We assessed the detailed pattern of NDR rebuilding on promoters and nucleosome positioning dynamics on TF binding motifs, which uncovered novel molecular regulation mechanisms for the ZGA process in mice.

Multiple epigenetic landscapes have been linked to transcription activation and subsequent regulations in mammalian embryos, including histone modifications, DNA modifications, chromatin accessibility, and high-dimensional structures.^7,42^ However, the fundamental issues, hierarchy, and connected factors of the maternal-to-zygotic transition remain unclear due to the difficulties in setting up proper experimental strategies and analyses with high sensitivity. To tackle this problem, we profiled the nucleosome positioning at the very early stages after fertilization to study the initiation process of chromatin reorganization. We found that the NDR establishment on promoters appeared at as early as 1.5 hpf in the paternal genome and 3 hpf in the maternal genome, both of which were earlier than the transcription activation at the PN3 stage (6 hpf); further, the profiles of promoter NDRs were equalized in the parental genomes after 6 hpf. Interestingly, this discrepancy in the creation of promoter NDRs was very similar to the differential H4 hyperacetylation dynamics and transcription activities in the parental pronuclei revealed by immunofluorescent staining.^18^ Meanwhile, our analyses suggest that histone acetylation, but not DNA replication or RNA Pol II elongation, might be crucial for the re-establishment of promoter NDRs and +1 nucleosomes upon fertilization. Reducing the histone acetylation level by *Hdac* overexpression attenuated the formation of promoter NDRs only in male PN, which might be caused by the cascade effect on chromatin state alterations and reduced binding of pioneer TFs, as the male genome is opened earlier than the female genome. Blocking the recognition of histone acetylation by JQ1 showed a weaker and unstable influence on NDR formation and +1 nucleosomes, which also suggested that the Pol II recruitment or transcription initiation might not be required for creating NDRs at the PN stages. On the other hand, generation of promoter NDRs might be crucial for initiating the ZGA process, and further investigations are required to clarify factors responsible for the subsequent remodeling on promoter NDRs in both paternal and maternal genomes, which possibly relies on the function of ATP-dependent chromatin remodelers such as the SWI–SNF complex.

It is generally believed that in the ZGA model, some pioneer TFs are able to initiate the transcription activation, but how to identify these pioneer factors for ZGA remains a long-standing question.^7,43^ Interestingly, in the somatic cell reprogramming induced by TFs, pioneer factors also have the ability to access partial motifs on nucleosomal DNA and gradually induce the change from silent chromatin to open chromatin.^44^ In our study, we provided a new strategy, NEPTUNE, which includes functions for predicting pioneer factors during the developmental process in vivo. NEPTUNE first identified the dynamics of nucleosome positioning on TF binding motifs and screened the closed-to-open transition to predict pioneer factors that might bind the nucleosome-occupied chromatin and gradually open the genome with the help of other chromatin remodelers. Based on our data from PN-stage samples, NEPTUNE identified dozens of TFs whose motif regions showed obvious changes in the chromatin state, including the previously reported factor NFYA, as well as the novel regulators MLX and RFX1. Blocking the function of MLX and RFX1 leads to attenuation of NDR formation and failure of activation of certain ZGA-associated genes through either direct or indirect mechanisms. 

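Major ZGA genes made up more of the genes lowered in Rfx1 KD 2-cell embryos than of the other tested genes. Of 173 lowered genes that could be placed, 98 (56.7%) rose from zygotes to 2-cell embryos, against 41.8% of the other genes (odds ratio 1.82, Fisher's exact test, adjusted p = 0.0010). Of 224 genes that were higher, 71 (31.7%) did, against 42.3% of the others (odds ratio 0.63, Fisher's exact adjusted p = 0.0063). The lowered genes were short, with a median of 1234 bp against 2696 bp for the others. In these libraries fold changes rose with transcript length (Spearman rho 0.354 across genes) and 7.75 to 10.4% of the read pairs had mapped uniquely. At matched length and control expression, an alternative chosen after seeing the data, 79.2 of the lowered genes would be list members, where 98 were (permutation test over 100000 resamples, adjusted p = 0.00915). Of the higher genes 110.3 would be, where 71 were (permutation adjusted p = 1e-04, the smallest these resamples allow). Fisher's test and these resamples both run across genes, which are not independent replicates, so their p-values do not measure the spread between libraries. The list as a whole did not pass camera (adjusted p = 0.098), also with the length trend removed (adjusted p = 0.46). It passed with an estimated correlation, the FPKM as deposited and a list from siCtrl (adjusted p = 0.030, 0.0047 and 6.4e-06 from camera). Under the other alternatives it did not pass (adjusted p = 0.053 to 0.46). In Mlx KD 2-cell embryos it was 8 of 9 lowered genes (88.9%), against 41.9% (odds ratio 11.1, Fisher's exact adjusted p = 0.014), where 4.44 would be at matched length and expression (permutation adjusted p = 0.054). In Mlx KD zygotes it was 16 of 91 lowered genes (17.6%), against 26.6% (odds ratio 0.59, Fisher's exact adjusted p = 0.11), and in Rfx1 KD zygotes 0 of 1. The lowered list of Rfx1 KD 2-cell embryos was empty without siCtrl replicate 1, 2 or 3 and with siEtv5 as the control, and most of its members were listed at 0 in all siRfx1 libraries. It held 25 genes over transcripts of at least 2 kb, a limit chosen after seeing the data. That of Mlx KD 2-cell embryos held 64 genes with the FPKM as deposited, 54 and 166 without siMlx replicate 1 and 3, and 0 to 2 under the other alternatives. The paper reasons from lower ZGA genes and a longer 1-cell stage in the KD embryos, together with reduced nucleosome-depleted regions at promoters of the male pronucleus, and proposes that MLX and RFX1 may be needed for ZGA to finish on time.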

MLX was found to activate myokines by increasing the histone acetylation level,^36^ and this glucose-sensing factor could balance metabolism to suppress apoptosis and promote cell survival.^36^ RFX1 could also retain the cell viability under stress through activating cellular communication network factors.^40^ The ZGA process also induces many metabolism-associated genes, providing the possibility that MLX and/or RFX1 contribute to these transcriptional activation events. Although MLX and RFX1 both regulate metabolic genes, their motifs and target genes are highly different (Supplementary information, Fig. S10h, i). In addition, both RFX1 and NFYA regulate a subset of major ZGA genes, also with few overlaps between each other (Supplementary information, Fig. S10j). These analyses suggest that the ZGA regulation is highly complex and may require the involvement of multiple TFs. 

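Gps1 and 2310061J03Rik, which overlaps Zbtb11 on the opposite strand, were higher in both Mlx KD and Rfx1 KD zygotes. Cx3cl1, D5Ertd605e and 1600029D21Rik were lower in both KD groups of 2-cell embryos. The last of these overlaps 2310014F07Rik on the opposite strand and was picked after its values were seen. With siEtv5 as the control none of these 5 genes passed limma in either KD group. Cx3cl1 then had a log2 fold change of 0.11 in Mlx KD and lay under the filter in Rfx1 KD, while D5Ertd605e had -2.29 and -2.36 (adjusted p = 0.089 and 0.080 from limma). With that control 1600029D21Rik kept -2.36 in Mlx KD and -2.19 in Rfx1 KD (adjusted p = 0.12 and 0.0501 from limma). Gps1 had only 0.46 and 0.49, and 2310061J03Rik 0.76 and 1.15. Against siCtrl the log2 fold change in Mlx KD zygotes was 1.77 for Gps1 and 1.39 for 2310061J03Rik (adjusted p = 0.024 and 0.042 from limma). In zygotes, Mlx KD had 98 higher and 91 lower and Rfx1 KD 3 higher and 1 lower of the 8772 genes tested in both, with 2 higher in both and none lower in both, where independent lists would share 0.034 and 0.010. Of 189 genes changed in Mlx KD zygotes, 182 had the same direction in Rfx1 KD, with a median log2 fold change of 0.57 in that direction. These values hold chance shared through the controls. In 50 simulations of unchanged groups against these controls, the 189 genes of lowest p gave 136 to 158 in the same direction (mean 146) and a median of 0.14 to 0.28 (mean 0.20). Offsets shared by many genes of a library would widen these and the later simulated ranges, if the simulations lack them. The siCtrl zygote libraries, for example, lay at 0.207, 0.0105 and 0.0110 on the axis between the stages. Of 11 genes changed in Mlx KD 2-cell embryos, 10 had the same direction in Rfx1 KD, within the simulated range of 5 to 10. Their median in that direction was 2.10, above the simulated range of 0 to 1.85. In 2-cell embryos, 10 genes were lower in Mlx KD and 182 in Rfx1 KD of 9972 tested in both. None was higher in both and 3 were lower in both, where independent lists would share 0.022 and 0.18. Both KD groups share their siCtrl libraries. Lists of the same lengths, taken by lowest p in these simulations, shared 1.62 genes of the same direction on average in zygotes (0 to 3) and 2.22 in 2-cell embryos (0 to 6). The 2 and 3 genes observed lie within these ranges. The log2 fold changes of the KD groups correlated with r = 0.64 across genes in zygotes, against 0.43 in the simulations, and with r = 0.26 in 2-cell embryos, against 0.24. Their covariance was 0.149 against 0.0493 simulated in zygotes and 0.259 against 0.115 in 2-cell embryos. The 3 control libraries per stage were not split between the KD groups, and part of the excess may come from them. With siEtv5 as the control of Rfx1 KD, the correlation was 0.07 in zygotes and 0.10 in 2-cell embryos. Rfx1 KD then had 1 and 0 changed genes, too few to read an overlap.

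Tested directly, Rfx1 KD and Mlx KD embryos differed in 10 of 8730 genes in zygotes, 4 higher and 6 lower in Rfx1 KD, and in 145 of 9935 genes in 2-cell embryos, 94 higher and 51 lower in Rfx1 KD. The median log2 difference of all genes in the 2-cell test was -0.20. Of the read pairs, 7.75 to 10.4% mapped uniquely in siRfx1 2-cell libraries and 31.1 to 45.7% in siMlx 2-cell libraries. Fold changes against siCtrl followed transcript length with a Spearman rho of 0.354 in Rfx1 KD and -0.047 in Mlx KD 2-cell embryos. The 2-cell test therefore cannot separate a difference between the factors from a difference between the libraries.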

We are working on the construction of oocyte-specific knockout mouse models for MLX and RFX1 to systematically investigate their roles in facilitating ZGA at the early stages.

Collectively, our data provide rich resources for the study of the mechanisms involved in ZGA, and the NEPTUNE method may also be helpful for exploring the epigenetic regulation in other developmental events after fertilization.

## Materials and methods

### Animals and collection of mouse embryos

Specific pathogen-free (SPF) mice were housed in the animal facility at Tongji University, Shanghai, China, and they were fed a standard diet. The temperature and light were strictly controlled (24 °C; 12 h light and 12 h dark). All animal experiments were performed in accordance with the University of Health Guide for the Care and Use of Laboratory Animals and were approved by the Biological Research Ethics Committee of Tongji University.

B6D2F1 female mice (8–10 weeks old) were superovulated by injection with 7 IU of pregnant mare serum gonadotropin (PMSG), followed by injection with 5 IU of human chorionic gonadotropin (hCG) (San-Sheng Pharmaceutical Co., Ltd.) 48 h later. MII oocytes were collected from the oviducts of the superovulated female mice.

### Mouse sperm extraction and ICSI

Both cauda epididymides were collected from each C57BL/6 male mouse and then were punctured by needles. The semen was then squeezed out and placed into a 1.5 mL Eppendorf tube containing 500 μL of warm HEPES-buffered CZB (HCZB) medium; the sample was then incubated at 37 °C for 10–15 min to allow sperm to swim out. ICSI was then performed on the stage of an Olympus inverted microscope equipped with a Narishige micromanipulator. MII oocytes were placed in a drop of HCZB medium, and a single sperm head was injected into each MII oocyte with the aid of a piezo-driven micromanipulator. Embryos were then cultured in G-1 PLUS medium (Vitrolife) after fertilization before harvesting.

### H2B-RFP overexpression followed by immunostaining in embryos

H2B cDNA fused with the sequence of RFP was cloned into a T7-driven vector, and H2B-RFP mRNA was synthesized with the mMESSAGE mMACHINE T7 Transcription kit (Invitrogen, AM1344) following the manufacturer’s instructions. The concentration of the injected mRNA was found to be optimal at 100 ng/μL. MII oocytes were injected with ~10 pL of the diluted mRNA using a piezo-driven micromanipulator. After the injection, the oocytes were cultured for 2 h to allow recovery and H2B-RFP expression before fertilization.

At specific time points after ICSI, fertilized embryos were fixed with 4% paraformaldehyde in PBS for 1 h at room temperature (RT). The fixed embryos were then washed in 0.5% BSA in PBS and treated with 0.2% Triton X-100 for 20 min at RT for permeabilization. The nuclei were stained with DAPI for 10 min at RT before the embryos were mounted on a glass slide in anti-bleaching solution. Fluorescence was detected under a laser-scanning confocal microscope (Zeiss, LSM880).

### Isolation of parental pronuclei after fertilization

At 0.5 hpf, 1 hpf, 1.5 hpf, 2 hpf, 3 hpf and 4 hpf, the embryos were placed into HCZB medium containing Hoechst 33342 dye to make the pronuclei visible. At time points later than 4 hpf, the pronuclei became visible without staining. Zona pellucidae were punctured with a piezo-drill micromanipulator, and the pronuclei were isolated from the embryos. The parental pronuclei were distinguished by their sizes and distances from the second polar bodies. Isolated pronuclei were washed with 0.5% BSA in PBS before they were placed into the lysis buffer for low-input MNase-seq.

### ULI-MNase-seq

10–15 pronuclei per replicate were isolated and washed before they were placed into 0.7 μL of lysis buffer (10 mM Tris-HCl, pH 8.5, 5 mM MgCl_2_, 0.6% NP-40) for individual reactions. Then, 2.5 μL of MNase master mix (MNase buffer, 0.125 U/μL MNase (NEB, M0247S), 2 mM DTT, and 5% PEG 6000) was added into each tube, and the reaction was incubated at 25 °C for 10 min for chromatin fragmentation. The reaction was stopped by the addition of 0.32 μL of 100 mM EDTA, and then 0.32 μL of 2% Triton X-100 was added to the reaction to release the fragmented chromatin. Then, 0.2 μL of 20 mg/mL protease (Qiagen) was added, and the reaction was incubated at 50 °C for 90 min for protein digestion followed by incubation at 75 °C for 30 min for protease inactivation.

The sequencing libraries were prepared using the KAPA Hyper Prep kit for the Illumina platform (kk8504) following the manufacturer’s instructions. After standard procedures including end repair and A-tailing, adapter ligation, post-ligation cleanup, and library amplification, the resulting products were subjected to a second round of PCR amplification with the same provided primers to generate sufficient DNA materials for high-throughput sequencing. Paired-end sequencing with 150-bp read length was performed on the HiSeq X Ten (Illumina) platform at Cloudhealth Medical Group Ltd.

### Treatment of α-amanitin, aphidicolin or JQ1 and *Hdac* overexpression

For drug-treated groups, embryos were placed to G-1 PLUS medium supplemented with 0.05% DMSO, 100 μM α-amanitin (Sigma-Aldrich, A2263), 3 μg/mL aphidicolin (Sigma-Aldrich, A4487) or 1 μM JQ1 (MedChem Express, HY-13030), respectively, after ICSI-induced fertilization. For *Hdac* overexpression, the mRNAs of *Hdac1* and *Hdac2* were synthesized as described above and mixed at a concentration of 500 ng/μL each, and the *Hdac* mRNA mixture was injected into MII oocytes before ICSI. Embryos injected with water served as the control group for *Hdac* overexpression. At 6 hpf or 12 hpf, the parental PN were collected for low-input MNase-seq.

To verify that the transcription or DNA replication activities were successfully inhibited in each group, we transferred embryos into G-1 PLUS medium supplemented with corresponding drugs as well as 1 mM EU or 10 μM EdU at 8 hpf, and cultured these embryos for another 4 h. At 12 hpf, we fixed the embryos with 4% paraformaldehyde in PBS and performed EU (Invitrogen, C10329) or EdU staining (Invitrogen, C10634) following the manufacturer’s instructions, respectively.

### Knockdown by siRNA injection in GV-stage oocytes and in vitro maturation (IVM)

Two or three siRNAs were designed for each gene, and the sequences were listed as follows: control siRNA (siCtrl; UUCUCCGAACGUGUCACGUTT), siEtv5-1 (UACAUGAGAGGCGGGUAUUUC), siEtv5-2 (AGCUUGCCCUUUGAGUAUUAU), siEtv5-3 (GCGACCUUUGAUUGACAGAAA), siMlx-1 (CGGUGUCCUUCAUCAGUUGAA), siMlx-2 (GAAAGUGAACUAUGAGCAAAU), siRfx1-1 (AGAACACUGCACAGAUCAA), siRfx1-2 (ACUGUGACAAUGUGCUGUA), and siRfx1-3 (UCAUGGUAAACCUGCAGUU). The siRNAs against each gene were mixed together and diluted at a total concentration of 20 μM. Ovaries were obtained from B6D2F1 female mice (8–10 weeks old) 48 h after PMSG injection and were then transferred to M2 medium (Sigma-Aldrich, M7167) supplemented with 0.2 mM 3-isobutyl-1-methylxanthine (IBMX; Sigma-Aldrich, I5879). The ovarian follicles were punctured with a syringe needle, and GV-stage oocytes were collected using a narrow-bore glass pipette. The GV-stage oocytes were then injected with ~10 pL of siRNAs using a piezo-driven micromanipulator.

For IVM, the injected GV oocytes were washed thoroughly in IBMX-free αMEM (Sigma-Aldrich, M0446) and were then incubated for 16 h in the maturation medium (5% FBS and 1.5 IU/mL hCG in αMEM). Oocytes presenting with a polar body were classified as MII, and ICSI was then performed to fertilize oocytes at the designated time. At 22 hpf and 26 hpf, the percentage of 2-cell embryos in each group was calculated as the early 2-cell rate. At 48 hpf, the percentage of embryos at 2-cell or 4-cell stages in each group was calculated as the overall 2-cell rate. At 16 hpf and 40 hpf, late 1-cell and late 2-cell embryos were harvested for RNA-seq, respectively.

### RNA-seq library generation

RNA-seq libraries were prepared as previously described.^45^ Briefly, harvested blastomeres were placed in lysis buffer containing 0.5% Triton X-100, free dNTPs and tailed oligo-dT oligonucleotides. Reverse transcription was performed with Superscript II (Invitrogen; 18064014), and cDNA amplification was performed as described. The amplified cDNA was fragmented using a Covaris sonicator (Covaris; S220) with conditions as follows: peak power 50, duty factor 20, cycles/burst 200, 2 min. The KAPA Hyper Prep kit (kk8504) was applied to generate sequencing libraries following the manufacturer’s instructions.

### NEPTUNE pipeline for analyzing ULI-MNase-seq data

We developed a computational pipeline NEPTUNE for integrated analysis of ULI-MNase-seq datasets. NEPTUNE consists of four major steps described as follows (Supplementary information, Fig. S2), and is freely available at https://github.com/chenfeiwang/NEPTUNE.

#### Step 1: Data pre-processing

#### Data pre-processing

MNase-seq reads were aligned to the mouse genome build mm9 using the bwa (v 0.7.12) mem command.^46^ Reads with MAPQ < 10 were removed from downstream analyses. To create nucleosome profiles, we identified the centers of all paired-end reads and extended them to 146-bp lengths. For nucleosome profile visualization, the middle 74 bp were compiled using the “genomeCoverageBed” function of bedtools^47^; for nucleosome occupancy calculation, the whole fragment was piled up. To normalize the effect of sequencing depth, all nucleosome profiles were scaled to 500 million reads in total.

#### Quality control

NEPTUNE randomly sampled 1 M paired-end reads of each sample, and calculated the distance between paired ends as the read length to generate the length distribution plot. NEPTUNE also calculated the genome-wide nucleosome coverage by enumerating the 200 bp bins which were covered by the nucleosome signal. To examine the reproducibility of the MNase-seq libraries, we generated nucleosome profiles for all replicates and calculated the correlation of normalized nucleosome occupancy between biological replicates using promoter regions (defined as 2 kb upstream and downstream of TSSs) of Refseq genes. As the replicates were highly correlated with each other (Pearson’s correlation > 0.8, except for nucleosome profiles from sperm or 0.5-hpf male PN samples, for which the low correlation might be caused by random nucleosome presence in the genome), we pooled the biological replicates together for each stage. Finally, NEPTUNE generated the averaged nucleosome profiles around unique regions such as TSSs, enhancers and the top 10,000 CTCF binding regions.

#### Step 2: Nucleosome occupancy and positioning modeling

#### Definition of normalized nucleosome occupancy

To calculate the genome-wide nucleosome occupancy for mESCs and parental pronuclei, we first separated the genome into 1 kb consecutive bins. Although we normalized the total sequence depth to 500 million reads per sample, in some samples such as sperm, 0.5-hpf male PN as well as single-cell ESC samples, only 5%–30% of the genomes were occupied by nucleosomes, leading to a higher background noise. To normalize the background noise, we took the genome-coverage fraction into consideration, and the relative nucleosome occupancy *O* was defined as:

$$O\left( i \right) = \frac{N}{{(146 \ast s)/(g \ast gr)}}$$

where *N* represents the number of normalized nucleosome fragments in this 1 kb region, *s* represents the normalized sequence depth (500 million reads), *g* represents the mouse genome size (2.7E9), and *gr* represents the fraction of genome occupied by nucleosomes, which is variable for different samples. The *O(i)* thus represents the number of observed nucleosome fragments versus the number of expected nucleosome fragments at the designated region. We calculated the relative occupancy, *O*, for each bin from ESC MNase-seq samples using different amounts of starting materials and estimated that bins with *O(i)* > 0.3 could represent nucleosome-occupied regions. We then used the same cut-off for parental PN samples to determine the nucleosome-occupied bins. Sperm-retained nucleosomes were defined as regions with *O(i)* > 3 in sperm samples. Newly established nucleosome regions in each stage were defined as regions containing no nucleosome (*O(i)* ≤ 0.3) in any of the previous stages, but containing nucleosomes (*O(i)* > 0.3) at the present stage.

#### Nucleosome profiles around TSSs, ZGA genes and TF motif regions

We generated the averaged nucleosome profiles around TSS regions and TF binding motifs using the SitePro function from CEAS.^48^ TSS regions were profiled 2 kb upstream and downstream of the TSSs. TF binding regions were profiled 1 kb upstream and downstream of the motif centers, and only the top 10,000 regions with significant motif scores were included in the profiles. Enhancer regions were defined using ATAC-seq peaks at the corresponding stages, excluding the peaks from promoter regions.^25^

#### Definition of nucleosome depletion score (NDR score), phasing score (POS score), and NDR loss ratio

To evaluate the nucleosome depletion and phasing status of TSS regions as well as TF binding motifs, we defined the NDR score and POS score.

The NDR score was defined as:

$$\it \it NDR = \frac{{Max\left( { + 1, - 1} \right) - center}}{{max\left( {all} \right) - min(all)}}$$

where +1 represents plus one nucleosome, which is the max of the normalized nucleosome profile from +50 bp to +250 bp of the TSS or motif center; –1 represents minus one nucleosome, which is the max of the normalized nucleosome profile from –250 bp to –50 bp of the TSS or motif center; the *center* represents the center region, which is defined as the mean of the normalized nucleosome profile from –50 bp to 50 bp; *all* represents all of the profiles, which represents –2 kb to +2 kb of the TSS or –1 kb to +1 kb of the motif center. The depletion score DS thus represents the depth of NDRs versus all profiles, which should range from –1 to 1. If the NDR score is > 0, then there is a canonical NDR at the center; if the NDR score is < 0, then the center region is assuredly occupied by nucleosomes.

The phasing score is defined as:

$$POS = cor(Bin_i,Bin_j)$$

where bin *i* represents a bin from the TSS or the center of a motif to 1 kb downstream, with a 50 bp resolution; bin *j* represents a bin from the TSS or the center of a motif +10 bp to 1 kb downstream, with a 50 bp resolution. The correlation between these two bins, ranging from –1 to +1, represents the periodicity of the profile.

#### Step 3: Perturbation evaluation

#### Generation of perturbated profiles

NEPTUNE generated the averaged nucleosome profiles around TSSs of all genes or ZGA-associated genes as described in Step 2. Users could also use a custom-defined gene list to generate the nucleosome profiles around TSSs. To normalize the influence of sequencing depth on nucleosome profiles and to compare profiles of different groups with each other, we divided the nucleosome signal at specific sites (calculated based on counts of MNase-seq reads) by the averaged signal intensity in the corresponding sample. For nucleosome profiles of TF KD groups which were generated using a small set of genes, we smoothed the nucleosome profiles using smooth.spline function in R for better visualization. Difference in NDR scores was quantified. NEPTUNE calculated the NDR scores of TSSs for differentially treated groups using the formula in Step 2. Significance between different groups was evaluated using the one-sided Wilcoxon rank-sum test.

#### Step 4: Regulator screening

#### Clustering of TFs based on NDR dynamics at their binding motifs

To classify the functions of different TFs during the chromatin remodeling in mouse early embryogenesis, NEPTUNE calculated the nucleosome depletion scores for the TF motifs from the Cistrome database, including 335 curated motifs revealed by ChIP-seq data.^35^ We only focused on the TFs expressed at the oocyte, zygote, early 2-cell, and late 2-cell stages, and 122 TFs were left after setting the cut-off for fragments per kilobase million (FPKM) as 1. For each TF, the corresponding binding sites were defined using the top 10,000 sites with highest motif scores across the genome. We then calculated the NDR scores on these sites for all the parental PN stages and performed k-means clustering setting *k* = 3, which identified TFs with binding sites that (1) were always occupied by nucleosomes at the PN stages; (2) always had NDRs at the PN stages; (3) had a transition from nucleosome-occupied regions to NDRs, which might result from the binding of corresponding TFs during embryogenesis.

### ChIP-seq, ATAC-seq, RNA-seq data processing and normalization

Public sperm histone modification data from ChIP-seq and ATAC-seq experiments were used in the analysis.^23^ ChIP-seq and ATAC-seq reads were aligned to the mouse genome build mm9 using the bwa (v 0.7.12) mem command.^46^ Signal tracks for each sample were generated using the MACS2 (v2.0.10.20131216) pile-up function and were normalized to reads per million mapped reads (RPM).^49^ The RNA-seq reads from the KD experiments were mapped to the mm9 reference genome using STAR (v2.5.2b).^50^ Expression levels for all Refseq genes were quantified to FPKM using stringtie (v1.3.6),^51^ and FPKM values of replicates were averaged.

### Genomic enrichment analysis of nucleosome regions

The enrichment of nucleosome regions on genomic elements including promoters, high CpG density promoters (HCPs), intermediate CpG density promoters (ICPs), low CpG density promoters (LCPs), exons, introns, LINEs, SINEs, and long terminal repeats (LTRs) was calculated using observed probability versus expected probability. The observed probability was calculated using the lengths of nucleosome regions that covered the designated genomic elements versus the lengths of total nucleosome regions, and the expected probability was calculated using the total lengths of designated genomic regions versus the length of the whole genome.

### GO analysis

Functional annotation analysis was performed using the MAGeCK-Flute package.^52^ We only selected the GO terms from biological processes to calculate the enrichment. *P*-values were calculated similar to the online tool of DAVID, which is based on a modified Fisher’s exact test.

### Imprinting control regions and imprinted genes

We obtained 179 known imprinted genes (267 transcripts) from the geneimprint website (http://www.geneimprint.com) and previous publications.^53,54^ All transcripts were separated into maternally imprinted and paternally imprinted based on the literatures. The 32 ICRs were downloaded from the published work.^55^

### Partial correlation analysis of nucleosome occupancy and promoter NDR establishment

To quantify the relationship of newly established nucleosomes at each PN stage with other genomic features such as GC content, DNA methylation level, and chromatin openness (defined using ATAC-seq peaks), and to correct the potential effect caused by nucleosome occupancy in previous stages, we performed partial correlation analysis on nucleosome occupancy for each stage. Briefly, we performed linear regression of the newly gained nucleosome occupancy at the current stage with the nucleosome occupancy at the previous stage using the lm function implemented in R. We also similarly performed linear regression of GC content or other features with the nucleosome occupancy at the previous stage. Then, we calculated the Pearson correlation coefficients of the residuals from the two regression models as the partial correlation between nucleosome occupancy and the input feature, such as GC content. The relationship of newly established promoter NDRs with other genomic features was similarly determined.

### K-means clustering of genes based on promoter NDR scores and analysis of variance (ANOVA)

To investigate the features correlated with promoter NDR scores, we first clustered the genes based on promoter NDR scores at 10 male PN stages using k-means clustering, setting *k* = 7. Heatmap was generated using pheatmap function in R. We then performed ANOVA analysis on 7 NDR clusters with histone modifications defined at sperm, zygote, and 2-cell stages, respectively, as well as the GC content using aov functions in R, and the F-value of each histone modification was used to evaluate its association with NDR scores.

### Enrichment of ZGA gene promoters and GC content on TF binding sites

We calculated the enrichment of minor and major ZGA gene promoters on binding regions of different TFs as the odds ratio between the observed and expected counts. The observed count is calculated as the number of ZGA gene promoters containing the specific TF motif divided by the total number of promoters containing this motif. The expected count is calculated as the number of ZGA genes divided by the total number of genes. GC content on binding sites of a designated TF was calculated as the averaged GC content of top 10,000 sites with highest motif scores across the genome.

### Differential expression analysis

To identify differentially expressed genes (DEGs), we calculated the read counts of each RNA-seq sample using HTSeq (v0.6.0).^56^ The counts in different replicates were fed into edgeR to perform differential expression analysis.^57^ Genes with a *P*-value (Benjamini and Hochberg-adjusted) < 0.05 and a fold change > 2 were defined as DEGs. Minor ZGA-associated genes were defined as genes upregulated at the zygote stage compared to MII oocytes (1640 genes), and major ZGA-associated genes were defined as genes upregulated at the 2-cell stage compared to zygotes (1012 genes) using our previously published RNA-seq data.^58,59^

### Statistics and reproducibility

Error bars in the graphical data represent the standard deviation (SD). For all the presented boxplots, the center represents the median value, and the lower and upper lines represent the 5% and 95% quantiles, respectively. Significant difference between different groups was determined using the one-sided Wilcoxon rank-sum test adjusted by the Benjamini and Hochberg method,^60^ and *P* < 0.05 was considered statistically significant. MNase-seq and RNA-seq experiments were performed 2–5 times for each group, and the precise numbers of replicates and the data qualities were summarized in Supplementary information, Table S1. The information for MNase-seq sample normalization was provided in Supplementary information, Table S2.

## Supplementary information

Supplementary information, Figure S1

Supplementary information, Figure S2

Supplementary information, Figure S3

Supplementary information, Figure S4

Supplementary information, Figure S5

Supplementary information, Figure S6

Supplementary information, Figure S7

Supplementary information, Figure S8

Supplementary information, Figure S9

Supplementary information, Figure S10

Supplementary information, Table S1

Supplementary information, Table S2

## Data Availability

All the MNase-seq and RNA-seq data generated in this study were summarized in Supplementary information, Table S1, and have been deposited to the GEO database under the accession number GSE140877 and also to the GSA database under the accession number PRJCA008932. Sperm histone modification, ATAC-seq, and DNA methylation data were downloaded from the GEO database (GSE79229).^23^ Zygote histone modification dataset was downloaded from GSE143523.^61^ Bulk MNase-seq data of ESCs were downloaded from GSE51766.^17^ TH2A, TH2B, and input ChIP-seq data were downloaded from SRX398496.^24^ RNA-seq data of mouse early embryos were downloaded from our previous publication (GSE97778).^59^ All the other data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 1 — Supplementary information, Figure S1

Figure S1

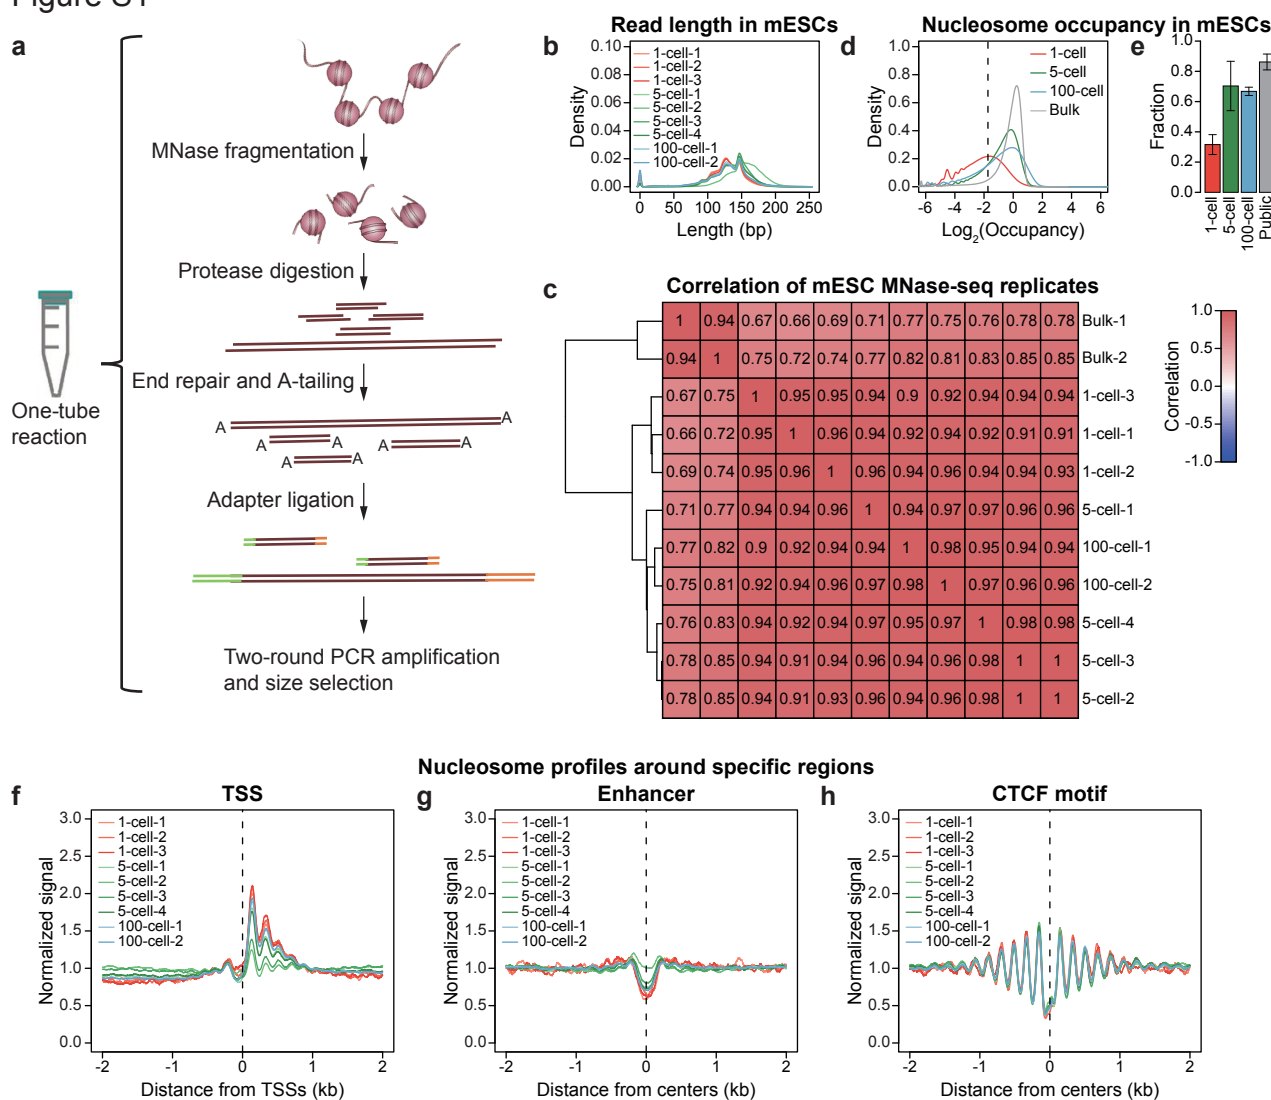

**Fig. S1 Development of ULI-MNase-seq with mESC samples.** **a** Schematic showing the procedures of ULI-MNase-seq. **b** Density plot showing the length distribution of mapped reads in mESC MNase-seq libraries started from different amounts of input. **c** Heatmap showing Pearson's correlation coefficients between MNase-seq replicates of mESC samples from different amounts of input, which were calculated based on the genome-wide nucleosome signal. **d** Density plot showing the distribution of the relative nucleosome occupancy of 1-kb bins in mESC samples from different amounts of input. The dashed line represents the cut-off for nucleosome-occupied regions (occupancy  $O > 0.3$ ). **e** Bar plots showing the fraction of nucleosome-occupied 1-kb bins in mESC samples from different amounts of input. Error bars represent  $\pm 1.96 \times \text{SD}$ . **f**, **g** and **h** Nucleosome profiles around TSSs of Refseq genes (**f**), enhancers (**g**; defined using ESC ATAC-seq peaks) or CTCF motifs (**h**) in replicates of mESC samples from different amounts of input.

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 2 — Supplementary information, Figure S2

Figure S2

**NEPTUNE: iNtegratEd Pipeline To analyze Ultra-low-input Nucleosome sEquencing data**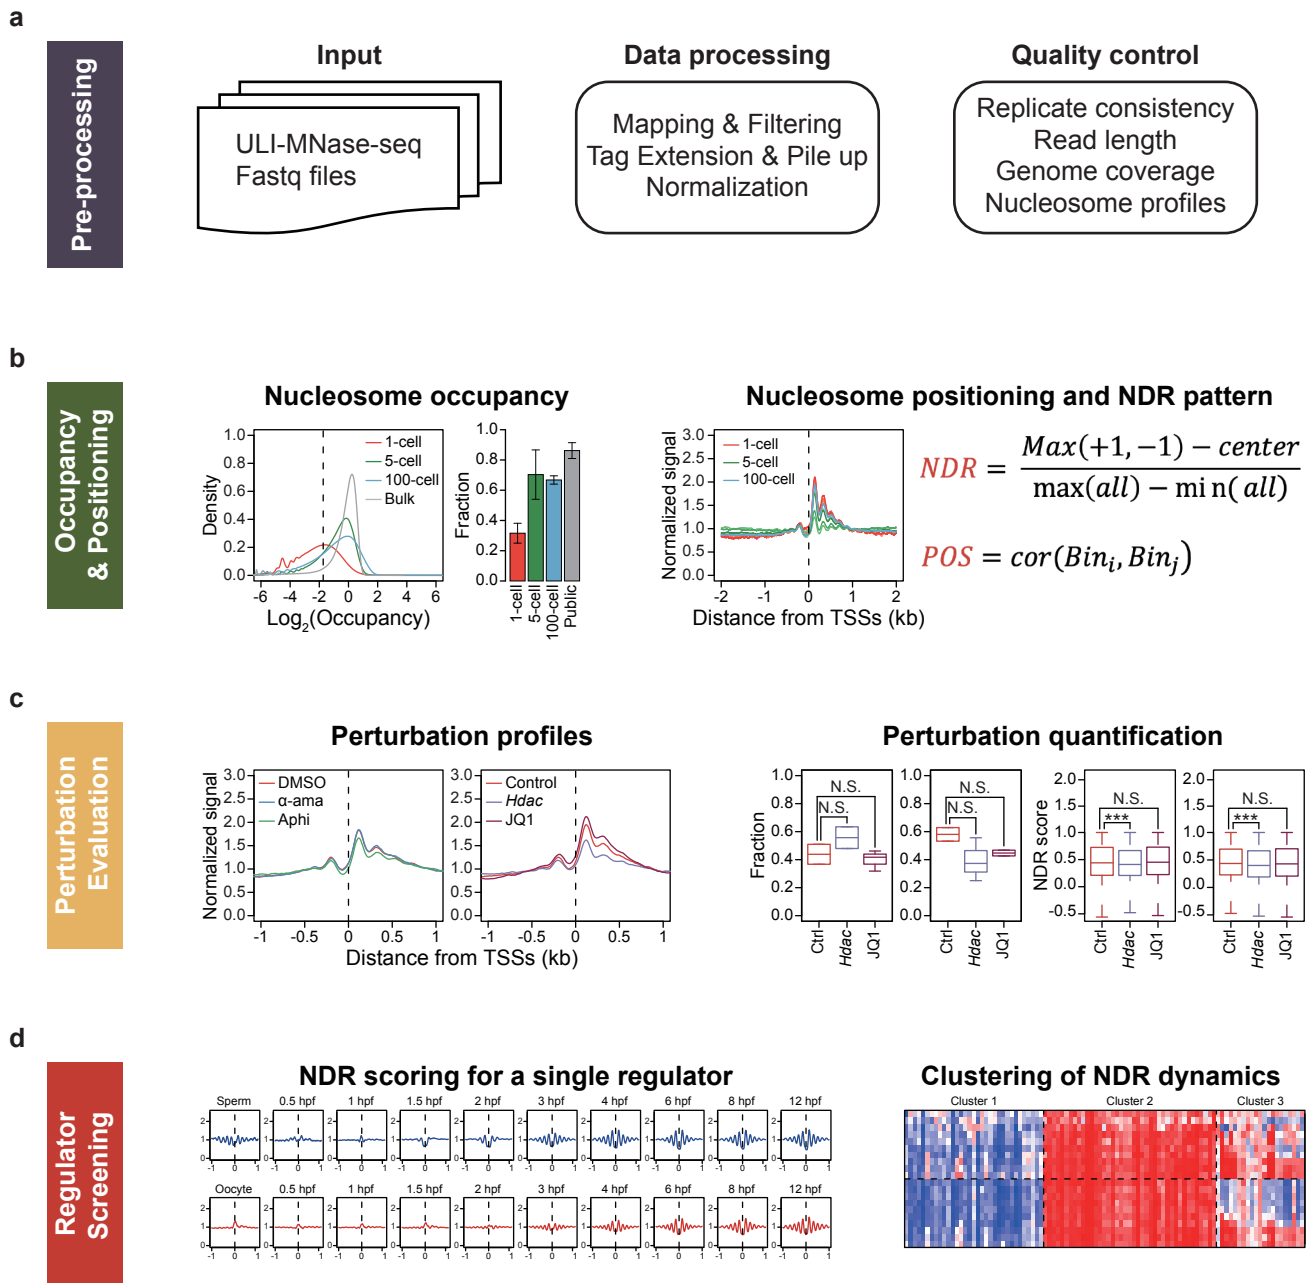

**Fig. S2 NEPTUNE for integrated analysis of ULI-MNase-seq data.** **a** Schematic diagram showing the preprocessing steps for the NEPTUNE pipeline. After mapping raw nucleosome datasets to the genome and filtering low-quality reads, NEPTUNE performs tag extension and piling up, and then normalizes the nucleosome signal according to sequence depth. NEPTUNE applies signal correlation analysis on replicates, read length analysis, genome coverage analysis and nucleosome profiling around specific regions as quality controls of ULI-MNase-seq data. **b** NEPTUNE estimates the nucleosome occupancy by taking the genome coverage of nucleosome reads and background noise into account. NEPTUNE also calculates nucleosome depletion scores (NDR scores) and phasing scores (POS scores) for summarizing the nucleosome positioning pattern. **c** NEPTUNE generates nucleosome profiles around TSSs of all genes or specific gene sets and calculates corresponding NDR scores as well as the genome-wide nucleosome coverage to evaluate the influence of different perturbations on nucleosome positioning. **d** NEPTUNE analyzes the dynamic change of NDR pattern on motif regions for individual regulators, and also classifies multiple regulators based on the NDR dynamics.

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 3 — Supplementary information, Figure S3

Figure S3

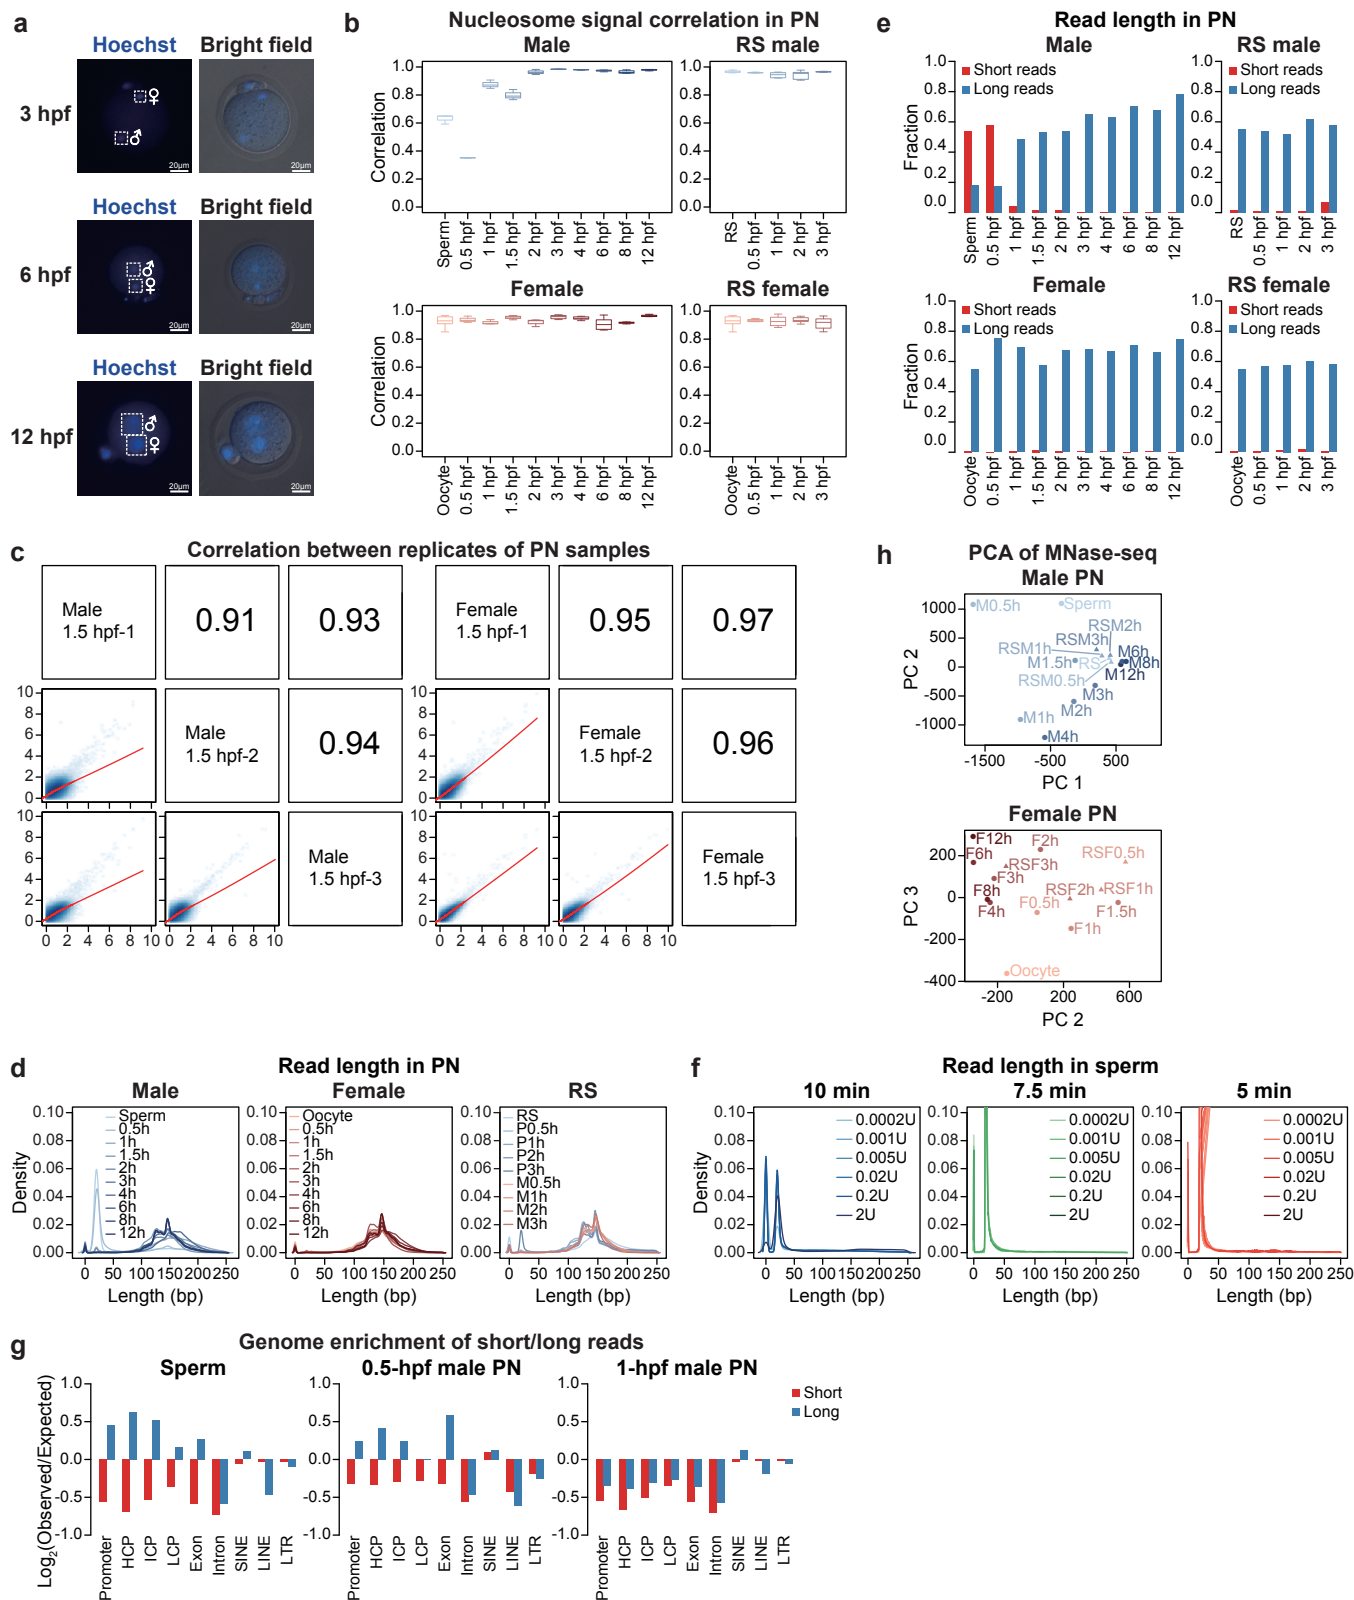

**Fig. S3 Quality controls of ULI-MNase-seq in mouse pronuclei.** **a** Illustration of the parental pronuclei at 3 hpf, 6 hpf and 12 hpf with Hoechst staining. **b** Boxplots showing the Pearson's correlation coefficients between MNase-seq replicates of each PN sample, which were calculated based on the nucleosome signal on promoter regions. **c** Scatter plots showing genome-wide nucleosome correlations between replicates of 1.5-hpf PN samples. **d** Density plots showing the length distribution of mapped reads in MNase-seq libraries at each PN stage. **e** Bar plots showing the fraction of short (5-50 bp) and long (120-180 bp) mapped reads in MNase-seq libraries at each PN stage. **f** Density plots showing the length distribution of mapped MNase-seq reads in sperm MNase-seq libraries under different conditions of MNase digestion. Color keys represent the amount of MNase used in each reaction, and subtitles indicate the duration of MNase digestion. **g** Bar plots showing the enrichment of short (5-50 bp) and long (120-180 bp) reads defined in sperm, 0.5-hpf or 1-hpf male PN on different genomic elements. **h** PCA analyses of ULI-MNase-seq samples at each PN stage. M, male PN. F, female PN. RSM, male PN of RS-fertilized embryos. RSF, female PN of RS-fertilized embryos. h, hpf.

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 4 — Supplementary information, Figure S4

Figure S4

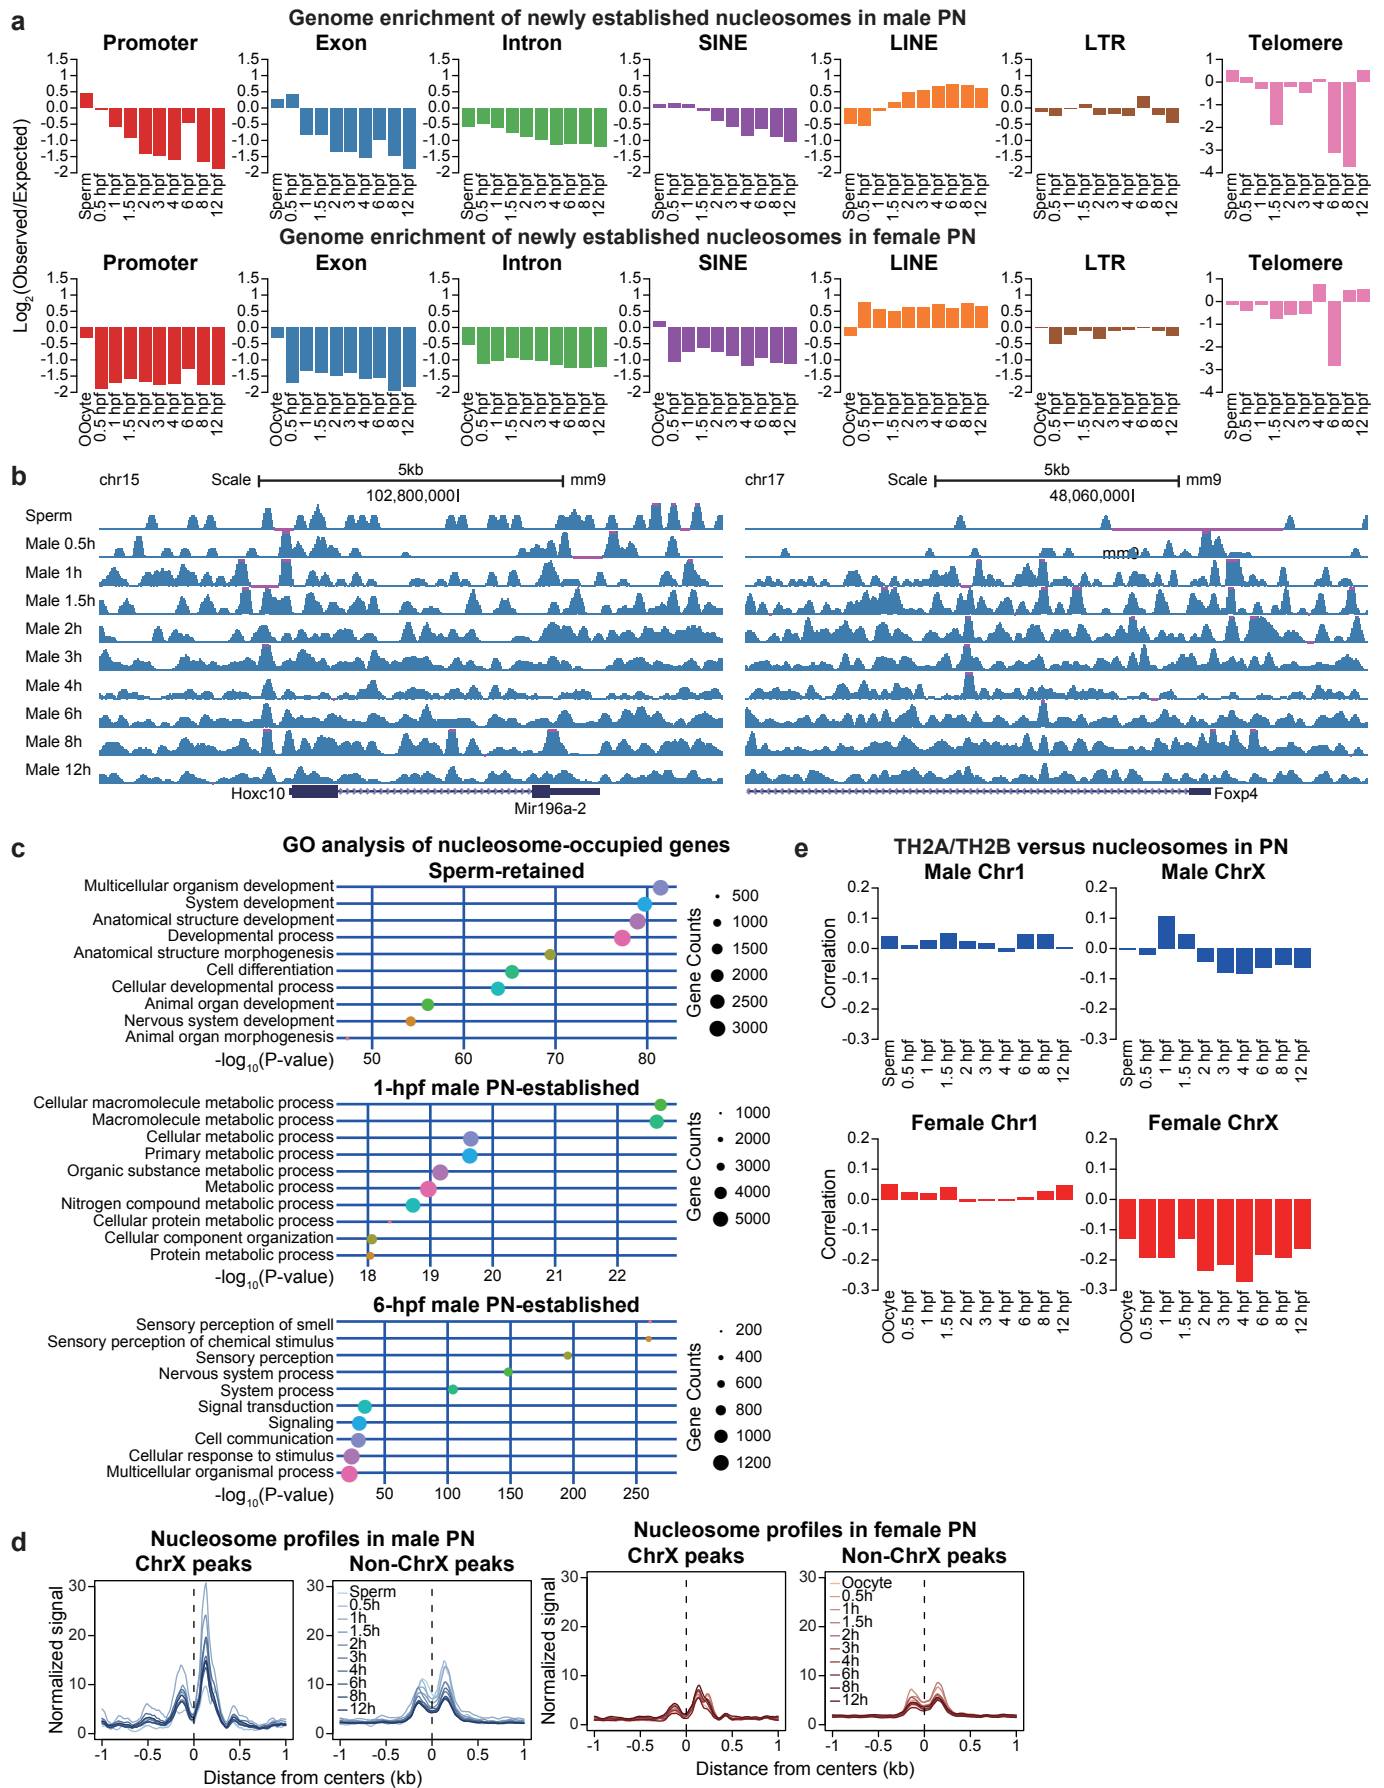

**Fig. S4 Features of nucleosome occupancy in mouse pronuclei.** **a** Bar plots showing the enrichment of newly established nucleosome regions defined at each PN stage on different genomic elements. **b** UCSC genome browser view of a sperm-retained nucleosome locus (left) and a locus with nucleosomes established in 1-hpf male PN (right). **c** GO analysis of genes with nucleosomes retained in sperm or newly established in 1-hpf/6-hpf male PN. **d** Nucleosome profiles around TH2A/TH2B peaks in X chromosomes or other chromosomes at each PN stage. **e** Bar plots showing the Pearson's correlation coefficients between nucleosome signals and TH2A/TH2B signals at each PN stage. h, hpf. Chr, chromosome.

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 5 — Supplementary information, Figure S5

Figure S5

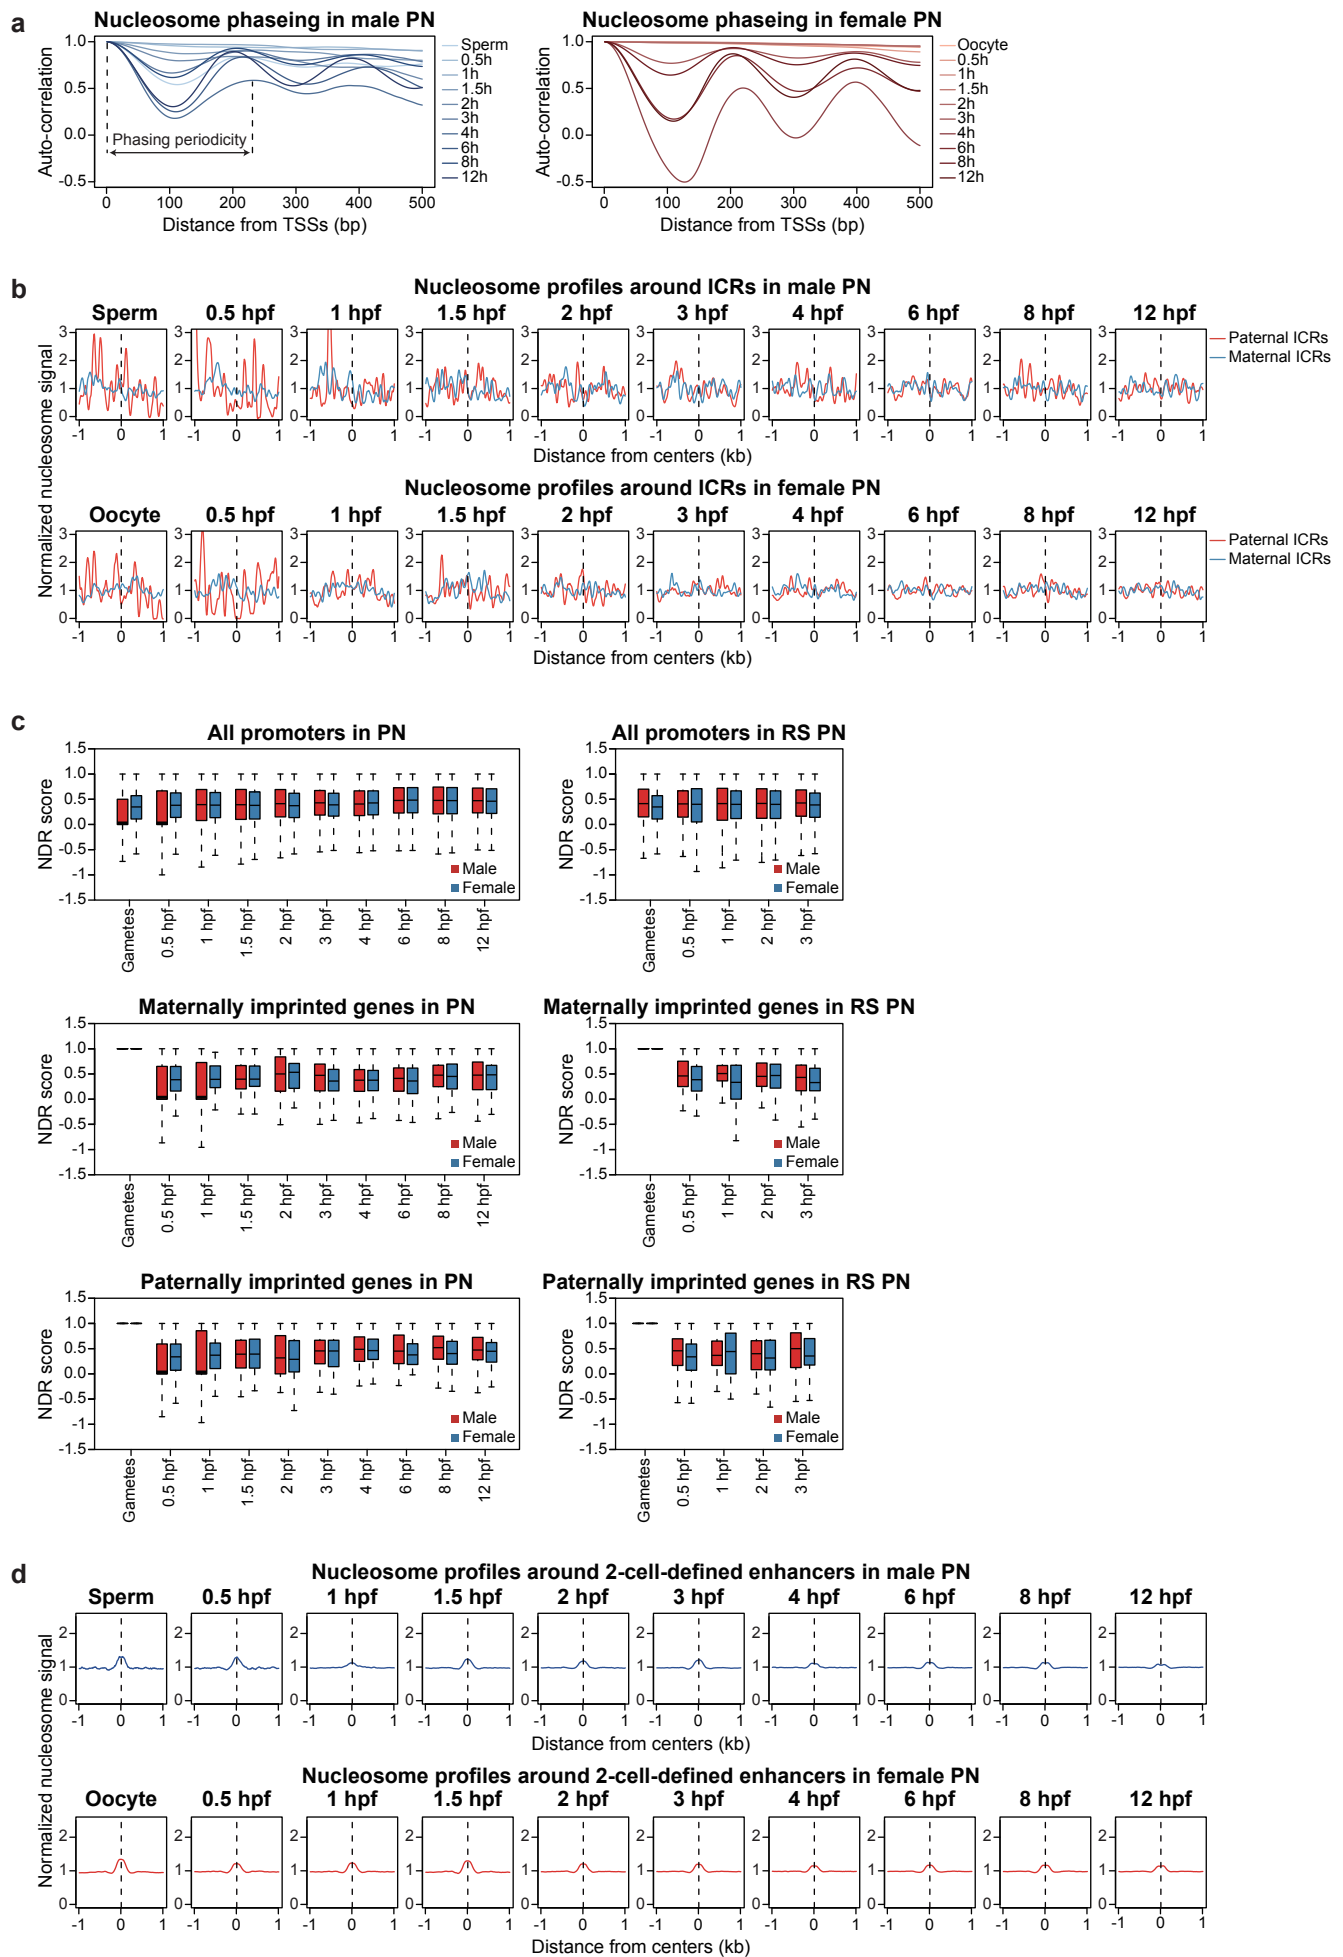

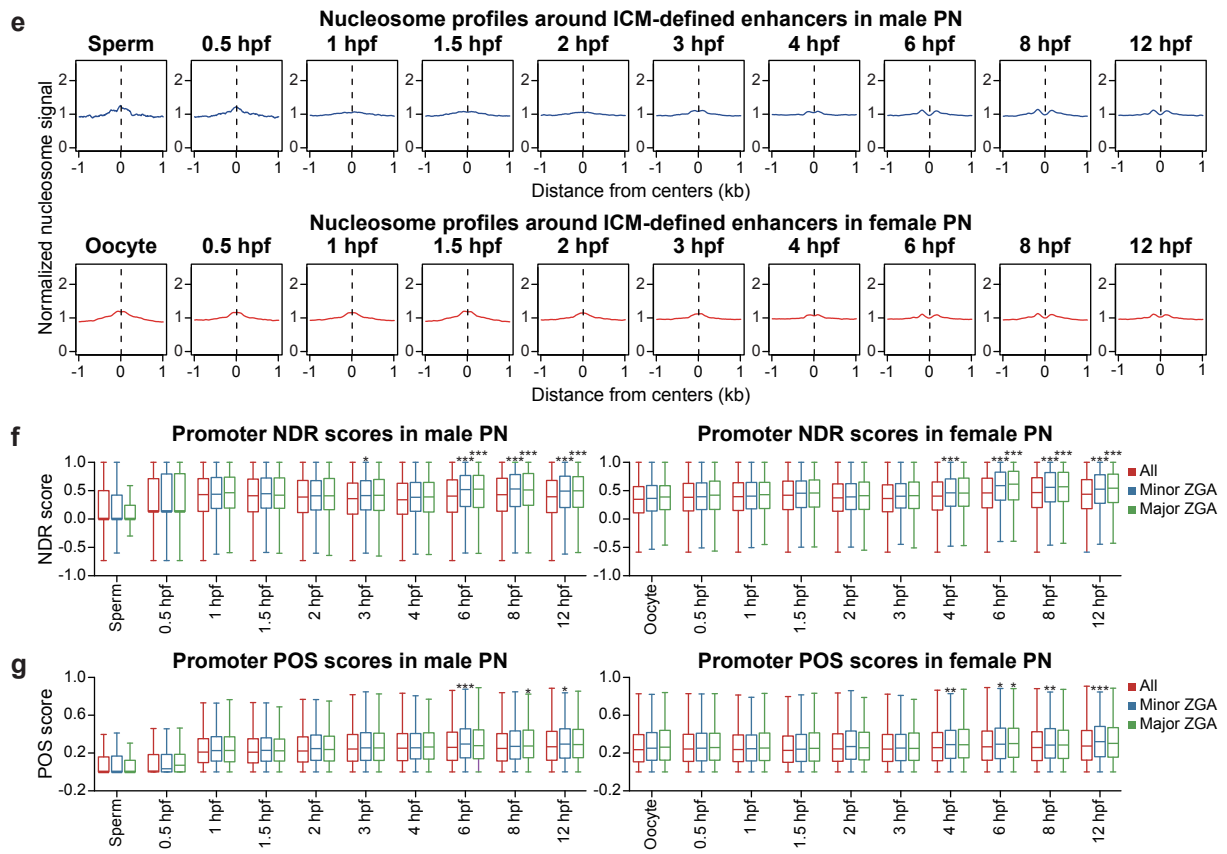

**Fig. S5 Features of nucleosome positioning in mouse pronuclei. a** Graph showing the auto-correlation of nucleosome signals downstream of TSSs at each PN stage. Y-axis represents the Pearson's correlation coefficient between the nucleosome signal of a designate site and the +10 bp site. Phasing periodicity (illustrated for 4-hpf male PN) represents the distance of the first peak summit from the TSS, and peaks within TSS +100 bp were ignored. h, hpf. **b** Nucleosome profiles around paternal and maternal imprinting control regions (ICRs) at each PN stage. **c** Boxplots showing NDR scores on promoters of all Refseq genes, maternally imprinted genes or paternally imprinted genes at each PN stage. **d** and **e** Nucleosome profiles around late 2-cell-defined (**d**) or ICM-defined (**e**) enhancers (defined using ATAC-seq peaks) at each PN stage. **f** and **g** Boxplots showing NDR scores (**f**) or POS scores (**g**) on promoters of all Refseq genes and ZGA genes at each PN stage. Significant difference is calculated between the designated gene set with all genes (\*\* $p < 0.01$ ; \*\*\*  $p < 0.001$ ; \*  $p < 0.05$ ), and it is not labeled if  $p > 0.05$ .

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 6 — Supplementary information, Figure S6

Figure S6

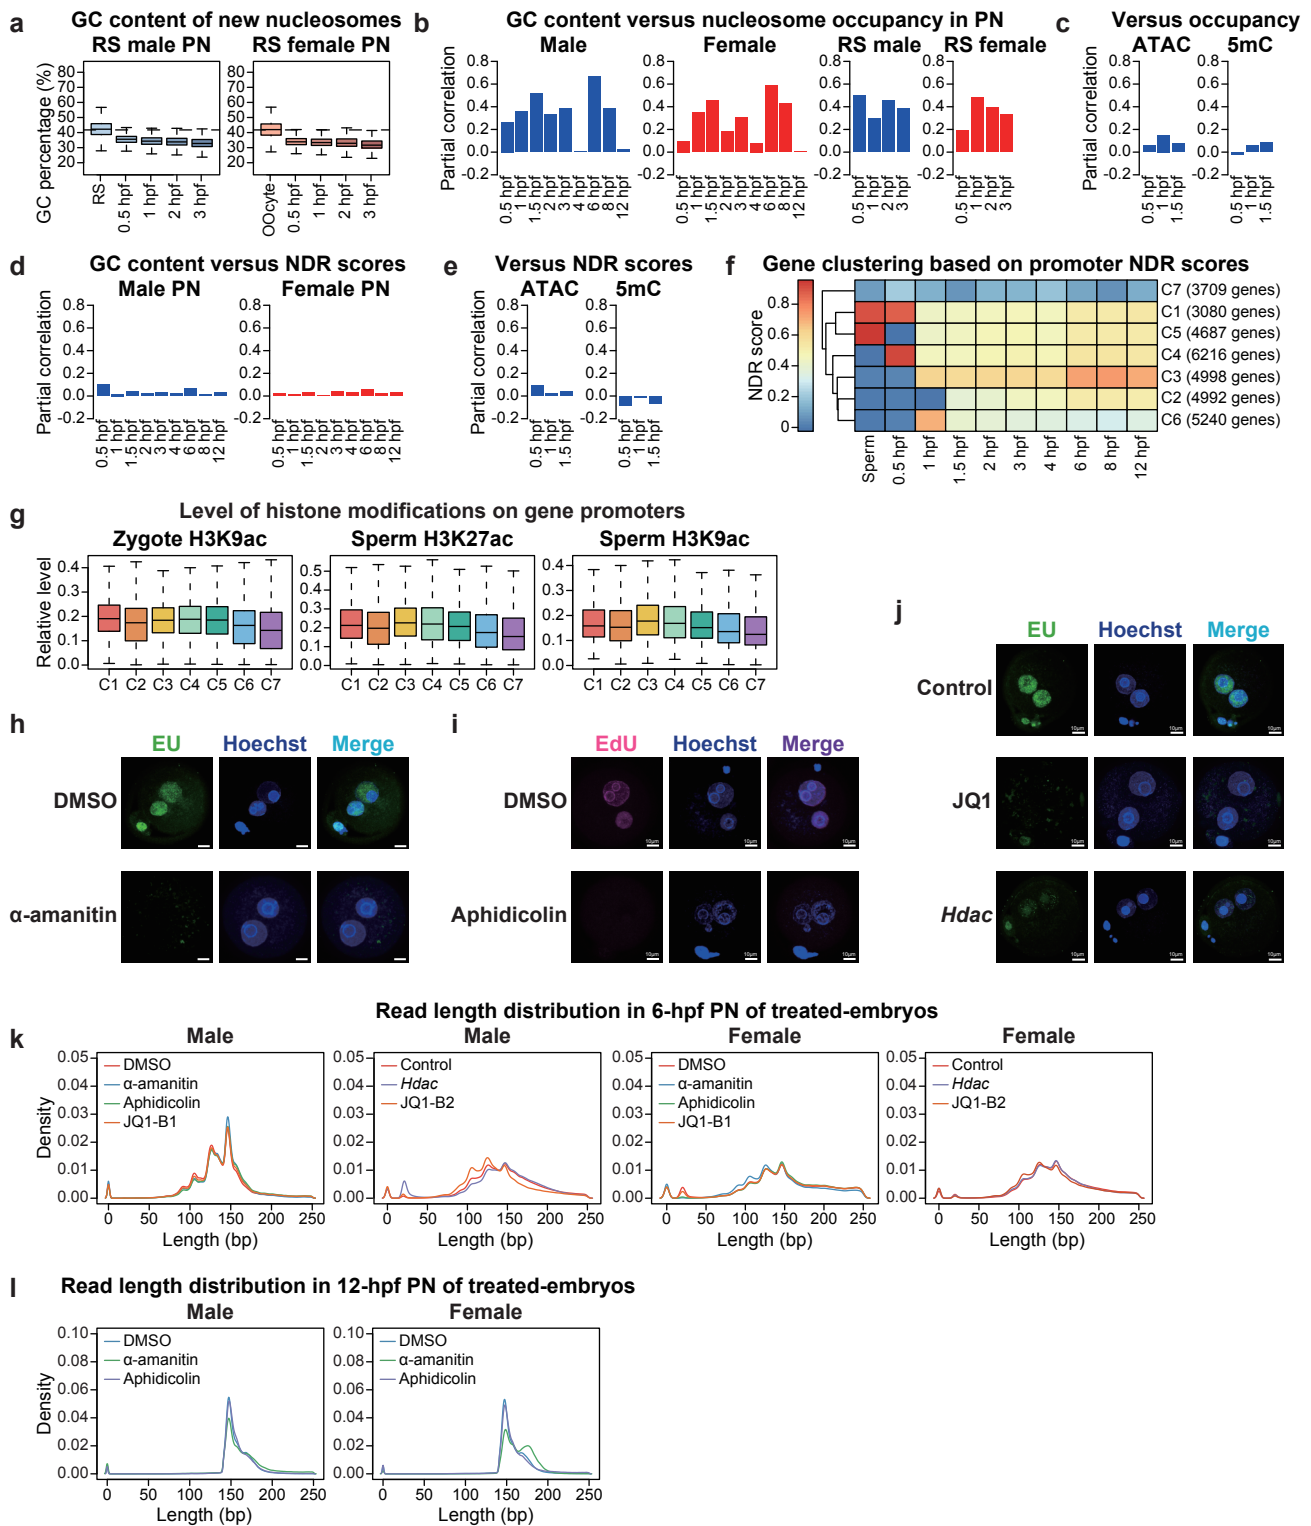

**Fig. S6 Determinants of nucleosome occupancy and positioning in mouse pronuclei.** **a** Boxplots showing the GC content of newly established nucleosome regions at each PN stage after ROSI-mediated fertilization. Dashed lines represent the average GC content in genome. **b** and **c** Bar plots showing the partial correlation between nucleosome occupancy and GC content (**b**), chromatin accessibility (**c** left; defined using sperm ATAC-seq peaks), or DNA methylation (**c** right; defined using sperm whole-genome bisulfite sequencing data) at each PN stage. **d** and **e** Bar plots showing the partial correlation between promoter NDR scores and GC content (**d**), chromatin accessibility (**e** left; defined same with **c** left) or DNA methylation (**e** right; defined as **c** right) at each PN stage. **f** Heatmap showing the k-means clustering ( $k=7$ ) of coding genes based on promoter NDR scores at each male PN stage. **g** Boxplots showing the level of indicated histone modifications on promoters of genes in different promoter NDR clusters (defined in **f**). Y-axis represents the normalized ChIP-seq signals. **h**, **i** and **j** Confocal microscopy images of 12-hpf treated embryos after EU (**h** and **j**) or EdU (**i**) staining. **k**, and **l** Density plots showing the length distribution of mapped reads in MNase-seq libraries of 6-hpf (**k**) or 12-hpf (**l**) parental PN from groups under different treatment. JQ1-B1, JQ1 batch1. JQ1-B2, JQ1 batch2.

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 7 — Supplementary information, Figure S7

Figure S7

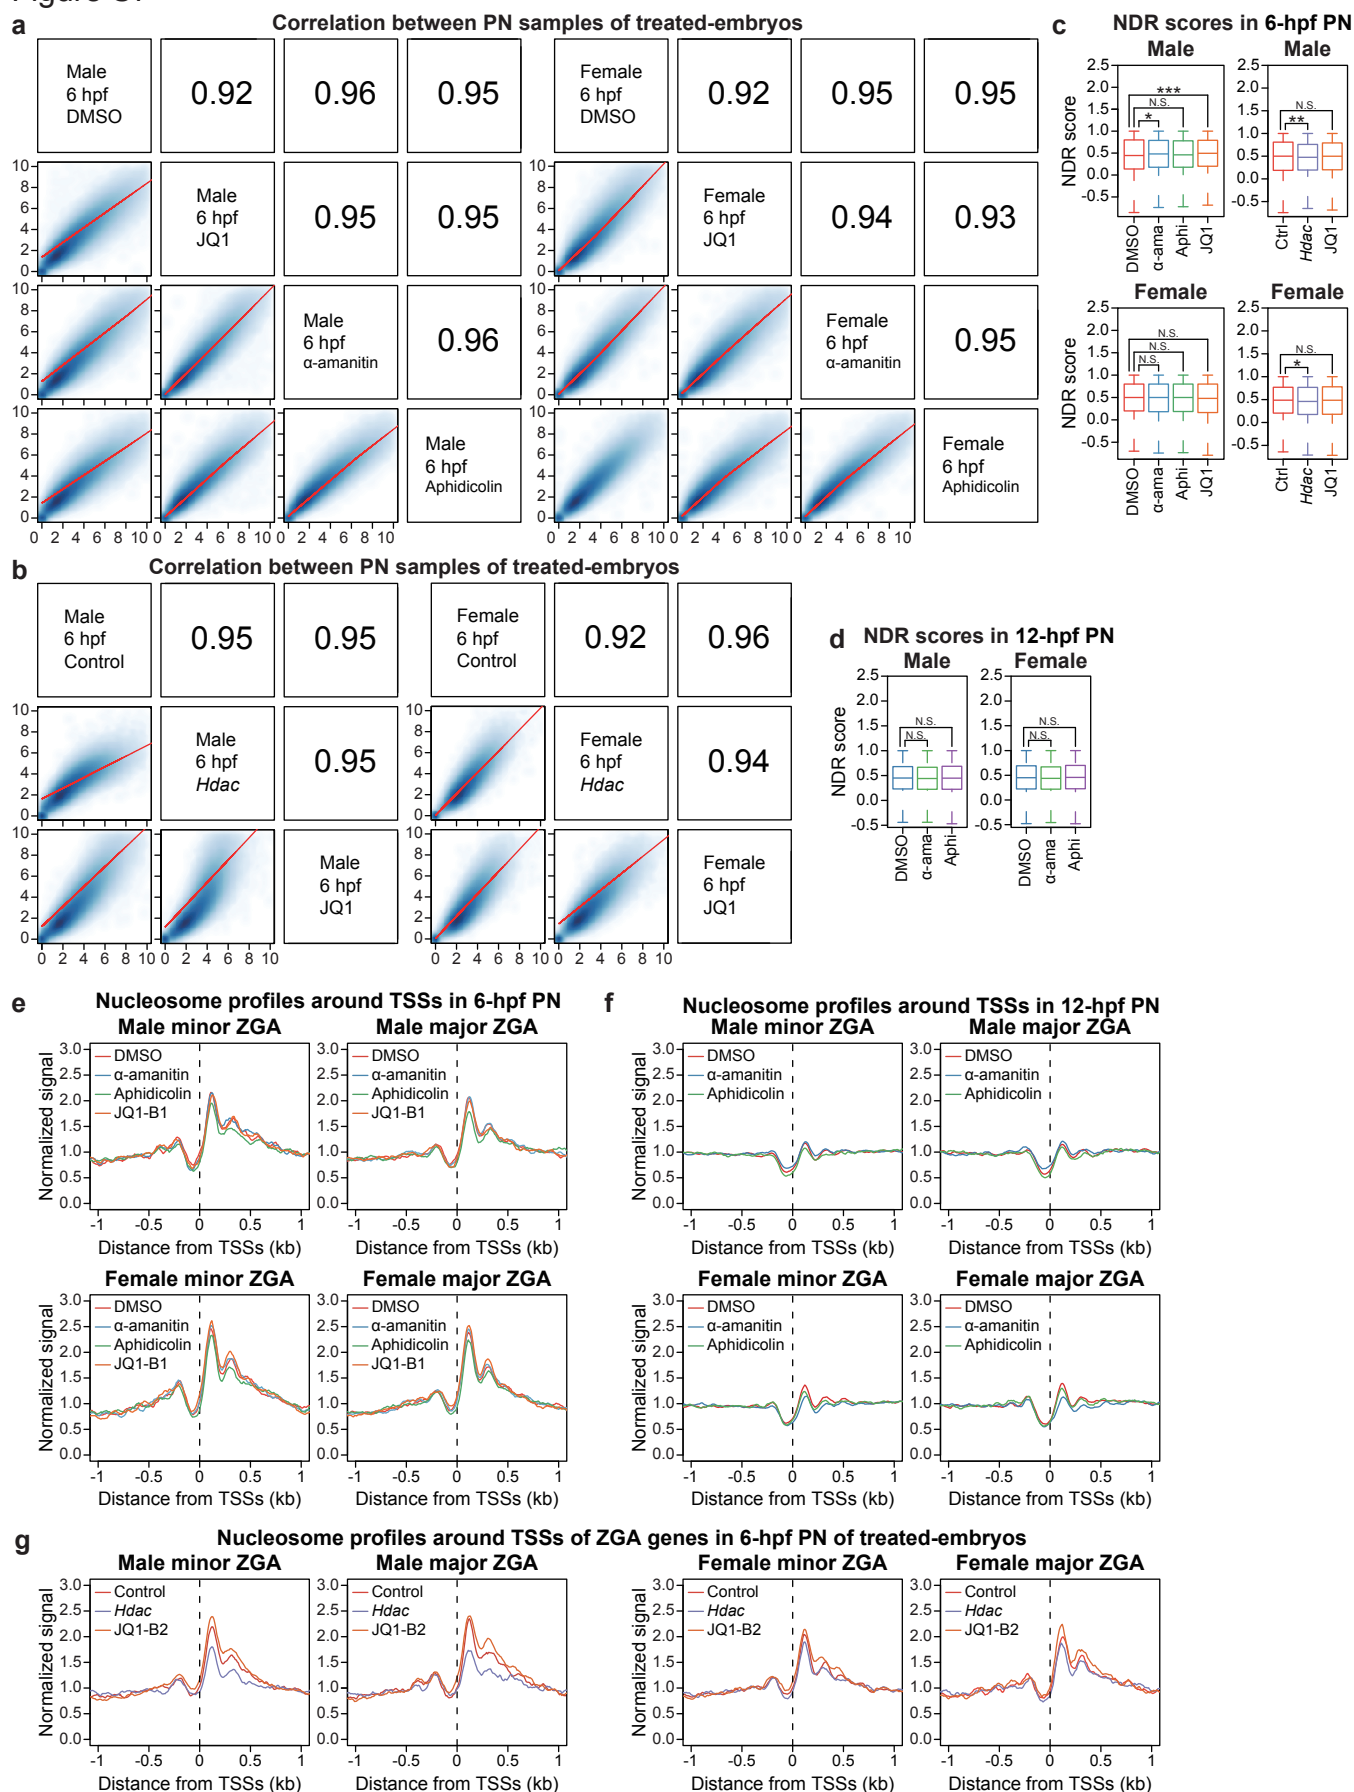

**Fig. S7 Histone acetylation affects NDR establishment in mouse male pronuclei.** **a** and **b** Scatter plots showing genome-wide nucleosome correlations between 6-hpf PN samples under different treatment. The first (**a**) and the second (**b**) batch of data were compared separately. **c** and **d** Boxplots showing the promoter NDR scores in 6-hpf (**c**) or 12-hpf (**d**) parental PN from groups under different treatment (\*\* $p < 0.001$ ; N.S.  $p > 0.05$ ). **e**, **f** and **g** Nucleosome profiles around TSSs of ZGA genes in 6-hpf (**e** and **g**) or 12-hpf (**f**) parental PN from groups under different treatment. JQ1-B1, JQ1 batch1. JQ1-B2, JQ1 batch2.

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 8 — Supplementary information, Figure S8

Figure S8

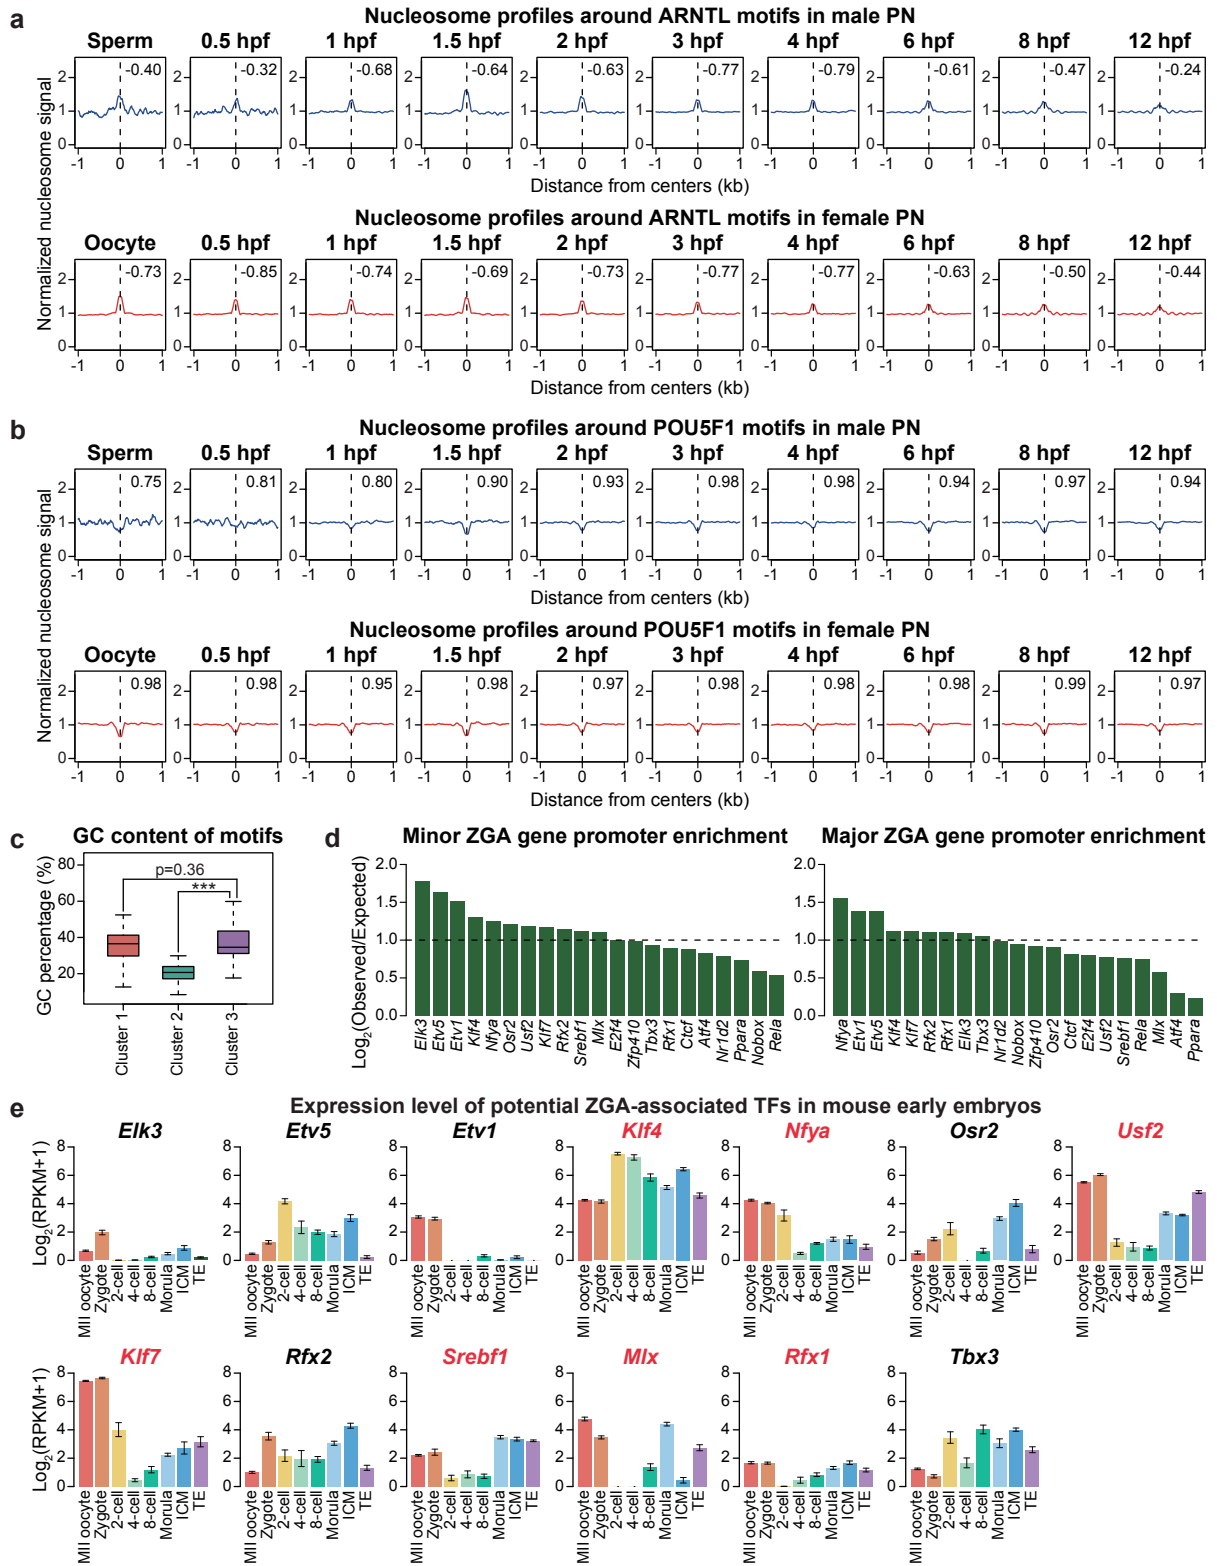

**Fig. S8 Screening for potential ZGA-associated transcription factors.** **a** and **b** Nucleosome profiles around ARNTL (**a**) or POU5F1 (**b**) motifs at each PN stage. NDR scores on motif regions calculated based on the averaged nucleosome profile of each stage are labeled. **c** Boxplot showing the GC content of motifs of TFs in different clusters (defined in **Fig. 4b**; \*\*\*  $p < 0.001$ ). **d** Bar plots showing the enrichment of ZGA gene promoters on motifs of individual cluster-3 TFs (defined in **Fig. 4b**). **e** Bar plots showing the expression level of potential ZGA-associated TFs during mouse preimplantation development. Error bars represent  $\pm 1.96 \times \text{SD}$ .

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 9 — Supplementary information, Figure S9

Figure S9

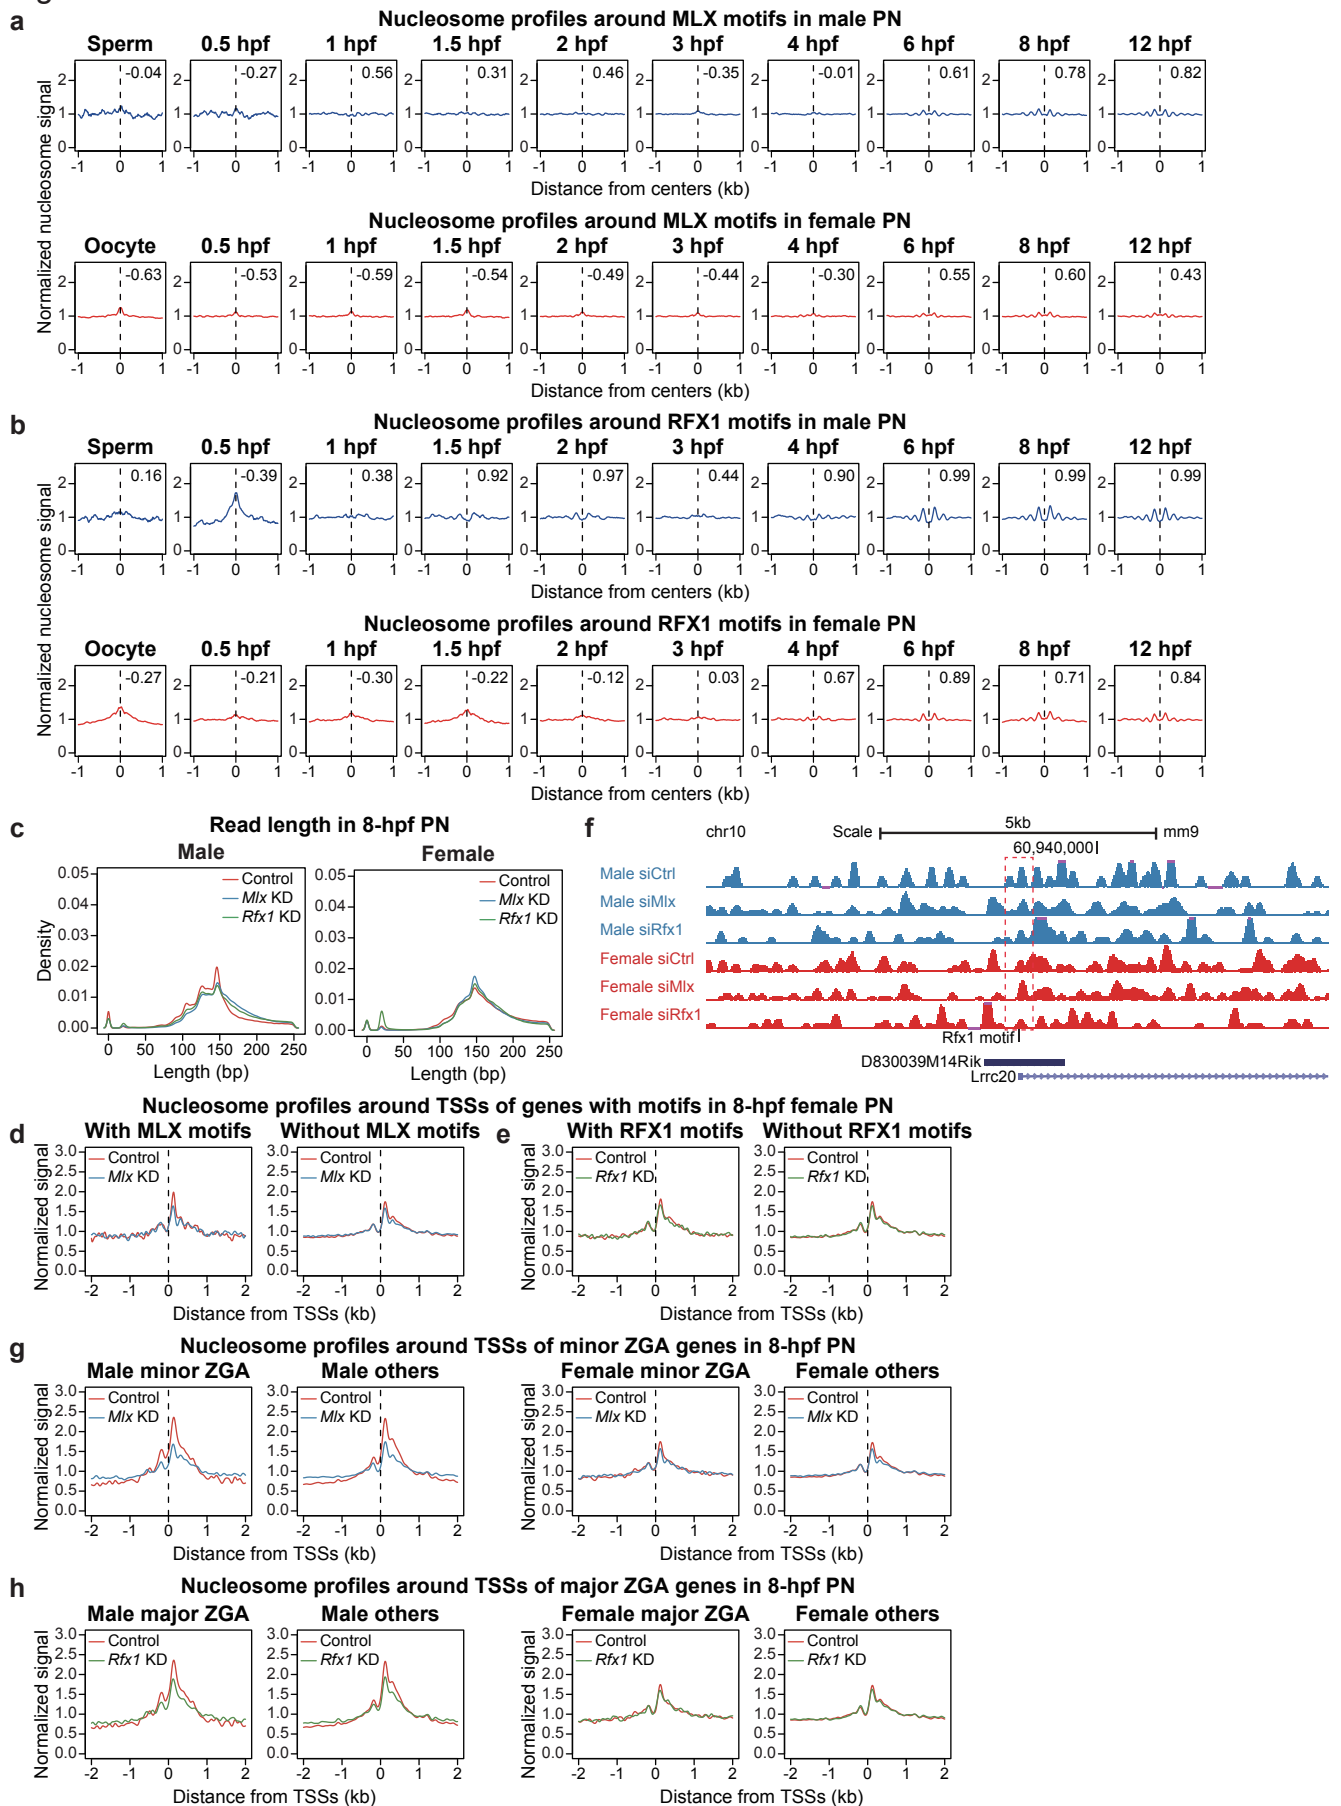

**Fig. S9 Failure of promoter NDR establishment in male PN after *Mlx* or *Rfx1* silencing.** **a** and **b** Nucleosome profiles around MLX (**a**) or RFX1 (**b**) motifs at each PN stage. NDR scores of individual stages are labeled. **c** Density plots showing the length distribution of mapped reads in MNase-seq libraries of 8-hpf parental PN from KD groups. **d** and **e** Nucleosome profiles around TSSs of different classes of genes in 8-hpf maternal PN from KD groups. Genes were classified according to whether motifs of MLX (**d**) or RFX1 (**e**) are present in the promoters. **f** UCSC genome browser view of an RFX1 motif-containing site with a decrease in +1 nucleosomes after *Rfx1* knockdown in both male and female PN. **g** and **h** Nucleosome profiles around TSSs of different classes of genes in 8-hpf parental PN from KD groups. Genes were classified according to whether they are minor (**g**) or major (**h**) ZGA genes.

# Supplementary material for: Dynamic nucleosome organization after fertilization reveals regulatory factors for mouse zygotic genome activation
**Source:** Cell Res. 2022 Apr 15;32(9):801–13. doi: 10.1038/s41422-022-00652-8
**Supplement:** Supplementary file 10 — Supplementary information, Figure S10

Figure S10

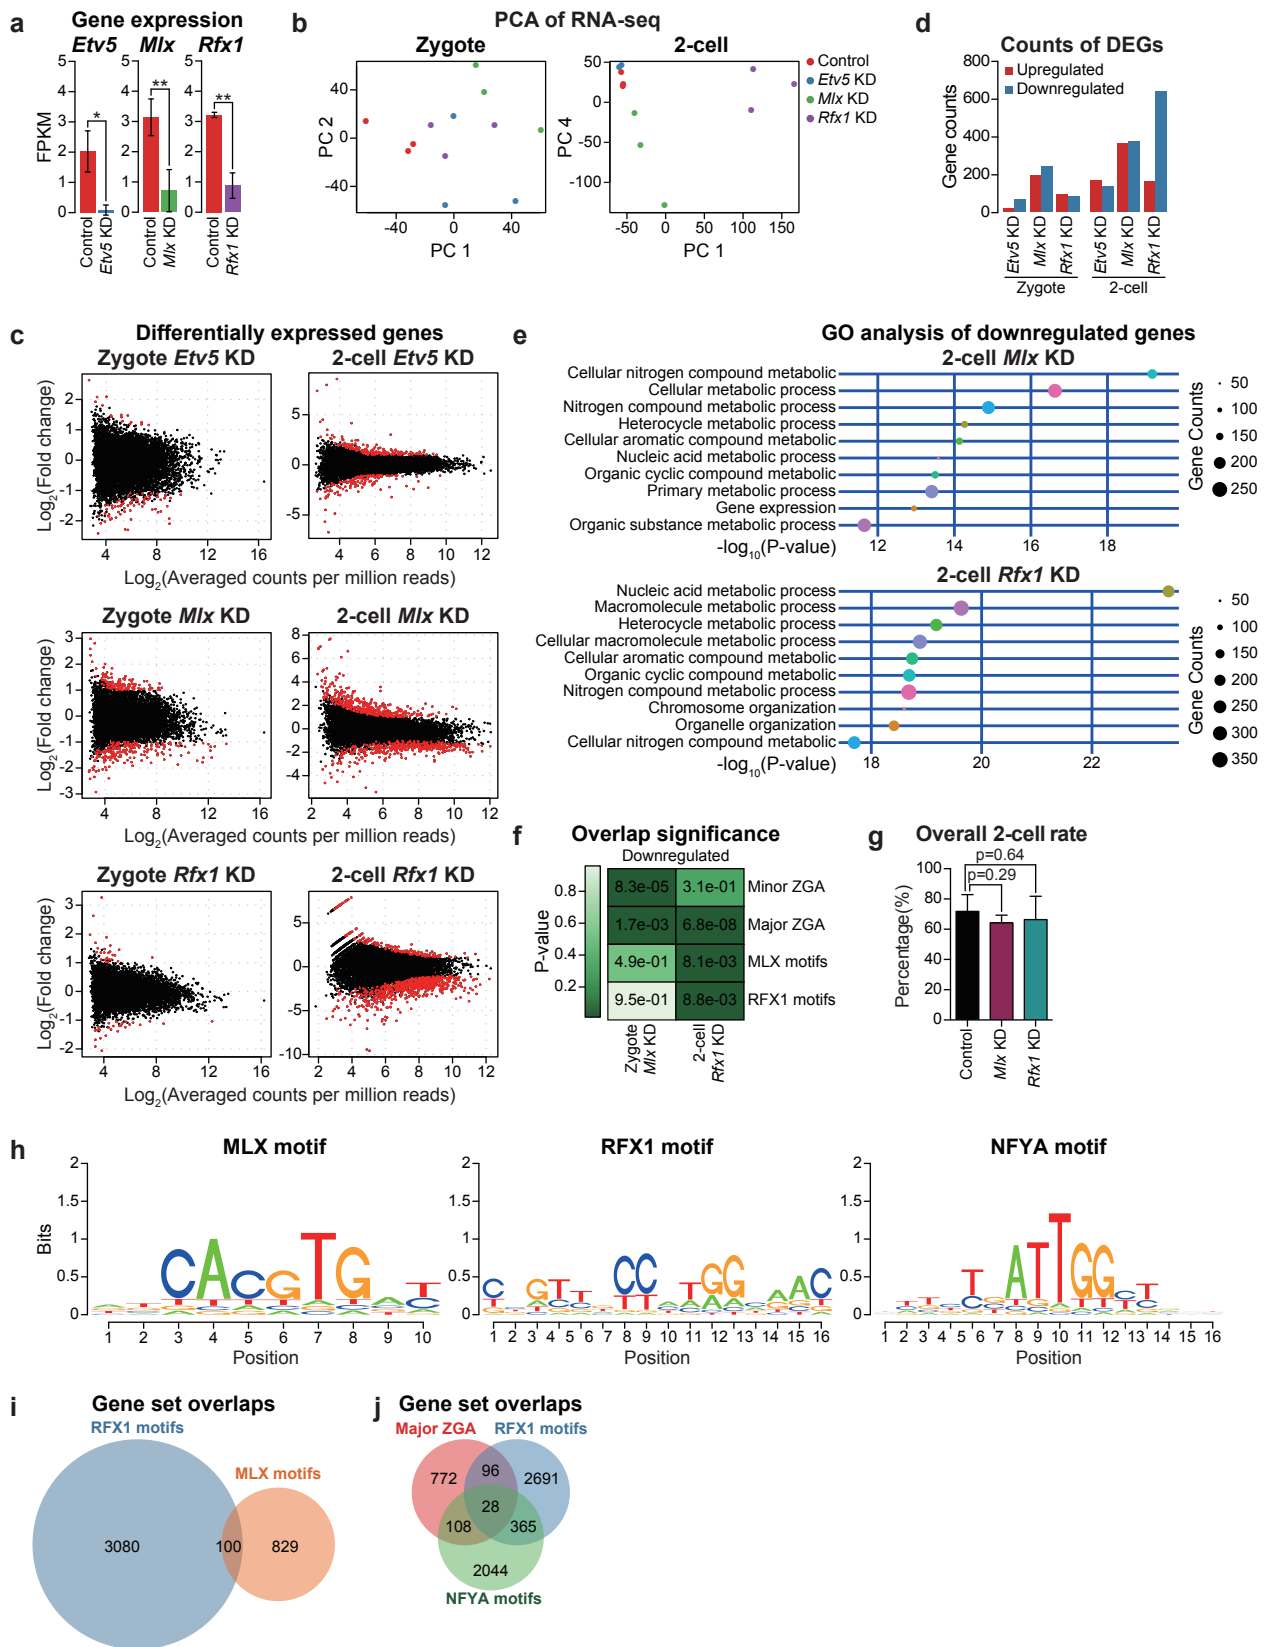

**Fig. S10 Mlx or Rfx1 silencing blocks the ZGA process in mouse embryos.** **a** Bar plots showing the expression level of siRNA-targeted genes in KD embryos (\*\*  $p < 0.01$ ; \*  $p < 0.05$ ). Error bars represent  $\pm 1.96 \times \text{SD}$ . **b** PCA analyses of RNA-seq replicates from KD groups. **c** Scatter plots showing the averaged expression level of genes (x-axis) and the fold change of genes upon KD (y-axis). Differentially expressed genes are labeled in red. **d** Bar plots showing counts of differentially expressed genes in KD embryos. **e** GO analysis of downregulated genes in Mlx or Rfx1 KD 2-cell embryos. **f** Heatmap showing the significance of overlaps (calculated as p-values of the hypergeometric test) between downregulated genes in KD embryos and indicated gene sets. **g** Bar plot showing the overall 2-cell rates of KD groups.  $n=3$  biological replicates with approximately 30 embryos each. **h** Sequence logo representing the deduced consensus motif of MLX, RFX1 and NFYA. **i** Venn diagram showing the overlap between genes with RFX1 motifs and genes with MLX motifs. **j** Venn diagram showing the overlap between major ZGA genes, genes with NFYA motifs and genes with RFX1 motifs.

How the deposited data were processed for this re-analysis (not part of the article)

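RNA-seq libraries were analysed from mouse zygotes and 2-cell embryos after siRNA injection into oocytes at the germinal vesicle stage. The groups were siCtrl, siEtv5, siMlx and siRfx1, with 3 libraries each at both stages except 2 for siEtv5 2-cell embryos. Conditions and replicate numbers came from the sample labels and the paper.

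The authors aligned the reads to the mm9 genome with STAR (version 2.5.2b in the submitters' processing notes) and quantified RefSeq transcripts with StringTie. The deposited values used here are the FPKM and coverage of each transcript as the authors' StringTie run wrote them (version 1.3.3b in the file headers and 1.3.4 in the submitters' notes), not read counts. The run was restricted to the annotated transcripts and had no strand option, so reads from genes that overlap on opposite strands cannot be told apart. The authors averaged FPKM over replicates for display and tested read counts with edgeR at an adjusted p under 0.05 and a fold above 2. Those counts were not analysed here. The test design had assumed FPKM, which is what the transcript records hold.

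From the deposited FPKM, the value of each gene was the sum over its transcripts, which gave 22619 named genes from 29306 transcripts. The 976 transcripts without a gene name, with 0.610 to 1.48% of the FPKM of a library, were left out. Coverage divided by FPKM is constant within a library and gave its total of aligned bases, from 119 to 991 Mb. Reads in this material are amplified and carry no molecular identifiers, so the depth bounds the number of reads and not of molecules.

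For each comparison the libraries were rescaled by the median ratio over genes at 1 FPKM or more in all of them. Genes with a mean of at least 1 FPKM were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend, over the libraries of the compared groups only. Adjusted p-values are by Benjamini-Hochberg over the genes tested in a comparison, and a changed gene has an adjusted p under 0.05 and a fold above 2. There were 6 comparisons, each KD group against siCtrl of the same stage. Preset lists, 25 of pathways, complexes and cell markers, were tested with camera in limma at a preset correlation of 0.01, with adjustment over the lists of a comparison, and again with an estimated correlation (statmod 1.5.0). Lists needed at least 3 tested members, and their members were counted at an adjusted p under 0.05 with no fold minimum, except for the ZGA lists, where the fold had to be above 2 when adjusted over all genes. Genes that rise from the zygote to the 2-cell stage were taken from siEtv5 embryos, and their tests were adjusted over 4 comparisons, also under each alternative. Single values per library were compared by exact permutation tests and shares of genes by Fisher's exact test, both two-sided, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Motif counts used the mm9 sequence. Of 244705 introns in the files, 98.9% began and ended with GT and AG in this sequence, against 0.39% after a shift of 50 bp.

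The gene lists, the comparisons, the alternatives and the rule for named genes were fixed before the data were examined. For Mlx KD zygotes and for Mlx and Rfx1 KD 2-cell embryos the rule took the 10 largest rises and the 10 largest falls among changed genes with a mean of at least 5 FPKM and every KD library on the same side of every control, and for the other comparisons 3 each way. It also took every gene the paper names and, for each list described, up to 3 members with the largest change that passed, or else with the lowest p.

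The tests were tried on simulated data with 200 genes changed by known folds. At a fold of 4 the share recovered was 82.1, 92.5 and 94.0% in Etv5, Mlx and Rfx1 KD zygotes, and 53.7, 35.8 and 5.97% in Etv5, Mlx and Rfx1 KD 2-cell embryos. At a fold of 8 it was 25.8% in Rfx1 KD 2-cell embryos, so most changes of that size in this group would not be called.

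Alternatives were a pseudocount of 0.1, no filter or a filter at 5 FPKM, the FPKM as deposited without rescaling, all 4 groups of a stage in a single fit, the replicate number as a block, limma's voom on fragments estimated from coverage, siEtv5 embryos as the control, each library left out in turn, and other definitions of the ZGA list and of promoters. A limit to genes of at least 2 kb was added after seeing the data, as was the removal, for the gene lists, ZGA lists, stage differences of lists and stage position, of the trend on log2 transcript length, fitted in each library by lowess to the difference from the control mean of the same stage. Simulated unchanged groups, 50 per stage, were compared with the shared controls for the overlap of KD groups, with lists of the observed lengths taken by lowest p. The share of ZGA genes among changed genes was also tested against 100000 random draws (two-sided) within 5 bins of transcript length by 5 of control expression, added after seeing the data. The removal of the length trend also takes out the shift of all genes. Read counts, gene ontology terms and the paper's own ZGA lists were not analysed here.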

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

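The tests of depth and of short-transcript yield and the removal of the length trend, the tests of scaling for the 2-cell program and those of other splits of the libraries were chosen after the results were seen, and the values printed below for gene copies and stage position were picked from both stages after these had been seen.

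Among 4094 genes at 10 FPKM or more in every siCtrl and siEtv5 2-cell library, 134, 85 and 80 were listed at 0 in the siRfx1 2-cell libraries, against 6, 1 and 2 in the siMlx libraries, and the paper does not report these values. Read depth alone is not what these zeros show, since siCtrl libraries thinned to the read pairs of the siRfx1 libraries had at most 1 such gene over 90 draws. Loss by few starting molecules alone, which would take long and short genes alike, is not what the genes at 0 show, since their median length was at most 34.4% of that of genes of matched expression, and such a loss would not sort fold changes by length either, while 20 simulated sets of few molecules gave 0 changed genes, which by itself excludes nothing. A lower yield of short transcripts may account for part of the 409 changed genes, since fold changes rose with transcript length (rho 0.354 across genes, 0.248 to 0.273 in single libraries). A failure of ZGA genes to rise stays open as a hypothesis, since at matched length and expression these genes lay below others by a mean of -0.27 on the log2 scale, with -0.104, -0.3498 and -0.364 in the siRfx1 libraries against -0.055 to 0.060 in siCtrl and -0.266, 0.021 and 0.157 in siMlx, while with the length trend removed their median was -0.07 (adjusted p = 0.46 from camera, against 0.098 before). That removal also takes out the shift of all genes.

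The 2-cell program genes lay above other genes in Mlx KD zygotes and below them in 2-cell embryos, with a stage difference of -0.93 (adjusted p = 1.2e-08 from camera, adjusted p = 0.30 with an estimated correlation), though in zygotes their medians per library overlapped between siMlx and siCtrl (exact p = 0.6). Scaling is not what turned the direction, since the median was 0.40 in zygotes and -0.97 in 2-cell embryos with the FPKM as deposited. The position of the embryos between the stages is also not what the libraries show, with a difference of -0.0063 between siMlx and siCtrl 2-cell embryos. Reads shared between gene copies may carry the pattern, since the 14 members without copies or close family had a median of -0.10 in 2-cell embryos and 12 of 0.24 in zygotes, while those with copies had -0.82 and 0.76. An effect of Mlx KD itself stays open and was not tested.

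The 191 genes changed in Mlx KD zygotes fell to 1 with siEtv5 zygotes as the control. A larger spread of the siEtv5 libraries may account for the lost calls, since the fold changes against siEtv5 were a median of 0.873 of those against siCtrl, 184 of 189 had the same direction and the median SE was 0.357 against 0.228. Control libraries that stand apart from every KD group do not account for the whole pattern. Etv5 KD moved these genes by a median of 0.17 in the direction of Mlx KD, against 1.295 in Mlx KD itself. A part from the controls is not excluded, since 123 of 188 genes went the same way in Etv5 KD. In Rfx1 KD the median was 0.57 with 182 of 189 the same way. Genes of lowest p between unchanged groups simulated against these shared controls gave 0.20 and 146 on average, at most 0.28 and 158. Offsets shared by many genes of a library would widen that range, if the simulations lack them. The fold changes of Mlx and Rfx1 KD zygotes correlated with r = 0.64, and with 0.07 once siEtv5 was the control of Rfx1 KD. An effect of Mlx KD on these genes stays open as a hypothesis.

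Tested as an interaction of KD and stage, 39 genes differed between stages for Etv5 KD, 133 for Mlx KD and 1130 for Rfx1 KD. Of 100 splits of the libraries, the real one gave the largest count for Mlx KD (133, highest other 82) and for Rfx1 KD (1130, highest other 852). Random labels thus account for neither count, at 1 of 100. Such splits cannot tell a KD effect from a collection or a library quality that a group shares. In Rfx1 KD the median stage difference of all genes was -0.42, with 797 of the 1130 genes lower. In the siRfx1 2-cell libraries only 7.75 to 10.4% of read pairs mapped uniquely. Among the splits that kept the real grouping at neither stage (85 for Mlx KD and 83 for Rfx1 KD) the highest counts were 5 and 1. For the comparisons within a stage, 10 splits are too few for a share under 0.05, and the real and highest other counts were 0 and 2 for Etv5 KD zygotes (all 10 splits gave at least as many), 191 and 3 for Mlx KD zygotes, 5 and 4 for Rfx1 KD zygotes, 11 and 2 for Mlx KD 2-cell embryos and 409 and 0 for Rfx1 KD 2-cell embryos. For Rfx1 KD against Mlx KD they were 10 and 3 in zygotes and 145 and 0 in 2-cell embryos.

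The median difference between stages (2-cell minus zygote) passed camera for the 2-cell program in Etv5 KD, with 1.06 (adjusted p = 1.5e-10 from camera, adjusted p = 0.67 with an estimated correlation). It was 1.16 with the length trend removed (adjusted p = 4.8e-12 from camera, adjusted p = 0.80 with an estimated correlation). In Mlx KD it also passed for blood and stromal markers with -1.82 over 3 members, chromatin regulators with 0.17, cytosolic ribosomal proteins with 0.35, maternal transcripts with -0.76, ribosome biogenesis with 0.29, the spliceosome with 0.29 and stress response with -0.62, of which none held with an estimated correlation (adjusted p = 0.20 to 0.32 from camera). When the length trend was removed, these lists and the 2-cell program, at -0.77, passed camera again (adjusted p = 3.2e-07 for the 2-cell program and 0.0020 to 0.048 for the others), as did chaperones with 0.31 and translation initiation with 0.35 (adjusted p = 0.048 each), and none of them with an estimated correlation (adjusted p = 0.22 to 0.32). In Rfx1 KD it passed for chromatin regulators with 0.40, interferon-stimulated genes with -1.49, maternal transcripts with 0.16 and oxidative phosphorylation with -1.31, of which chromatin, maternal and oxidative phosphorylation held with an estimated correlation (adjusted p = 0.031 from camera each) and the interferon list did not (adjusted p = 0.39). After that removal, chromatin regulators at 0.40 and oxidative phosphorylation at -0.22 no longer passed (adjusted p = 0.22 and 0.24 from camera, adjusted p = 0.43 and 0.24 with an estimated correlation). Maternal transcripts had 0.94 and passed both ways (adjusted p = 2.0e-06 from camera, adjusted p = 0.0046 with an estimated correlation). The interferon list at -0.90, ribosome biogenesis at 0.77 and the spliceosome at 0.53 passed camera (adjusted p = 0.026, 0.0063 and 0.039) but not with an estimated correlation (adjusted p = 0.24, 0.24 and 0.13).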

How the results depend on the processing

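The tests below were fixed beforehand, except the limit to genes of at least 2 kb, the removal of the trend of fold change on transcript length, and the match on length and control expression, chosen after the data were seen, and unless stated the cause of a change was not tested. Of 94 values with a library left out, 62 kept their call or count, 7 lost their call and 25 counts moved by over 1.5 times. Of 118 with other settings, 69 kept it, 4 were weaker, 5 stronger and 40 moved. Among single genes and lists, 2896 of 3394 and 3864 of 4332 values kept their side of the threshold, where the direction of a list is that of camera against other genes. The direction turned for a single gene, Cx3cl1 in Mlx KD 2-cell embryos at 0.11 with siEtv5 as the control. With the FPKM as deposited the sign of the median itself turned for called lists, to -0.07 each for the proteasome and ribosome biogenesis in Mlx KD 2-cell embryos and to -0.12, -0.01 and -0.29 for chromatin regulators, maternal transcripts and ribosome biogenesis in Rfx1 KD 2-cell embryos. All 29 list calls within a stage passed with a pseudocount of 0.1. With the FPKM as deposited 23 passed and 6 ended, 22 passed with the length trend removed and none passed with an estimated correlation.

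With a pseudocount of 0.1 the counts of changed genes were 2 in Rfx1 KD zygotes, 11, 0 and 883 in Etv5, Mlx and Rfx1 KD 2-cell embryos. Without a filter, which tests more genes, they were 21 and 0 in Mlx and Rfx1 KD zygotes and 1, 0 and 107 in Etv5, Mlx and Rfx1 KD 2-cell embryos, and with a 5 FPKM filter 1 in Etv5 KD zygotes and 1 in Mlx KD 2-cell embryos. With the FPKM as deposited they were 683 and 2 in Mlx and Rfx1 KD zygotes and 76 and 1331 in Mlx and Rfx1 KD 2-cell embryos, and the targets passed at -1.68 for Mlx in zygotes and -2.03 for Rfx1 in 2-cell embryos. With all 4 groups in a single fit they were 121 and 0 in Mlx and Rfx1 KD zygotes and 5, 1 and 1284 in 2-cell embryos. With voom they were 1, 293 and 1 in Etv5, Mlx and Rfx1 KD zygotes and 7, 0 and 617 in 2-cell embryos. With siEtv5 as the control they were 1 and 1 in Mlx and Rfx1 KD zygotes and 3 and 0 in 2-cell embryos, and the overlaps of Mlx and Rfx1 KD genes were 0, which lists of 1 and 0 genes for Rfx1 KD nearly fix. Over genes of at least 2 kb, which drops short genes, Rfx1 KD 2-cell embryos had 147 changed genes. The ZGA median of Rfx1 KD zygotes was -0.0038 with a list from siCtrl and -0.093 with an estimated correlation, neither past camera. It was -0.23 with the FPKM as deposited and -0.19 for the 1012 largest rises, both past camera (adjusted p = 0.040 and 3.8e-04). The latter did not pass with an estimated correlation (adjusted p = 0.81 from camera). In Rfx1 KD 2-cell embryos the ZGA list had not passed (adjusted p = 0.098 from camera), and passed at -1.05 with the FPKM as deposited, at -0.65 with a list from siCtrl and at -0.46 with an estimated correlation (adjusted p = 0.0047, 6.4e-06 and 0.030 from camera), while its adjusted p over the other alternatives was 0.053 to 0.46. At matched length and control expression the odds ratio of ZGA genes among the lowered genes of Mlx KD 2-cell embryos was 8.61 and did not pass (permutation adjusted p = 0.054), where it had been 11.1. With the length trend removed, the stage position of Rfx1 KD 2-cell embryos differed from siCtrl by -0.0033 (exact permutation p = 0.6), where it had been -0.074 (exact permutation p = 0.1).

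Neither the labels nor the paper's text says that a replicate number marks a shared collection, and in no comparison did every same-numbered pair correlate by over 0.1 (0.0057 to 0.17 in Mlx KD 2-cell embryos), so the libraries were taken to share only a number. With the replicate number as a block, changed genes were 3, 127 and 0 in Etv5, Mlx and Rfx1 KD zygotes and 1, 0 and 82 in 2-cell embryos (75 higher and 7 lower in the last), and the Etv5 level in 2-cell embryos, at -2.54, did not pass. All 3 Mlx KD 2-cell libraries correlated best with the control of their own number, a hint from the data only, while 0, 2, 1, 0 and 1 did in the Etv5, Mlx and Rfx1 KD zygotes and the Etv5 and Rfx1 KD 2-cell embryos.

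With each library left out, changed genes ranged from 0 to 66, 2 to 257 and 2 to 8 in Etv5, Mlx and Rfx1 KD zygotes and from 1 to 16, 0 to 376 and 0 to 710 in 2-cell embryos. For Rfx1 KD 2-cell embryos the count was 0, 0 and 5 without siCtrl replicate 1, 2 and 3 and 710 without siRfx1 replicate 1, and for Rfx1 KD zygotes 8 without siCtrl replicate 2 and 2 without siRfx1 replicate 3. For Mlx KD it was 27, 9 and 5 in zygotes and 1, 0 and 0 in 2-cell embryos without siCtrl replicate 1, 2 and 3, 2 and 49 in zygotes without siMlx replicate 1 and 3, and 68, 1 and 376 in 2-cell embryos without siMlx replicate 1, 2 and 3. For Etv5 KD it was 3 and 2 in zygotes without siCtrl replicate 1 and 2 and 66 without siEtv5 replicate 2, and in 2-cell embryos 1, 16 and 3 without siCtrl replicate 1, 2 and 3 and 1 without either siEtv5 replicate, where the lone library is assumed to vary like the controls. The target levels ranged from -1.25 to -0.86, -1.78 to -1.34 and -1.67 to -1.44 in zygotes and from -2.82 to -2.23, -0.64 to -0.06 and -1.56 to -1.38 in 2-cell embryos, and the ZGA medians from -0.07 to 0.03 and -0.13 to -0.040 in Mlx and Rfx1 KD zygotes and from -0.10 to 0.06 and -0.50 to -0.43 in 2-cell embryos. In the siRfx1 2-cell group, with 119 to 174 Mb aligned per library and replicates that differ more than in other groups, 5.97% of simulated changes of fold 4 were found, so most changes of that size would be missed there.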

Differences from the paper's values

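All values of the paper below were read by eye from its bar plots, and the alternatives are those set before the data were examined. The paper's counts come from a test on read counts at an adjusted p under 0.05 and a fold above 2, and the counts here from limma on FPKM at the same thresholds.

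Fig. S10a names no stage, and its siCtrl bars, at about 2.0, about 3.1 and about 3.2 FPKM for Etv5, Mlx and Rfx1, lie nearer the siCtrl means of zygotes here (1.295, 3.24 and 3.28) than those of 2-cell embryos (45.9, 3.53 and 9.16). For the siRNA targets, the paper shows Etv5 at about 2.0 FPKM in siCtrl embryos of Fig. S10a, where the mean over siCtrl zygotes here was 1.295, and without siCtrl replicate 2 (1.60) and without siCtrl replicate 3 (1.34) the values lay within 1.5 times the paper's. It shows Rfx1 at about 0.9 FPKM in siRfx1 embryos of Fig. S10a, where the mean over siRfx1 zygotes here was 0.358, which differed under every alternative run on zygotes, and the mean over siRfx1 2-cell embryos was 1.48.

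For changed genes, the paper shows about 20 higher and about 70 lower in Etv5 KD zygotes in Fig. S10d, where limma called 0 and 0 (1120 genes at an unadjusted p under 0.05, and 1 gene with voom), and a count was taken to match within 1.5 times, which no alternative reached. It shows about 95 higher and about 85 lower in Rfx1 KD zygotes, where 4 and 1 were called, and about 170 higher and about 140 lower in Etv5 KD 2-cell embryos, where 11 and 17 were called, and no alternative reached these counts. In Mlx KD zygotes it shows about 200 higher and about 240 lower in Fig. S10d, where 100 and 91 were called. With voom (143 higher) and without siMlx replicate 2 (154 higher) the number of higher genes came within 1.5 times, and no alternative did so for the lower genes. In Mlx KD 2-cell embryos it shows about 370 higher and about 380 lower, where 1 and 10 were called and no alternative came within 1.5 times. In Rfx1 KD 2-cell embryos it shows about 640 lower in Fig. S10d, where 182 were called, and a pseudocount of 0.1 (557) and all 4 groups in a single fit (730) came within 1.5 times.

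The bars of Fig. S10d show more lower than higher genes in Rfx1 KD 2-cell embryos, while here 227 were higher and 182 lower. More were lower than higher with the FPKM as deposited (148 higher and 1183 lower), with a pseudocount of 0.1 (326 and 557) and with all 4 groups in a single fit (554 and 730). The paper states that the targets were reduced with significance, while here every target except Mlx in 2-cell embryos was below every control in its own KD libraries, and only Etv5 in 2-cell embryos passed limma over all genes, while Etv5 in zygotes lay below the filter. With the FPKM as deposited, Mlx in zygotes and Rfx1 in 2-cell embryos passed as well (adjusted p = 0.019 and 0.046 from limma). It states that the replicates were close to each other, while here the siRfx1 2-cell libraries had an r of 0.691 to 0.728 among themselves against 0.904 to 0.909 for siCtrl. It proposes that lowered genes were enriched in genes with MLX or RFX1 motifs, while here the odds ratio was 1.15 and 0.87 for the E-box in Mlx KD zygotes and 2-cell embryos and 1.50 for the X-box in Rfx1 KD 2-cell embryos, none past Fisher's exact test. The lowered lists here held 91, 10 and 182 genes, where Fig. S10d shows about 240, about 380 and about 640. The motifs here were short consensus sequences, while the paper names curated motifs of the Cistrome database for its nucleosome depletion scores.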

Other observations

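Genes of the 2-cell program lay above other genes in Etv5 KD 2-cell embryos and below them in Etv5 KD zygotes by camera, calls that did not hold with an estimated correlation. Their median log2 fold change was 0.60 over 61 members in 2-cell embryos (adjusted p = 3.0e-14 from camera, adjusted p = 0.64 with an estimated correlation), with 5 higher and 1 lower at an adjusted p under 0.05 from limma, or 25 higher and 2 lower when adjusted over the list alone. In zygotes it was -0.37 over 50 members (adjusted p = 0.018 from camera, adjusted p = 0.93 with an estimated correlation), a call that ended with the FPKM as deposited, without siCtrl replicate 1 (adjusted p = 0.72 from camera), without siEtv5 replicate 1 (adjusted p = 0.53) and without siEtv5 replicate 3 (adjusted p = 0.064). None of the 50 zygote members passed limma, also when adjusted over the list alone. The median FPKM as deposited per library overlapped between the groups, at 72.1 and 87.3 with siEtv5 against 41.3, 39.6 and 73.0 with siCtrl in 2-cell embryos (exact permutation p = 0.4) and at 1.57, 1.98 and 0.991 against 4.50, 2.19 and 1.88 in zygotes (exact permutation p = 0.2). In Etv5 KD 2-cell embryos, cytosolic ribosomal proteins had a median of -0.23 over 79 members and maternal transcripts of 0.37 over 48, with 2 maternal genes higher and 1 lower when adjusted over the list alone (adjusted p = 0.0014 and 0.043 from camera, adjusted p = 0.53 each with an estimated correlation). The maternal call ended without siCtrl replicate 1 and 2 (adjusted p = 0.063 and 0.071 from camera). It also ended without siEtv5 replicate 1 and 2 (adjusted p = 0.13 and 0.081 from camera), where the remaining siEtv5 library is assumed to vary like the controls.

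From zygotes to 2-cell embryos in the siCtrl libraries, the paper's candidate factors and chromatin genes changed in both directions by limma. Hdac1, a deacetylase gene, rose by 4.69 on the log2 scale, Etv5 by 4.19, Tbx3 by 2.87, Klf4 by 2.45 and Rfx1 by 1.02 (adjusted p = 2.1e-05, 7.6e-06, 7.7e-05, 2.2e-05 and 0.0042 from limma). The log2 fold change was -4.37 for Hist1h2ba, -4.02 for Usf2, -2.94 for Hist1h2aa and -2.13 for Nfya (adjusted p = 2.1e-05, 2.3e-05, 3.2e-05 and 0.0016 from limma). Mlx had a log2 fold change of -0.08 (adjusted p = 0.84 from limma). In the siEtv5 libraries Rfx1 did not rise, with a log2 fold change of -0.17 (adjusted p = 0.76 from limma). There Hdac1, Tbx3 and Klf4 rose by 4.54, 2.52 and 2.42, and the log2 fold change was -3.82 for Hist1h2ba, -3.84 for Usf2, -3.45 for Hist1h2aa and -1.30 for Nfya, all past limma.

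The trend of fold change with transcript length ran the other way in zygotes, with a Spearman rho across genes, which are not independent replicates, of -0.291 in Mlx KD, -0.301 in Rfx1 KD and -0.170 in Etv5 KD, and was 0.124 in Etv5 KD and -0.047 in Mlx KD 2-cell embryos.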
